# Persistent interferon signaling and clonal expansion mark early events in DNA methylation damage-induced liver cancer

**DOI:** 10.1093/narcan/zcag014

**Published:** 2026-06-23

**Authors:** Lee J Pribyl, Jennifer E Kay, Joshua J Corrigan, Lindsay B Volk, Monét Norales, Norah A Owiti, Evan A Kowal, Ishwar N Kohale, Ilana S Nazari, Matilda R Swanson, Aimee C Moise, Duanduan Ma, Stuart S Levine, Emily M Michelsen, Robert G Croy, Timothy Ragan, Dorothea K Torous, Svetlana L Avlasevich, Stephen D Dertinger, Sebastian E Carrasco, Leona D Samson, John M Essigmann, Forest M White, Bevin P Engelward

## Abstract

*N*-Nitrosodimethylamine (NDMA), a probable human carcinogen, induces toxic and mutagenic DNA *O*^6^-methylguanine (*O*^6^MeG) adducts that are repaired by *O*^6^-methylguanine-DNA methyltransferase (MGMT). To elucidate how early-life environmental mutagenic exposures promote latent liver tumorigenesis, we performed longitudinal studies in wild-type and MGMT-deficient (*Mgmt*^−/−^) mice. Neonatal mice received NDMA intraperitoneally on postnatal days 8 and 15 and were followed for up to 10 months post-exposure. Phenomics, transcriptomics, phosphoproteomics, spatial transcriptomics, and histopathology revealed that NDMA exposure in *Mgmt*^−/−^ mice produced a nine-fold increase in liver tumors, including hepatocellular carcinomas and adenomas. Early molecular profiling revealed elevated *O*^6^MeG adducts, sustained γH2AX activation, and increased micronucleus formation in *Mgmt*^−/−^ livers. Transcriptomics showed persistent interferon response and immune cell infiltration, particularly in *Mgmt*^−/−^ mice, up to 10 months post-exposure. Clonal expansion, quantified by RaDR-GFP expression, was significantly higher in NDMA-exposed *Mgmt*^−/−^ mice. Spatial transcriptomics of clonally expanded cells demonstrated activation of oncogenic and inflammatory pathways. These findings demonstrate that acute early-life NDMA exposure drives persistent DNA damage signaling, chronic interferon activation, and clonal expansion that together promote MGMT-dependent hepatocarcinogenesis. Collectively, these processes link early environmental mutagen exposure to long-term premalignant evolution and tumor emergence, and define mechanistic biomarkers and potential interception targets for NDMA-induced liver cancer.

## Introduction

Alkylating agents are among the most abundant and most hazardous DNA-damaging agents [1, 2]. *N*-Nitrosodimethylamine (NDMA), classified as a Group 2A probable human carcinogen [1, 3], is a methylating agent responsible for the recall of over a dozen contaminated drugs [4–6], and NDMA contamination from chemical waste leaching at the Olin Chemical Superfund site has been associated with elevated rates of childhood cancer [7, 8]. Moreover, methylating agents are used as chemotherapeutics [9], making this study relevant to both cancer causation and treatment. Despite clear evidence that NDMA induces cancer in animal models [6, 10], the early molecular and cellular events that permit initiated cells to persist and progress toward overt malignancy over time remain poorly defined. This gap is especially relevant to tumor latency, where environmentally induced DNA damage acquired early in life may remain biologically consequential for months to decades before clinically detectable disease emerges.

NDMA is primarily metabolized in the liver by cytochrome P4502E1 (CYP2E1), creating a methyldiazonium ion that results in DNA adducts. One of the most biologically impactful adducts is *O*^6^-methylguanine (*O*^6^MeG), which is mutagenic, toxic, and carcinogenic [1, 6, 10, 11]. *O*^6^MeG pairs readily with thymine, causing G-to-A transition mutations [12, 13]. Toxicity arises when mismatch repair (MMR) repeatedly excises the newly synthesized strand opposite *O*^6^MeG, creating persistent single-strand gaps [1, 14–16]. This process, known as futile cycling, can cause replication forks to collapse when they encounter these gaps in the next S phase, producing toxic double-strand breaks (DSBs) that can be repaired by homologous recombination (HR) [17]. While mostly accurate, HR can lead to large-scale sequence rearrangement mutations, including insertions, deletions, and translocations [18]. Cells mitigate *O*^6^MeG toxicity and mutagenicity through the *O*^6^-methylguanine-DNA methyltransferase (MGMT), a suicide protein that transfers the methyl group from *O*^6^MeG to an active site cysteine residue [19–21].

In several contexts, DNA damage has been shown to stimulate interferon (IFN) signaling, thus linking structural DNA changes to immune responses [22]. For example, cGAS senses fragments of DNA in the cytosol, activating STING to initiate a Type I IFN response, which can contribute to Type II IFN (IFN-γ) responses mediated by JAK/STAT1 signaling [23]. While essential for defense against infections, chronic IFN activation promotes carcinogenesis through sustained inflammation and immune dysregulation [24]. Although DNA-damaging agents are known to induce the IFN response *in vitro* [23, 25], much less is known about methylation damage and its potential to drive IFN signaling *in vivo*, a critical gap in knowledge that is relevant to cancer susceptibility. In this context, persistent IFN signaling may not simply reflect DNA damage responses, but may also reshape the tissue microenvironment and the selective pressures that determine whether mutated clones are restrained, eliminated, or allowed to expand.

To elucidate the consequences of unrepaired *O*^6^MeG in the liver, we studied MGMT-deficient (*Mgmt*^−/−^) mice. Previously, we found point mutation frequency in *Mgmt*^−/−^ NDMA-treated mice were about four-fold more abundant than in wild-type (WT) [14]. Interestingly, the mutational spectra in both strains were nearly identical, dominated by GC→AT mutations. In the present work, we quantified over 40 molecular, cellular, and physiological phenotypes, including DNA damage, protein levels, sequence rearrangements, clonal dynamics, and histopathology. By integrating phenomics with phosphoproteomic and transcriptomic analyses, we define how unrepaired *O*^6^MeG lesions influence long-term liver responses after early-life exposure. Using the RaDR-GFP mouse model, we further identify extensive clonal expansion and characterize spatially resolved transcriptional programs associated with early premalignant evolution. Taken together, these results provide mechanistic insight into how an early environmental mutagenic event is translated into persistent clonal dynamics, inflammatory signaling, and eventual malignant transformation.

## Materials and methods

### Animals

All experimental mice were on a C57BL/6 genetic background. *RaDR*^R/R^;*gpt*^g/g^ (WT) mice (RRID:IMSR_JAX:000664) were created by crossing RaDR-GFP mice (B6.129S4(Cg)-Gt(ROSA)26Sor^tm1(CAG-EGFP*)Bpeng)^/J) [26] (RRID:IMSR_JAX:031413) with *gpt* delta mice [27]. *RaDR*^R/R^;*gpt*^g/g^;*Mgmt*^−/−^ mice were generated by crossing *RaDR*^R/R^;*gpt*^g/g^ and *Mgmt*^−/−^ mice (described previously [28]). The control mice were sibling littermates. Mice were maintained in AAALAC-certified animal care facilities and provided standard food and water *ad libitum*. Mice were housed in static microisolator cages with autoclaved hardwood chip bedding and a nestlet. Macroenvironmental conditions included temperature maintenance at 70 ± 2°F, 30%–70% humidity, and a 12:12 h light:dark cycle. Mice were free of the following murine pathogens: ecto- and endoparasites, mouse parvovirus, mouse hepatitis virus, mouse rotavirus, minute virus of mice, ectromelia, Sendai virus, pneumonia virus of mice, reovirus, theilovirus, lymphocytic choriomeningitis virus, *Mycoplasma pulmonis, Filobacterium rodentium*, polyoma virus, and mouse adenovirus. Pathogen status was verified by full serology testing using sentinel mice every 6 months and with an abbreviated serology panel every 2 months. All animal procedures were performed according to the NIH Guide for the Care and Use of Laboratory Animals and protocols approved by the Massachusetts Institute of Technology Committee on Animal Care (protocol # 2404000664). The study is reported in accordance with the ARRIVE 2.0 guidelines, and all Essential 10 reporting elements and recommended items have been addressed wherever appropriate to ensure complete and transparent reporting of the *in vivo* experimental design, execution, and analysis.

### NDMA treatment

NDMA was produced in-house, verified through NMR and mass spectrometry (MS) and stored at −20°C as previously described [11]. Litters of mice were designated for saline or NDMA treatment at birth. A total dose of 10.5 mg/kg NDMA diluted in saline was administered intraperitoneally over two separate injections, according to Dass *et al*. [29]. First, 3.5 mg/kg NDMA in saline (10 μl volume) was given at 8 days of age (P8), and the remaining 7 mg/kg (20 μl volume) was given at 15 days of age (P15) (Fig. 1A). Control mice were sham-treated at the same time points with equivalent volumes of saline. All mice in the study were included at the time of initial dosing, with no exclusions based on health status or age, as all animals were young and healthy at enrollment. Exclusion criteria were limited to rare instances necessitating early euthanasia, such as unanticipated death or the development of severe spontaneous health or behavioral abnormalities (e.g. hydrocephaly, overgrooming, or other signs of morbidity) occurring during the study period. All exclusion criteria were established a priori, and the number of animals excluded and included per group is reported in the results. The attrition rate in our study was <1%.

Mice were euthanized by asphyxiation with carbon dioxide according to AVMA guidelines and necropsied. Whenever possible, equal numbers of males and females of each genotype and treatment group were analyzed for each endpoint to determine group size. When data were collected from an excess number of males or females for an endpoint, individual data points were selected by random number generator for exclusion from analysis.

### Animal analysis

Most analyses combined data from male and female mice unless specifically mentioned in the figure legends. Analyses included mice from separate litters whenever possible to reduce litter-based differences. Each mouse represented an experimental unit (*n =* 1). Numbers of mice and treatment timepoints included are described in the figure legends. An equal number of male and female mice from each cohort were used when possible. For some endpoints with excess mice of one sex, individuals were randomly excluded from analysis to balance group sizes. Power analysis was not used in this study to determine group size, which was based on previous similar studies [11, 14].

### DNA adduct analysis

#### Isolation of DNA from frozen liver tissue, DNA hydrolysis, and solid-phase extraction

Adduct levels were quantified for the livers of mice treated with NDMA at days P8 and P15, whereas saline-treated mice received treatment only at P15. DNA was isolated from 100 mg of frozen liver tissue using the Qiagen 100/G genomic tip (Qiagen) following the procedure recommended for genomic DNA preparation. Briefly, liver tissue was homogenized in buffer QBT in the presence of RNase and proteinase K and incubated overnight at room temperature. The solution was loaded onto a Qiagen 100/G tip, washed with buffer QC, and retained DNA was eluted with buffer QF. DNA was precipitated with isopropanol and recovered by spooling onto a glass rod, which was washed with 70% ethanol, briefly dried and then dissolved in 500 μl of purified water. The amount of recovered DNA was determined via UV absorption using a NanoDrop One C spectrometer (Thermo Scientific, Waltham, MA, USA).

DNA (100–125 μg) containing 10 μg of methylated ^15^N DNA, which served as an internal standard, was hydrolyzed by addition of 50 μl formic acid and heating at 95°C for 1 h. Hydrolyzed DNA samples containing isotopically labeled standards were loaded onto Strata X SC cartridges (100 mg; Phenomenex, Torrance, CA), which had been prewashed with acetonitrile followed by water. The cartridges were then washed with 15 ml of 0.1 N hydrochloric acid. The retained compounds were eluted with 1.5 ml of a solution containing 5% ammonium hydroxide, 10% ethanol, and water, and vacuum-centrifuged to dryness at room temperature. Samples were reconstituted in 100 μl of 0.1 N HCl and transferred to glass vials for LC/QQQ MS analysis.

#### LC/QQQ MS analysis of DNA adducts

LC/ESI-MS/MS analysis was performed on an Agilent 6410 Triple Quadrupole mass spectrometer interfaced with an Agilent 1100 series HPLC (Agilent Technologies, Palo Alto, CA). Samples (25 μl injected) were resolved on a 4.6 × 150 mm, 3.5 mm Eclipse Plus C18 column (Agilent Technologies, Palo Alto, CA) eluted at a flow rate of 0.5 ml/min. The column was eluted with a step gradient of 4 mM ammonium acetate containing 2% acetonitrile (solvent A) to 100% acetonitrile/0.0001% acetic acid (solvent B) over a period of 30 min, followed by column re-equilibration. QQQ MS analysis was performed in the positive ion mode using N_2_ as the nebulizing/drying gas. Capillary voltage was 4.0 kV, and temperature was set at 350°C. Selective reaction monitoring was used for quantitative analysis of methylated purines with the collision energy set at 25 for methylated guanines. Nitrogen was used as the collision gas. The following transitions were monitored: *m/z* 166 [*M* + H]^+^ → m/z 149 for m6G; *m/z* 171 [*M* + H]^+^ → *m/z* 153 for *O*^6^-methyl-^15^N-guanine.

### Phosphoproteomics

Methods used were consistent with prior work [11]. Briefly, 1 day and 10 weeks after the second injection, liver samples were flash-frozen in liquid nitrogen and stored at −80°C. Two males and two females for each genotype and treatment were analyzed. Liver tissues were homogenized in ice-cold 8 M urea (Sigma) with three 10-s pulses. Proteins were processed, digested, and desalted as described previously [30]. Lyophilized peptide aliquots of 400 mg (of starting protein) were labeled with TMT10-plex labeling kits (Thermo Fisher). Phosphopeptides were enriched by immunoprecipitation (IP) followed by Fe-NTA-based immobilized metal affinity chromatography (IMAC). TMT-labeled samples were resuspended in IP buffer (100 mM Tris–HCl, 1% Nonidet *P*-40, pH 7.4) and incubated overnight with PTMScan Phospho-ATM/ATR Substrate Motif kit (Cell Signaling Technology). Peptides were eluted twice, each with 25 ml of 0.2% trifluoroacetic acid for 10 min at room temperature, followed by a secondary Fe-NTA-based IMAC to remove non-specifically retained non-phosphopeptides.

The High-Select Fe-NTA enrichment kit (Pierce) was used according to manufacturer’s protocol with following modifications. After washing the Fe-NTA spin columns, beads were resuspended in 25 ml of binding washing buffer. Eluates from IP were incubated with Fe-NTA beads for 30 min. Peptides were eluted twice with 20 ml of elution buffer into a 1.7-ml microcentrifuge tube. Eluates were dried in SpeedVac until 1–5 ml of sample remained. Samples were resuspended in 10 ml of 5% acetonitrile/0.1% formic acid and loaded directly onto an in-house packed analytical capillary column (50 mm ID × 10 cm) packed with 5-mm C18 beads (YMC gel, ODS-AQ, AQ12S05).

Liquid chromatography tandem mass spectrometry (LC-MS/MS) of phosphopeptides and crude lysate analysis was carried out on an Agilent 1260 LC coupled to a Q Exactive HF-X mass spectrometer (Thermo Fisher) as described previously [30]. Raw mass spectra data files were processed with Proteome Discoverer version 2.2 (Thermo Fisher) (RRID:SCR_014477) and searched against the mouse SwissProt database using Mascot version 2.4 (Matrix Science) (RRID:SCR_014322). TMT reporter quantification was extracted using Proteome Discoverer. MS/MS spectra were searched with the following settings: (a) mass tolerance of 10 ppm for precursor ions; (b) 20 mmu for fragmentations; (c) fixed modification for cysteine carbamidomethylation; (d) TMT-labeled lysine; (e) TMT-labeled peptide N-termini; and (f) dynamic modifications for methionine oxidation and phosphorylation of serine, threonine, and tyrosine. Peptide spectrum matches (PSMs) were filtered according to following parameters: rank = 1, search engine rank = 1, mascot ion score > 20, isolation interference < 30%, and average TMT signal > 1000. Peptides with missing values across any channel were filtered out. Phosphorylation sites were localized using ptmRS module [31] on Proteome Discoverer. PSMs with >95% localization probability were included for further analysis. Only peptides containing “SQ” or “TQ” sequence motif were included for final analysis. Peptide quantification was normalized with relative median values obtained from crude peptide analysis. Further data analysis was performed in Python (version 3.6) (RRID:SCR_024202) and MATLAB (R2016a) (RRID:SCR_001622).

#### STRING analysis

Protein selection based on multi-group analysis of variance (ANOVA) by treatment (*P* < .05), with standard deviation < 0.05 were used to select 354 total proteins for 1-day analysis and 214 total proteins for 10-weeks analysis. These proteins were subjected to STRING database (RRID:SCR_005223) analysis to identify predicted protein–protein interactions. Gene Ontology (GO) biological processes were selected for cluster identification and comparisons. Phosphoproteomic GO lists can be found in Supplementary Table S4.

### RaDR analysis

The methods used were consistent with prior work [11]. Briefly, livers were collected from mice across the time course starting at 1 day after the second dose injection to 10 weeks post-exposure. Freshly excised livers were held on ice in 0.01% trypsin inhibitor (Boston BioProducts) in phosphate buffered saline (PBS) prior to imaging (Supplementary Fig. S8A). The entire left lobe of the liver was secured between a glass slide and a coverslip. The dorsal surface of each liver was then imaged with a Nikon Eclipse Ti2 scanning microscope on the 2× objective in the FITC: EGFP channel using an Andor Zyla 4.2 camera and NIS Elements software (v5.11.02). Emission wavelength was 535 nm, and all images were captured under identical exposure settings across samples.

A user-trained two-stage machine learning algorithm was used to identify and enumerate fluorescent foci within intact tissue (available on Github at https://github.com/dushanw/RPN_RCN_roiExtractor) and (available on figshare at https://figshare.com/articles/software/RPN_RCN_roiExtractor/29581370?file=56318189). Similar to our prior studies [32], we first identified potential regions (termed Region Proposals) that might contain foci and then classified them into True Foci or False Regions. Two deep convolutional neural networks (DCNNs) were trained using 10 manually annotated images for both tasks. The first Region Proposal Network segmented the foci-like regions, which were used to extract the corresponding image patches (Region Proposals). These Region Proposals were then fed to a second DCNN (Proposal Classifier Network) that classified them into either True Foci or False Regions. True Foci locations were then listed and counted to get the final foci count. The 10 manually annotated training images comprised samples from each genotype and treatment group. All liver images were analyzed by the machine learning program based on parameters developed from training data. The number of fluorescent foci was normalized to the area of the liver in the image. The left lateral liver lobe size was extracted from this output. For clonal expansion analysis, we based the average size of a single fluorescent focus at 10 pixels using ImageJ (Fiji) (ImageJ v2.9.0). Fluorescent clusters were then measured by size and frequency for foci >500 pixels and >2000 pixels, which were considered clonal expansion events.

Recombination events can happen anytime during liver development. Most events happen late in development. Livers having undergone recombination early in development are identifiable by EGFP morphology (Supplementary Fig. S8B). Livers harboring these early events (7/327) were not used for further analysis.

#### RaDR clonal expansion

For clonal expansion analysis, a custom ImageJ (Fiji, v1.54p) (RRID:SCR_002285) macro was used to quantify the size of fluorescent foci. Processed images underwent Gaussian blur, thresholding, and watershed segmentation to define regions of interest. Foci >500 pixels (0.00525 mm^2^) or 2000 pixels (0.021 mm^2^) were counted as a clonal expansion event based on visual confirmation. The number of clonal expansion events per left liver lobe were quantified.

### Histological analysis

The methods used were consistent with prior work [11]. Briefly, sections of liver were fixed in 10% buffered formalin, embedded in paraffin, and sectioned at 4 µm thickness using a microtome, followed by H&E staining. Liver sections from four males and four females of each group (1 day, 10 weeks, and 10 months post-treatment) were scored by a board-certified veterinary pathologist blinded to sample identity. Specific lesions were graded with a numerical score from 0 to 4; where 0 = normal, 1 = minimal, 2 = mild, 3 = moderate, and 4 = severe. The following hepatic lesions were graded: inflammation, hepatocellular degeneration, hepatocellular necrosis, nuclear enlargement (karyomegaly), hepatic lipidosis, extramedullary hematopoiesis, Kupffer cell hyperplasia, Ito cell hyperplasia, bile duct hyperplasia/dysplasia, and fibrosis [33]. Lesions of the liver scored as present (1) or absent (0) included hemorrhage and neoplasia. A total inflammation score for each liver was generated by combining individual scores of portal, midzonal, and centrilobular inflammation from each section [34]. Foci of altered hepatocytes were classified based on morphologic criteria reported by Thoolen and colleagues [33]. Sections were examined using an Olympus BX41 microscope attached with an iKona digital camera and photographed.

### Immunofluorescence

The methods used were consistent with prior work [11]. Briefly, formalin-fixed tissue sections (4 µm) (*n =* 4 males and four females from each treatment group and time point) were deparaffinized in xylenes, rehydrated, and subjected to heat-induced antigen retrieval with Dako Target Retrieval Solution (Agilent, #S1699). Sections were blocked with 5% bovine serum albumin (BSA), 0.4% Triton X-100, and 5% goat serum for 1 h at room temperature, then incubated with an antibody for γH2AX [1:200; Cell Signaling Technologies (S139 – 20E3 Rabbit mAb #9718 (RRID:AB_2118009)] in 1% BSA and 0.5% Tween 20 in PBS overnight at 4°C. Sections were then washed and incubated with a secondary antibody conjugated to an AlexaFluor 488 probe [1:400; Invitrogen goat anti-rabbit IgG #A1108 (Lot#2 382 186)] for 1 h at room temperature. Nuclei were counterstained with ProLong^TM^ Gold AntiFade with DNA Stain DAPI (Invitrogen, #P36931). Stained tissue sections were imaged at 20× under DAPI and FITC filters using a Nikon Eclipse Ti2 microscope and an Andor Zyla 4.2 camera using NIS-Elements AR software (v5.11.02), with two independent regions randomly selected from each slide.

A custom ImageJ (Fiji, v1.54p) macro performed background subtraction, channel-specific thresholding (γH2AX), and nuclear region-of-interest generation via DAPI segmentation. Mean fluorescence intensity for γH2AX was quantified within individual nuclei and averaged across two images per experimental replicate. Cells containing a mean pixel intensity >1000 background subtraction were counted as γH2AX foci-positive. Cells with >50% γH2AX staining were considered pan-nuclear and apoptotic. Segmented particles were counted in ImageJ for an approximate number of nuclei in the image. Data were collected for at least 1000 nuclei from each image. Average nucleus size was calculated by pixels using ImageJ.

### Caspase IHC

The methods used were consistent with prior work [11]. Formalin-fixed tissue sections (4 µm) from four males and four females from each treatment group and time point (same livers as those analyzed for γH2AX and histopathology) were deparaffinized in xylenes, rehydrated, and subjected to HIER in Buffer H, pH 8.8 (Thermo Scientific). After cooling, endogenous peroxidase was blocked with Peroxidazed 1 (Biocare Medical) for 5 min, and slides were blocked in Background Sniper (Biocare Medical) for 15 min. Slides were then incubated with cleaved caspase-3 primary antibody [Cell Signaling Technology - Asp175 (D3E9) Rabbit mAb #9579 (RRID:AB_10897512)] for 60 min at room temperature, washed, and incubated with Rabbit-on-Rodent HRP Polymer (Biocare Medical) for 30 min at room temperature. Slides were washed and incubated with DAB (Betazoid DAB Chromagen kit, Biocare Medical), washed, and counterstained with hematoxylin. Stained slides were scanned with a Leica Aperio AT2 slide scanning microscope and analyzed with QuPath (RRID:SCR_018257) software [35]. After blinding filenames, four equal-sized, randomly selected, representative, independent regions of tissue were annotated for number of nuclei and number of apoptotic events. The percentage of apoptotic events for each animal was calculated from the total number of apoptotic hepatocytes and total number of nuclei from four representative 400× fields.

### Micronucleus assay

The methods used were consistent with prior work [11]. Briefly, mice (*n =* 4 males, 4 females of each group) were euthanized 48 h after the second NDMA injection, and livers were collected into 1 ml of ice-cold Liver Preservation Buffer, packed on ice, and shipped overnight to Litron Laboratories. Upon receipt at Litron, each liver was removed from the Liver Preservation Buffer, patted dry, placed into a separate flask containing 10 ml of Liver Rinse Solution, and processed as described previously [36] using Prototype In Vivo MicroFlow^®^ PLUS ML Kits. Samples were analyzed with a FACSCanto II flow cytometer equipped with 488 and 633 nM excitation (BD Biosciences, San Jose, CA). Instrumentation settings and data acquisition/analysis were controlled with FACSDivaTM software v6.1.3 (BD Biosciences). SYTOX Green-associated fluorescence emissions were collected in the FITC channel (530/30 band-pass filter), and anti-Ki67-eFluoR 660-associated fluorescence emissions were collected in the APC channel (660/20 band-pass filter). The flow cytometry gating strategy for hepatocyte micronucleus (MNHEP) scoring required events to fall within each of three regions and one histogram marker before they were scored as nuclei or micronuclei. The incidence of flow cytometry-scored MNHEP is expressed as frequency percent (no. micronuclei/no. nuclei × 100) of 20 000 SYTOX Green-positive nuclei per specimen. Simultaneous with micronucleus assessments, an experimental index of hepatocyte proliferation was collected based on gating for Ki67-positive nuclei.

MNHEP microscopy was performed by adding SYTOX® Green-stained cells to acridine orange-coated slides, then imaged on an Olympus BH-2 microscope with a 40× objective as previously described [36].

### Tumor analysis

Gross surface lesions on the entire liver were recorded at necropsy. Distinct macroscopic tumors were enumerated; multifocal to coalescing tumorous regions were counted as one.

### RNA sequencing

#### RNA extraction

Total RNA was extracted from ≤30 mg mouse liver tissue stored in RNAlater at −20°C using the RNeasy Plus Mini Kit (Qiagen, cat. no. 74134). Tissue was homogenized in Buffer RLT Plus with β-mercaptoethanol (10 μl/ml) using a BeadBug bead-milling homogenizer at 400 rpm for two 30-s intervals. Lysates were centrifuged, and supernatant was processed through genomic DNA Eliminator and RNeasy spin columns according to the manufacturer’s protocol. RNA was eluted in 30–50 μl RNase-free water and quantified by NanoDrop spectrophotometry (Thermo Scientific).

#### Library preparation and sequencing

3′ Digital gene expression libraries were created as previously described [37, 38]. RNA samples were cleaned using SPRI beads (1.8×) and quantified and quality-assessed using an Advanced Analytical Fragment Analyzer. Ten nanograms of total RNA was used for library preparation. 3′DGE-custom primers 3V6NEXT-bmc#1–24 were added to a final concentration of 1 μM.(5′-/5Biosg/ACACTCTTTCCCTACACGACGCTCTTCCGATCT[BC6]N10T30VN-3′ where 5Biosg = 5′ biotin, [BC6] = 6 bp barcode specific to each sample/well, N10 = Unique Molecular Identifiers, Integrated DNA technologies), to generate two subpools of 24 samples each. After addition of the oligonucleotides, Maxima H Minus RT was added per manufacturer’s recommendations with Template-Switching oligo 5V6NEXT (10 μM, [5V6NEXT : 5′-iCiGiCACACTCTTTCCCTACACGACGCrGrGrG-3′ where iC: iso-dC, iG: iso-dG, rG: RNA G]), followed by incubation at 42°C for 90 min and inactivation at 80°C for 10 min. Following the template-switching reaction, complementary DNA (cDNA) from 24 wells containing unique well identifiers were pooled together and cleaned using RNA Ampure beads at 1.0×. cDNA was eluted with 17 μl of water, followed by digestion with Exonuclease I at 37°C for 30 min and inactivated at 8°C for 20 min.

Second-strand synthesis and polymerase chain reaction (PCR) amplification was done by adding the Advantage 2 Polymerase Mix (Clontech) and the SINGV6 primer (10 pmol, Integrated DNA Technologies 5′-/5Biosg/ACACTCTTTCCCTACACGACGC-3′) directly to the exonuclease reaction. Eight cycles of PCR were performed, followed by clean up using regular SPRI beads at 0.6× and eluted with 20 μl of EB. Successful amplification of cDNA was confirmed using the Fragment Analyzer.

Illumina libraries were then produced using standard Nextera tagmentation, substituting P5NEXTPT5-bmc primer (25 μM, Integrated DNA Technologies, (5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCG*A*T*C*T*-3′ where * = phosphorothioate bonds) in place of the normal N500 primer. Final libraries were cleaned using SPRI beads at 0.7× and quantified using the Fragment Analyzer and qPCR before being loaded for paired-end sequencing using the Illumina NextSeq500 in paired-end mode (28F, 8I, 50R nt reads).

#### Data processing and analysis

Sequencing data were aligned to the mouse genome (GRCm38) using Spliced Transcripts Alignment to a Reference (STAR) aligner (RRID:SCR_004463), and gene expression was quantified using the ESAT pipeline. Differential expression was performed using DESeq2 (median-of-ratios normalization) [39]. Log_2_ fold changes were shrunk using lfcShrink to shrink dispersion [40]. Metadata, including sample sex, treatment, genotype, and timepoint, were incorporated using custom R scripts. Volcano plots were generated from DESeq2 results (log_2_ fold changes and *P*-values). QIAGEN Ingenuity Pathway Analysis (IPA) (RRID:SCR_008653) was used to identify upstream regulators from the differentially expressed genes (DEGs) according to the manufacturer’s instructions using the built-in algorithms.

#### Pathway enrichment

Genes with adjusted *P*-value < .05 and log_2_ fold change > 0.58 were analyzed for pathway enrichment using Enrichr (RRID:SCR_001575) and the Molecular Signature Database (MSigDB) Hallmark 2020 mouse gene set or Gene Ontology Biological Process, Transcriptional Regulatory Relationships Unravelled by Sentence-based Text-mining (TRRUST) or Gene Set Enrichment Analysis (GSEA). Pathways with *P*-value < .05 were included for visualization. All DEG comparisons are listed in Supplementary Table S5 (DEGs). Venn diagram gene lists used to generate Fig. 4C are provided in Supplementary Table S6. Complete pathway enrichment gene lists from Enrichr are provided in Supplementary Tables S7–S16.

After RNA-seq was completed STAR was performed to mouse genome reference mm10.

Expression analysis of the digital expression (DGE) libraries targeting transcript ends was performed using the End Sequencing Analysis Toolkit (ESAT). ESAT takes a set of alignment files (SAM or BAM) with genome alignment coordinates, a file containing transcript coordinates (BED or text file) and outputs read counts for each transcript provided. ESAT can be found here on GitHub: (src/java/umms/esatJar/esat.latest.jar).

The package DESeq2 was used for differential expression analysis and can be found here: (http://www.bioconductor.org/help/workflows/rnaseqGene/). DESeq2 uses negative binomial generalized linear models which uses estimates of dispersion and logarithmic fold changes to incorporate data-driven prior distributions. Lastly, normalization was performed. RNA-seq data have been deposited in the NCBI data repository Gene Expression Omnibus (GEO) under accession number GSE332646.

### Cluster identification and annotation

Principal component analysis (PCA) was performed on the scaled data to reduce the dimensions, with number of components chosen based on a cumulative proportion (accumulated amount of explained variance) of 95.

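The copy of Supplementary Table S1 analysed here holds 336 entries against the paper's 337, and 332 of them are distinct. Of these, 284 were matched to a gene measured in WT livers and 285 to a gene measured in Mgmt−/− livers, by symbol and listed aliases. The numbers of interferon (IFN) list genes given here are counts over these genes. No enrichment of the list was tested, because the copy is 1 entry short.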

A comprehensive analysis of literature yielded a curated list of 337 genes related to the IFN response (Supplementary Table S1). 

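Supplementary Table S2 holds 221 entries, of which 220 are distinct. In the WT data 213 of them were measured and in the Mgmt−/− data 214.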

The DNA repair gene list was published by Wood *et al*. [41–43] (Supplementary Table S2). Qlucore software was used to generate heatmaps and PCA plots.

### Spatial transcriptomics

Freshly frozen samples were processed following 10x Genomics (Visium) protocols. In brief, fresh frozen tissues embedded in OCT compound (Tissue-Tek) were sectioned at a thickness of 10 µm, the tissue was placed in a Visium glass slide capture frame of 6.5 mm^2^ regions, incubated with methanol at − 20°C and then washed with isopropanol. H&E staining was applied, followed by imaging on an Aperio AT2 slide scanner. RNA release was achieved by permeabilization, spatial barcodes were added by reverse transcription and DNA was synthesized and amplified for library preparation. Each capture region has an ~5000 spot array, each with a diameter of 50 µm. Sequencing was performed on a NextSeq500 with targeted read depths of at least 100 million reads per sample. A serial section was imaged for RaDR foci and clonal expansion for EGFP to overlay with spatial transcriptomics and H&E. H&E was analyzed and scored by a board-certified veterinary pathologist blinded to sample identity. Data have been deposited in the NCBI data repository Gene Expression Omnibus (GEO) under accession number GSE332601.

### Western blot

Antibodies used for western blots are listed in Supplementary Table S3. Flash-frozen liver samples were homogenized in ice-cold lysis buffer (20 mM Tris pH 7.5, 150 mM NaCl, 1% Triton X-100) supplemented with protease/phosphatase inhibitors. Lysates were sonicated, centrifuged (14 000 × g, 15 min, 4°C), and protein concentrations determined using a BCA assay. Equal protein amounts (40–50 µg) were resolved on 12% SDS-PAGE gels and transferred to nitrocellulose membranes (LI-COR Odyssey) overnight at 30 V (4°C). Membranes were stained with LI-COR Revert 700 Total Protein Stain for normalization and imaged (LI-COR CLx).

For target detection, membranes were blocked in LI-COR Intercept Blocking Buffer (TBS) and incubated overnight at 4°C with primary antibodies diluted in blocking buffer containing 0.2% Tween-20. After washing with TBST, membranes were incubated with LI-COR IR Dye secondary antibodies for 1 h at room temperature. Signals were visualized on a LI-COR CLx Imager and quantified using Image Studio Lite (v5.2), normalized to total protein. Stripping and reprobing were performed as needed using LI-COR NewBlot buffers. Densitometry blot images are provided in Supplementary Figs S9–S11.

### Serial two-photon tomography

Left lateral liver lobes were harvested, drop-fixed in 4% paraformaldehyde in PBS for 24 h, then transferred to 4°C 0.1% Sodium Azide in PBS. The livers were then embedded in agarose and prepared for imaging by TissueVision on the TissueCyte 1000 system (TissueVision, Inc., Newton, MA; www.tissuevision.com) equipped with a Nikon 16x water immersion objective and a Ti:Sapph laser (MaiTai BB 990G, Spectra Physics). This system uses Serial Two-Photon Plus (STP^2^) Tomography of consecutive sections at 50 μm apart [44]. High-resolution data were collected to construct second harmonic generation (SHG) images arising from endogenous contrast of collagen fibers (920 nm excitation, 20x 1.0 NA objective, emission filter bandpass 442 − 478 nm). To image deep within the sample, the microscope is equipped with a microtome on the stage so that the sample can be sectioned following collection of each 3D image stack. The imaging resolution and sectioning parameters were as follows: imaging volume = 1.4  μm/pixel *x,y*; 2 μm *z*; 25 optical sections for total imaging depth of 50 μm and physical sections = 100 μm thick; 25 sections for a total tissue depth of 2.5 mm. Fluorescence emission was divided into three channels for collection: Channel 1: > 560 nm (Red), Channel 2: 500–560 nm (Green - eGFP), and Channel 3: 442–478 nm (Blue - SHG).

### Quantification and statistical analyses

Statistical analyses were performed using the GraphPad Prism software (RRID:SCR_002798) with the following test: tumor multiplicity (Kruskal-Wallis test with Dunn’s multiple comparisons test for sex-pooled data and ordinary one-way ANOVA with Šídák’s multiple comparisons test for sex-separated data), RaDR foci (ordinary one-way ANOVA with Šídák’s multiple comparisons test), RaDR clonal expansion (Kruskal-Wallis test with Dunn’s multiple comparisons test or Mann-Whitney test), caspase staining (ordinary one-way ANOVA with Šídák’s multiple comparisons test), histopathology scores (ordinary one-way ANOVA with Tukey’s multiple comparisons test), body weight (ordinary one-way ANOVA with Šídák’s multiple comparisons test), phosphoproteome (two-tailed Student’s t test corrected for multiple hypothesis testing based on Benjamini-Hochberg false discovery rate (FDR) correction), flow cytometry (micronuclei and Ki67) (ordinary one-way ANOVA with Šídák’s multiple comparisons test), γH2AX (ordinary one-way ANOVA with Šídák’s multiple comparisons test), and western blot (two-way ANOVA with Šídák’s multiple comparisons test). A p-value was considered significant if <0.05.

## Results

### MGMT deficiency exacerbates NDMA-induced liver injury and tumorigenesis

We used a well-established approach to induce tumorigenesis wherein WT and *Mgmt*^−/−^ neonatal mice were administered 3.5 mg/kg and 7.0 mg/kg of NDMA at 8 and 15 days old, respectively, via intraperitoneal injection (Fig. 1A) [11, 29]. Ten months post-exposure, *Mgmt*^−/−^ mice exhibited a 9-fold increase in liver tumors per mouse compared to WT, and pathology revealed the presence of hepatocellular carcinomas and adenomas (Fig. 1B–D). Male mice were twice as susceptible to tumorigenesis compared to females (Supplementary Fig. S1A), consistent with previous findings [10, 11]. Severe weight loss occurred in *Mgmt*^−/−^ mice due to hepatobiliary injury secondary to tumor burden (Supplementary Fig. S1B). These results demonstrate that MGMT deficiency critically enhances susceptibility to NDMA-induced liver tumorigenesis and hepatocellular toxicity.

**Figure 1.**
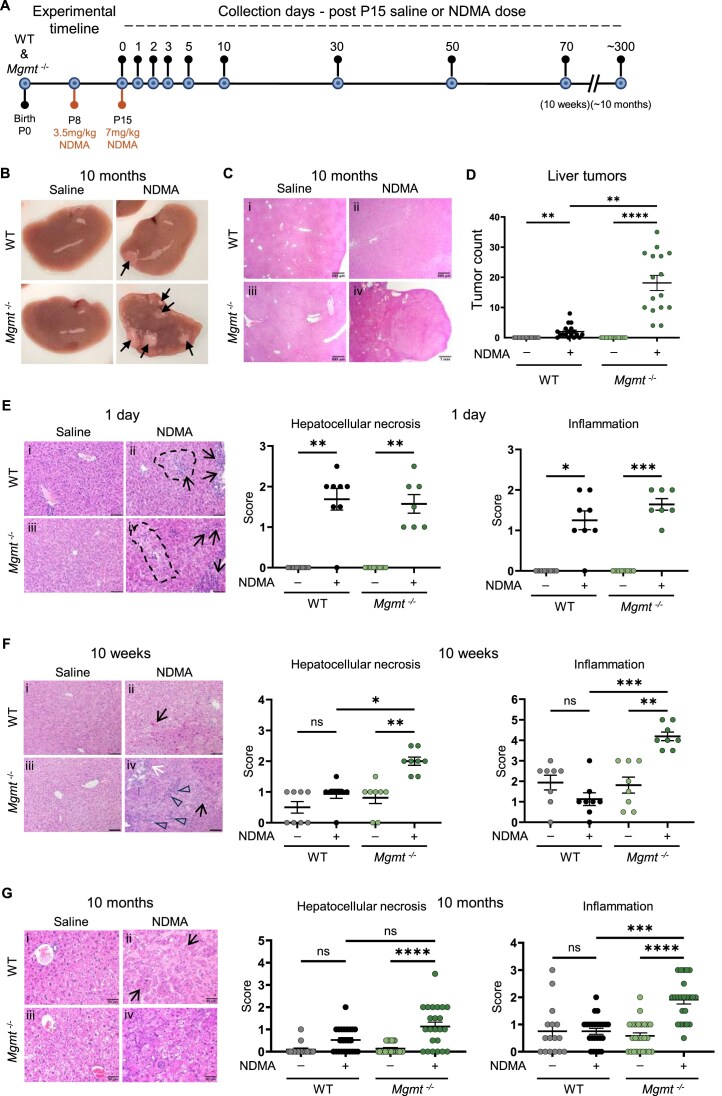
MGMT deficiency exacerbates NDMA-induced liver injury and tumorigenesis. (**A**) Experimental timeline displaying two intraperitoneal injections of saline or NDMA at P8 (3.5 mg/kg) and P15 (7 mg/kg) in WT and *Mgmt*^−/−^ mice, with indicated collection timepoints. (**B**) Representative gross images of livers from WT and *Mgmt*^−/−^ male mice 10 months post-treatment. Black arrows denote visible tumors. (**C**) Representative hematoxylin and eosin (H&E)-stained liver sections at 10 months post-exposure (ii) show trabecular subtype hepatocellular carcinoma in NDMA-treated WT mice, and (iv) exhibit expansile neoplasms consistent with hepatocellular carcinoma (solid subtype) in *Mgmt*^−/−^ NDMA-treated mice (magnification 40×). Representative sections are depicted in photomicrographs in panel (G). (**D**) Quantification of liver tumors at 10 months. *n* ≥ 15. (**E**) Representative H&E sections (magnification 200×, scale bars = 100 µm) and histopathology scores (below) for hepatocellular necrosis and inflammation at 1 day post-treatment. (ii) NDMA-treated WT mice showed periacinar hepatocellular degeneration (swelling; black dash line) with few macrophages and mild portal inflammation (arrows). (iv) *Mgmt*^−/−^ NDMA-treated mice exhibited focal/multifocal periacinar degeneration with or without single-cell necrosis (arrowheads) and mild portal/periportal inflammation (arrows). *n* ≥ 7. (**F**) At 10 weeks post-NDMA treatment, (ii) WT livers exhibited hepatocellular degeneration with increased cytoplasmic alterations, eosinophilia hypertrophy, and/or kariocytomegaly (black arrow). (iv) *Mgmt*^−/−^ mice exhibited multifocal hepatocellular degeneration (black arrow), with or without single-cell necrosis (white arrow), and mild to moderate lymphocytic and histiocytic inflammation in portal tracts (stealth black arrowhead). Biliary hyperplasia (black arrowheads) was common in portal tracts. Magnification 200×, scale bars = 100 μm. *n* ≥ 8. (**G**) (ii) High-magnification H&E sections (400×) at 10 months (ii) show a hepatocellular carcinoma, trabecular subtype (arrows) in an NDMA-treated WT male mouse. (iv) An NDMA-treated *Mgmt^−/−^* mouse shows a hepatocellular carcinoma (solid subtype). Hepatocellular necrosis and inflammation scores show significant increases in *Mgmt^−/−^* NDMA-treated mice compared to controls. *n* ≥ 16. Histopathology scoring was based on H&E stains across indicated panels (E–G). Data are presented as mean ± s.e.m. Statistical comparisons by Kruskal–Wallis and Dunn’s test (D–G). Statistical significance: *P < .05, **P < .01, ***P < .001, ^****^P < .0001. ns, not significant.

Given that aberrant tissue physiology can drive tumorigenesis [45], we investigated the temporal progression of NDMA-induced liver pathology. While at 1 day post-exposure to the second dose (which is 8 days post the first dose), WT and *Mgmt*^−/−^ mice exhibited comparable levels of necrosis and inflammation (Fig. 1E), these phenotypes diverged by 10 weeks wherein *Mgmt*^−/−^ mice developed worsening pathology (Fig. 1F), alongside intensified biliary hyperplasia and fibrosis (Supplementary Fig. S1C). H&E analysis revealed a significant increase in karyomegaly in *Mgmt*^−/−^ livers (Supplementary Fig. S1D) and DAPI staining demonstrated enlarged nuclear size (Supplementary Fig. S1E), both of which remained elevated ten weeks post-exposure. In *Mgmt^−/−^* mice, the immune cell markers CD3ε and CD11c were elevated at 5 days and 10 weeks post-exposure (Supplementary Fig. S1F), reflecting sustained immune cell recruitment and activation. Consistent with liver injury, *Mgmt*^−/−^ mice showed increased spleen weight and decreased body weight at 10 weeks (Supplementary Fig. S1G). Unlike WT mice, at 10 months, *Mgmt*^−/−^ mice displayed advanced necrosis, inflammation, biliary hyperplasia, and foci of hepatocellular alterations, while karyomegaly remained elevated in both genotypes (Fig. 1G and Supplementary Fig. S1H). Thus, although WT and *Mgmt*^−/−^ mice showed similar initial pathology, the latter developed progressively more severe disease over time, culminating in malignant transformation.

### MGMT suppresses DNA damage retention, toxicity, and compensatory proliferation

To learn whether *Mgmt*^−/−^ mice suffer a higher burden of DNA adducts, we performed MS. This revealed a ∼3.5-fold higher accumulation of *O*^6^MeG lesions in *Mgmt*^−/−^ mice compared to WT at 5 days post-exposure (Fig. 2A). By 50 days, *O*^6^MeG levels declined to low, near-background values in WT and *Mgmt*^−/−^ mice, consistent with MGMT-mediated repair in WT and dilution of unrepaired lesions by cell proliferation in *Mgmt*^−/−^. According to the futile cycling model, such lesions can yield DSBs via replication fork collapse. Consistent with this prediction, we observed phosphorylation of a key marker of DSBs and replication fork stress, γH2AX. Analysis of γH2AX immunofluorescence and protein levels revealed a significant increase, relative to saline controls, for both genotypes (Fig. 2B,C, and Supplementary Fig. S2A–S2C). This result correlated with a significant rise in micronuclei (Fig. 2D), confirming DSB accumulation. Crucially, WT mice recovered rapidly, whereas *Mgmt*^−/−^ livers exhibited persistently elevated γH2AX levels (Fig. 2B) with punctate foci detectable up to 50 days post-exposure (Fig. 2C). These findings indicate a subset of hepatocytes harbor persistent DSBs and replication stress even after bulk *O*^6^MeG adducts have declined (Fig. 2A), consistent with chronically injured tissue.

**Figure 2.**
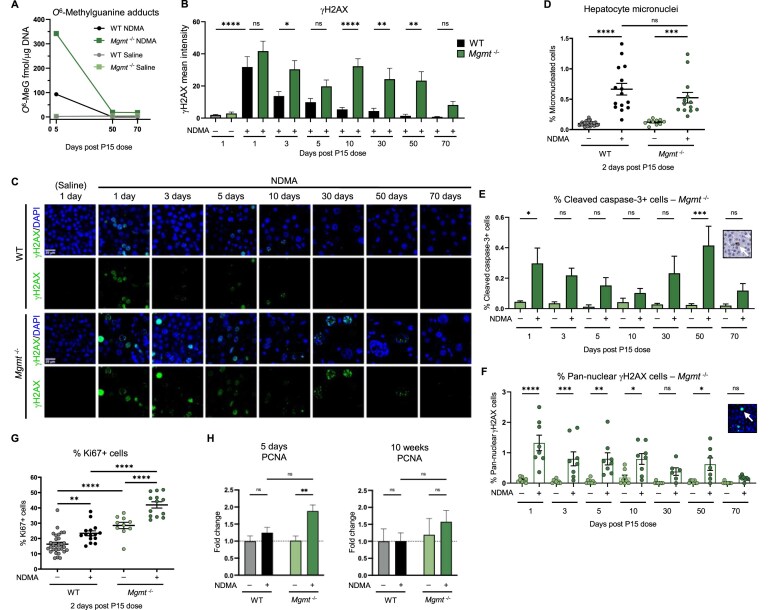
MGMT suppresses DNA damage retention, toxicity, and compensatory proliferation. (**A**) Genomic DNA from liver tissue was analyzed for *O*^6^-methylguanine DNA adducts by triple quadrupole MS. Adduct levels (fmol) were normalized to DNA (µg). Data points represent 1 male and 1 female sample combined. Saline controls received a single dose at P15. (**B**) Quantification of the mean gH2AX fluorescence intensity per nucleus in NDMA-exposed WT (gray/black bars) to *Mgmt^−/−^* (green bars) livers. *n* ≥ 7. (**C**) Representative immunofluorescent images of gH2AX (green) and DAPI (blue) stained liver sections across indicated post-treatment time points. Persistent DNA damage (gH2AX foci) and cell enlargement are observed in *Mgmt^−/−^* NDMA-treated livers compared to WT. Related DAPI quantification provided in Fig. S1E. Scale bar = 20 μm. (**D**) Quantification of hepatocyte micronuclei formation by flow cytometry at 2 days post-NDMA exposure. *n* ≥ 10 per group. (**E**) Apoptosis quantified by IHC for cleaved caspase-3 (CC3) in *Mgmt*^−/−^ mouse livers. Representative CC3 staining shown in inset (white arrow). *n* ≥ 2. (**F**) Quantification of apoptosis was measured by immunofluorescence of pan-nuclear gH2AX-positive cells for *Mgmt^−/−^* mice. Inset (white arrow) shows representative pan-nuclear gH2AX staining. *n* ≥ 7. (**G**) Proliferation measured via flow cytometry for % Ki67-positive cells at 2 days post-exposure. *n* ≥ 10. (**H**) PCNA protein quantification by western blot in liver whole-cell lysates at 5 days and 10 weeks post-exposure. Band intensities normalized to TPS and saline WT controls (set to 1.0 – dashed line). *n* = 4 per group (2 males and 2 females). Data are presented as mean ± s.e.m. Statistical comparisons performed using one-way ANOVA with Šídák’s multiple comparisons test (B, D–G), two-way ANOVA (H). Statistical significance: *P < 0.05, **P < 0.01, ***P < 0.001, ^****^P < 0.0001. ns, not significant. DAPI, 4′,6-diamidino-2-phenylindole.

High levels of DNA damage can cause apoptosis, limiting the propagation of damaged cells, but when coupled with compensatory proliferation may increase cellular turnover. Cleaved caspase-3, a marker for apoptosis, was high in *Mgmt*^−/−^ mice at 1 day and 50 day time points (Fig. 2E), but not in WT mice (Supplementary Fig. S2D). This programmed cell death was corroborated by prolonged pan-nuclear γH2AX staining across several time points (Fig. 2F and Supplementary Fig. S2E). Importantly, apoptosis coincided with regenerative proliferation, as evidenced by increased frequency of Ki67-positive cells at 2 days (Fig. 2G) and enhanced PCNA expression at 5 days post-exposure (Fig. 2H). Proliferation overlapped with ongoing γH2AX positivity, indicating that hepatocytes were replicating in the presence of persistent DNA damage, consistent with damage-induced cellular turnover that may promote mutagenesis and tumorigenesis.

### Immunoblotting and phosphoproteomics reveal an NDMA-induced DNA damage response

Given the pivotal role of DNA damage responses (DDRs) in determining cell fate, we next examined key DDR proteins and characterized the phosphorylation cascades orchestrating this response [46]. Phosphorylation of p53 (Ser15), a canonical ATM substrate, was significantly increased in both WT and *Mgmt*^−/−^ livers at 1 day and 5 days post-exposure and returned to near the WT saline baseline by 10 weeks in both genotypes (Fig. 3A). Phospho-p53 induces p21 (CDKN1A) expression, which was markedly stronger in *Mgmt*^−/−^ mice (Fig. 3B). Elevated RAD51, indicative of HR activity, was also observed specifically in the *Mgmt*^−/−^ mice (Fig. 3C). Induction of p21 was sustained up to 10 weeks in *Mgmt*^−/−^, but not WT mice, despite similarly baseline p-p53 levels at this time point, demonstrating a persistent DDR that is consistent with sustained γH2AX, described above.

**Figure 3.**
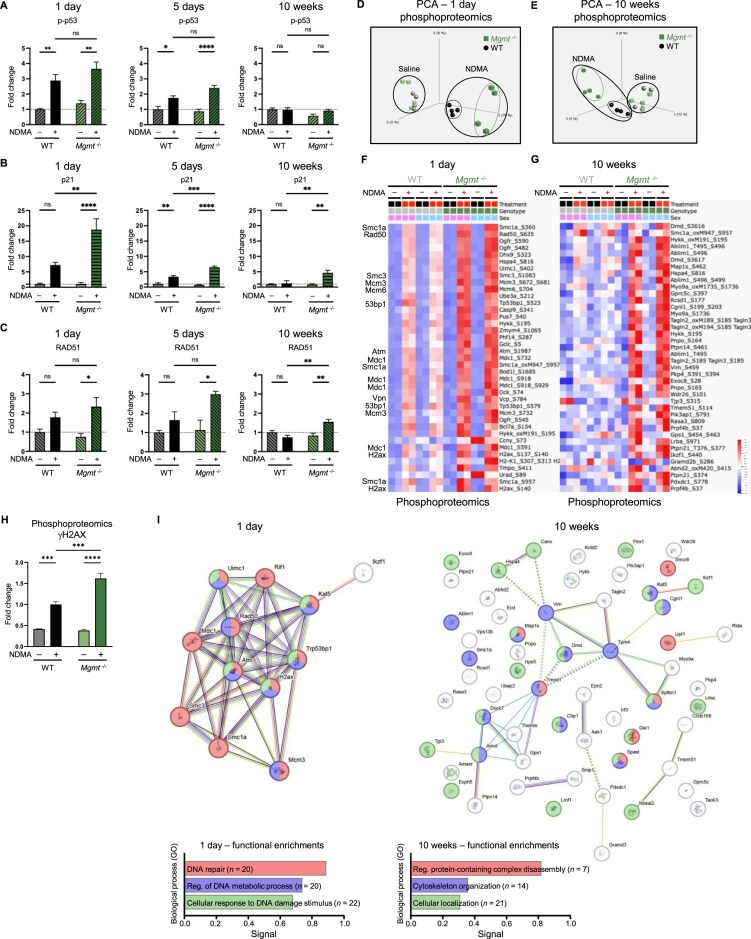
Immunoblotting and phosphoproteomics reveal an NDMA-induced DDR. (**A**) Whole-cell liver lysates collected at 1 day, 5 days, and 10 weeks post-exposure were analyzed by western blot for phosho-p53 (Ser15). Band intensities normalized to TPS and saline WT controls (set to 1.0 – dashed line). *n* = 4 per group (2 males, 2 females). (**B**) Liver lysates from identical timepoints were immunoblotted for p21, normalized as above. *n* = 4 per group (2 males, 2 females). (**C**) Liver lysates from identical timepoints were immunoblotted for RAD51, normalized as above. *n* = 4 per group (2 males, 2 females). (**D, E**) Principal Component Analysis (PCA) of phosphoproteomics at 1 day (D) and 10 weeks (E) post-exposure displayed distinct sample clustering by treatment group and genotype. *n* = 4 (2 males and 2 females). (**F, G**) Heatmaps show the most differentially expressed phosphorylated proteins at 1 day (F) and 10 weeks (G) post-exposure, identified by phosphoproteomics. DNA repair proteins are highlighted in bold (F). Protein selection based on multi-group ANOVA by treatment (*P* < 0.05), with standard deviation < 0.05; 354 total proteins (F), 214 total proteins (G). Sex: pink = female and light blue = male. (**H**) Phosphoproteomic quantification of gH2AX (combined S140 and S137 sites) at 1 day post-exposure. *n* ≥ 2 per group. (**I**) STRING database analysis of top-expressed phosphoproteins at 1 day and 10 weeks post-exposure. Functional enrichment at 1 day highlights DNA repair clusters; 10 weeks displays enrichment for non-DNA repair biological processes from GO. *n* indicates number of proteins in pathway. Statistical comparisons performed using two-way ANOVA with Šídák’s multiple comparisons test (A–C, H). Data are presented as mean ± s.e.m. Statistical significance: *P < 0.05, **P < 0.01, ***P < 0.001, ^****^P < 0.0001. ns, not significant.

Phosphoproteomics was performed via MS of immunoprecipitated phosphorylated peptides containing the DDR kinase motif (phosphoserine followed by glutamine (pSQ) or phosphothreonine followed by glutamine (pTQ)). Principal component analysis (PCA) demonstrates distinct separation between NDMA-treated and saline control samples at both 1 day and 10 weeks (Fig. 3D and E). Only WT and *Mgmt*^−/−^ NDMA-treated groups formed clearly separated clusters, indicating strong shifts in signaling following NDMA exposure. A vast array of proteins were phosphorylated in response to NDMA, almost all of which were more abundant in the *Mgmt*^−/−^ livers (Fig. 3F and G). Many of these proteins at 1 day post-exposure, including γH2AX (Fig. 3H) and other ATM substrates such as ATM itself (Fig. 3F and I), are known to be involved in DDR and form clusters in STRING interaction network analysis. Among hundreds of potential ATM targets, there was a strong enrichment for proteins related to HR and broken fork processing (including H2ax, Mdc1, Rad50, Smc1a, Uimc1, Smc3, Atm, Vcp, Nbn, and Bod1l) (Fig. 3F,I, and Supplementary Fig. S3A), indicating activation of machinery involved in resolving MMR-induced gaps and collapsed replication forks. These early activation events mediated by phosphorylation may serve as predictive biomarkers for disease or therapeutic responses, as shown previously with the Wee1 kinase inhibitor Adavosertib [47]. Although the DDR was robust shortly after exposure, by 10 weeks, the phosphoproteome shifted toward cytoskeletal and structural regulators (including Vim, Tpm4, Dmd), and microtubule/actin-associated proteins (such as Map1s, Tmod1, Sptbn1, and Spast), which contribute to the enriched GO terms for cytoskeleton organization, regulation of protein-containing complex disassembly, and cellular localization (Fig. 3G and I).

### NDMA induces persistent transcriptome dysregulation and an IFN response

To advance our understanding of NDMA-induced molecular processes, we studied the transcriptome. 

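Liver RNA was sequenced as 3′ digital gene expression libraries, which target the 3′ end of each transcript and whose primers carry unique molecular identifiers. The sample labels name 214 mice, and values were analysed for 213 of them, 117 WT and 96 Mgmt−/−. Mice had received saline or NDMA, at 3.5 and then 7 mg/kg, and livers were taken 1, 2 or 5 days, 10 weeks or 10 months after the second dose. In this order of times, 26, 8, 8, 8 and 13 WT mice had received NDMA and 21, 8, 7, 8 and 10 saline. Among Mgmt−/− mice, 12, 8, 8, 8 and 13 had received NDMA and 12, 7, 8, 8 and 12 saline.
The authors aligned the reads to GRCm38 with STAR, counted them per gene with ESAT and divided the counts of each library by its DESeq2 size factor, separately for each genotype. These normalized counts were analysed here within each genotype, and levels of the 2 genotypes are not on 1 scale. In 209 libraries the whole reads could be recovered from the values. Reads on genes ranged from 150038 to 7740710 per library, with a median of 1700411 in WT and 2306713.5 in Mgmt−/− livers. In WT livers, 4 NDMA libraries, 1 each at day 2, day 5, week 10 and month 10, had fewer than 300000 reads. At each time NDMA and saline were compared with limma on log2(normalized count + 1), with sex and library batch as terms, over genes with a mean of at least 5. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.58, the thresholds of the paper.
Mgmt, the gene deleted in the knockout, lies on chromosome 7 of GRCm38 from 136894614 to 137130266. Its normalized count ran from 13.0 to 130 over the 117 WT libraries (median 45.8) and from 0 to 9.67 over the 96 Mgmt−/− libraries (median 1.09). These ranges did not overlap, although the counts of the 2 genotypes are not on 1 scale. Xist and 4 genes of the Y chromosome matched the labelled sex in 211 libraries. The exceptions were 1 library labelled WT NDMA day 1 male, with Xist at 968 and a Y sum of 1.17, and 1 labelled WT NDMA day 1 female, with Xist at 0 and a Y sum of 143.
In 2 libraries labelled liver of Mgmt−/− saline mice at day 5, 1 female and 1 male, kidney transcripts were abundant and liver transcripts were low. The mean of Kap, Umod, Slc34a1, Slc12a1 and Fxyd2 was 4432 and 4983 normalized counts in them and at most 4.30 in the other 94 Mgmt−/− libraries. The mean of Alb, Apoa1, Ttr, Serpina1c and Fgb was 470 and 319, against at least 17200 in the others. Mgmt and the sex genes of both libraries matched their labels. All libraries were kept, and values for Mgmt−/− mice at day 5 are also given without these 2, a comparison chosen after the data had been seen.

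**Figure D1:**
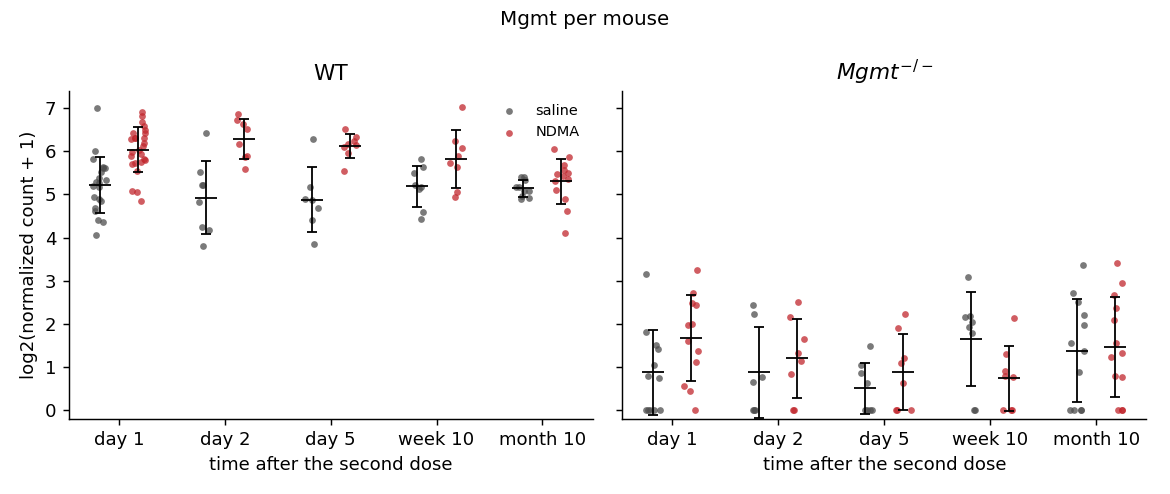
Mgmt as log2(normalized count + 1) in each mouse (points) by time after the second dose, for saline and NDMA, with WT and Mgmt−/− mice in separate panels; black marks are the mean ± SD. The WT libraries sit between 13.0 and 130 normalized counts and the Mgmt−/− libraries between 0 and 9.67.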

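Separation by treatment was measured as the share of the sum of squares within time points that treatment takes, over the 1000 genes with the most variable log2 values at days 1, 2 and 5. In the 55 Mgmt−/− mice treatment took 34.15% of it, with 36.0% at day 1, 60.3% at day 2 and 25.7% at day 5. Without the 2 day 5 saline libraries with kidney transcripts the share was 44.65% overall and 58.7% at day 5. In the 78 WT mice it was 14.33%, with 14.0%, 16.1% and 13.4% at the same times. Both shares had p = 1e-05, the smallest that 100000 two-sided permutations of treatment within time and batch can give. With the 5000 most variable genes the shares were 23.6% and 9.10%. Within the day 1 batch that held 8 mice per group, the day 1 share was 57.4% in Mgmt−/− and 36.8% in WT mice. The first principal component carried 39.3% of the variance in Mgmt−/− livers, but it set apart the 2 libraries with kidney transcripts, and treatment at day 1 lay on the second, which carried 25.5% (a difference of 6.15 SD between the group means, against 0.743 SD on the first). Without the 2 libraries the first component carried 38.4%, with a difference of 6.19 SD at day 1. In WT livers the first and second carried 17.2% and 13.6%, with differences of 0.868 and 2.38 SD at day 1.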

PCA of transcriptomic data revealed distinct clustering in NDMA-exposed *Mgmt^−/−^* mice across all early timepoints (Fig. 4A), while a similar, but more modest, treatment-dependent separation was observed in WT livers, particularly at 2 and 5 days post-exposure (Supplementary Fig. S4A). Throughout the first 10 weeks post-exposure, ∼1 000 genes remained consistently upregulated in *Mgmt*^−/−^ livers, while WT mice exhibited rapid resolution (Fig. 4B). 

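By limma, 911 genes were higher and 869 lower after NDMA in Mgmt−/− livers at day 1, 1170 and 710 at day 2, 699 and 306 at day 5, 704 and 376 at week 10, and 478 and 301 at month 10. Without the 2 libraries with kidney transcripts the day 5 numbers were 1037 and 624. In WT livers 452 genes were higher and 378 lower at day 1, 285 and 249 at day 2, and 192 and 120 at day 5. At week 10, 2 WT genes were higher and 0 lower, with 350 genes at an unadjusted p under 0.05. At month 10 the numbers were 0 and 0, with 757 at an unadjusted p under 0.05. In WT males alone, a split looked at after the data had been seen, 449 genes were higher and 359 lower at day 2, 678 and 455 at day 5, 8 and 3 at week 10 and 39 and 5 at month 10, and in WT females alone 0 and 0 at each of these times, with 954, 453, 213 and 151 genes at an unadjusted p under 0.05. The females of days 2 and 5 were 4 against 4 mice at each time, among them saline replicates D215004 and D215012, the highest of their groups in Cdkn1a (212 and 109), and NDMA replicates D215006 and D215014, with 150038 and 202626 reads. Without these 2 NDMA libraries, left out for their reads after the data had been seen, 0 genes were higher and 0 lower in females at both times, with 1461 and 647 at an unadjusted p under 0.05. At days 2 and 5 and at week 10 each batch of WT mice held 1 sex, so sex and batch cannot be told apart there, and 0 genes had a sex by treatment term at any of the 4 times (472, 488, 387 and 544 at an unadjusted p under 0.05). Leaving out 1 WT mouse moved the 312 calls of day 5 between 116 (without saline replicate D202009) and 794 (without NDMA replicate D215014), and the 534 calls of day 2 between 369 and 871 (without NDMA replicate D215006). Between 8048 and 10066 genes were tested in each comparison. The split into higher and lower genes depended on the setting. With every library scaled to the same total, 76.2% of the calls in Mgmt−/− mice were higher at day 1 in place of 51.2%, 80.4% in place of 62.2% at day 2, and 86.8% in place of 65.2% at week 10. Under that scaling the median of all genes was 0.20, 0.19, −0.12 and 0.24 on the log2 scale in Mgmt−/− mice at day 1, day 2, day 5 and week 10, in place of 0.016, 0.031, −0.014 and 0.040, and −0.11 in place of −0.060 in WT mice at month 10. When the 50 most abundant genes were left out of the total, the median at week 10 was 0.14 and 77.0% of the calls were higher. At day 5 the share of higher genes was 56.5% by edgeR in place of 69.6%, and at month 10 it was 77.5% with DESeq2 and 47.5% among genes with a mean of at least 20, in place of 61.4%. In Mgmt−/− livers 261 genes were higher at both day 1 and week 10, and 148 at every time from day 1 to week 10 (195 without the 2 libraries). In WT livers 60 genes were higher at all of days 1, 2 and 5. Genes higher in both genotypes numbered 361, 184, 106, 0 and 0 at the 5 times, of 9013, 8397, 8421, 8004 and 9220 tested in both.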

Longitudinal analysis identified 189 shared genes with sustained elevated expression and 55 genes with persistent downregulation in *Mgmt*^−/−^ mice from 1 day all the way to 10 months post-exposure (Fig. 4C). 

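Among genes called in the same direction at day 1, week 10 and month 10 in Mgmt−/− mice, 162 were higher and 63 lower. Of the paper's 189 and 55 genes, 133 and 42 were called at all 3 times, and 150 and 52 were tested and had the same sign at all 3. A gene below the filter on low values at any of these times was not counted among the 150 and 52. The remaining genes therefore need not have changed direction. The number of higher genes ran from 91 among genes with a mean of at least 20 to 213 with every library scaled to the same total, and that of lower genes from 30 under the same scaling to 104 without a fold change threshold. Of the 162, 19 were on the IFN list. At all 5 times 95 genes were higher and 8 lower (129 and 37 without the 2 day 5 libraries with kidney transcripts). The largest mean changes among the 95 were those of Ubd (chromosome 17, 37193892 to 37196095), Gsta1 (chromosome 9, 78230656 to 78242684) and Ly6d (chromosome 15, 74762056 to 74763620), with mean log2 fold changes of 5.46, 4.86 and 4.80. The largest decreases among the 8 were those of Oat (chromosome 7, 132557478 to 132576398) at −1.73, Ecm1 (chromosome 3, 95734147 to 95739569) at −1.61 and Insig1 (chromosome 5, 28071363 to 28078662) at −1.54.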

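In WT livers, 0 genes were called in the same direction at day 1, week 10 and month 10, and this count was 0 under each of the 14 other settings tried. The calls at day 1 (830 genes) were far more numerous than at week 10 (2) or month 10 (0). The difference between genotypes in the response to NDMA was tested by an interaction term in edgeR on whole reads of both genotypes, with sex and, where it could be fitted, batch as terms. It was called for 509 genes at week 10 and 137 at month 10, at a Benjamini-Hochberg adjusted p under 0.05. At week 10 no batch held both genotypes, so genotype and batch cannot be told apart there; at month 10 they shared 1 batch.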

In stark contrast, for the WT mice, no genes were identified as being persistently upregulated.

**Figure 4.**
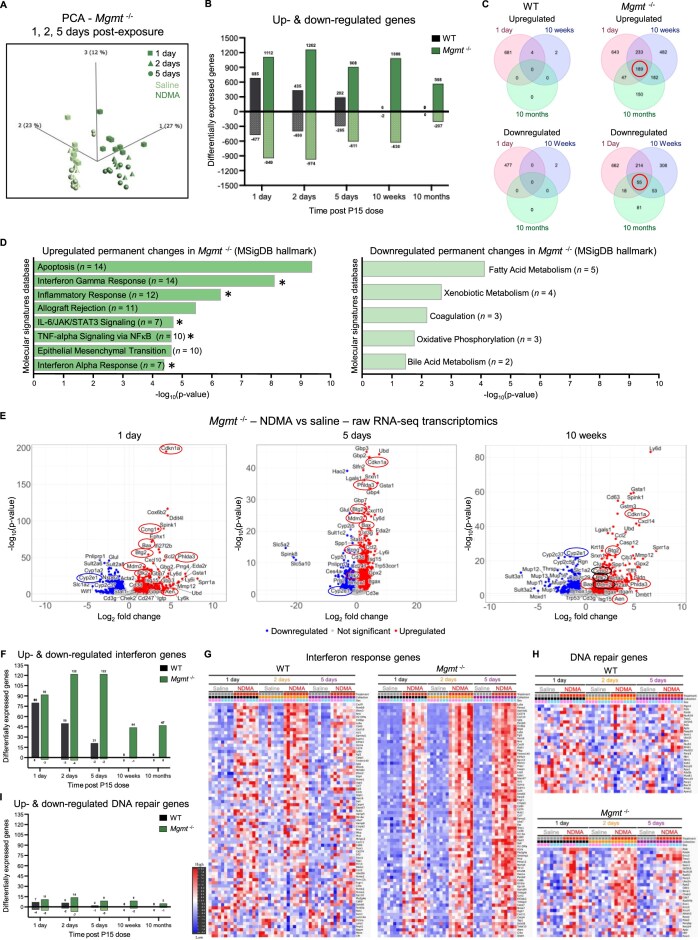
NDMA induces persistent transcriptome dysregulation and an IFN response. (**A**) PCA of *Mgmt*^−/−^ liver samples collected at days 1, 2, and 5 post-saline or NDMA exposure shows clear clustering separation by treatment group. RNA was extracted from liver tissue and analyzed by RNA-seq; *n* ≥ 7 per group (males and females combined). (**B**) Bar graphs depict the number of differentially expressed RNA transcripts (up- and downregulated) in WT and *Mgmt*^−/−^ liver following NDMA exposure across indicated timepoints. (**C**) Venn diagrams compare overlap of significantly up- and downregulated genes across genotypes and timepoints. (**D**) Pathway enrichment analysis of persistently up- and downregulated genes (intersected across all timepoints from panel C red circles) in *Mgmt*^−/−^ samples using Enrichr for MSigDB Hallmark gene sets. The top eight significant pathways are displayed, ranked by Fisher exact test *P*-value. Pathways involved in IFN response are marked with an asterisk (*). *n* indicates number of genes in pathway. (**E**) Volcano plots display the most DEGs in *Mgmt*^−/−^ livers comparing NDMA versus saline treatment at 1 day, 5 days, and 10 weeks. Plots show –log_10_  *P*-value versus log_2_ fold change. Genes from the GSEA Hallmark p53 pathway are circled in red or black; Cyp2e1 downregulation is circled in blue. Bar graphs quantify the number of up- and downregulated genes within the pre-curated IFN (**F**) and DNA repair (**I**) gene lists, comparing NDMA effects between WT and *Mgmt*^−/−^ across the time course. Heatmaps show expression profiles for curated IFN response genes (**G**) and DNA repair genes (**H**) in response to NDMA treatment in WT and *Mgmt*^−/−^ livers at days 1, 2, and 5 post-exposure. Pink = female and light blue = male. Color scale reflects relative gene expression intensity. Statistical analysis: All comparisons use thresholds of adjusted *P*-value < .05 and absolute log_2_ fold change > 0.58 (B–I).

To further explore the systems-level responses to NDMA, we performed Enrichr analysis of the GO biological processes and MSigDB pathways. 

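In WT livers at day 1, 116 Reactome sets were higher and 19 lower by camera with its preset correlation, at a Benjamini-Hochberg adjusted p under 0.05 over 755 sets; 105 and 19 of these held under fry. Antigen processing and cross presentation ranked at the top with a median log2 fold change of 0.29 over 74 genes (adjusted p = 7.3e-08), and interferon gamma signaling ranked 17 among the higher sets with 0.31 (5.0e-07). At day 2, 56 WT sets were higher and 40 lower, of which 24 and 25 held under fry. Respiratory electron transport was at the top there with 0.37 (2.9e-11), and interferon gamma signaling ranked 27 with 0.21 (0.00916), which did not hold under fry (p = 0.188). In Mgmt−/− livers 135 sets were higher and 41 lower at day 1 (135 and 40 under fry), and 116 and 29 at day 2 (116 and 27). At day 1 the ER-phagosome pathway had 0.45 and interferon gamma signaling ranked 30 with 0.37 (9.8e-05). At day 2 interferon gamma signaling ranked 1 with 0.95 (9.8e-11) and interferon signaling ranked 2 with 0.55.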

Strikingly, for both WT and *Mgmt*^−/−^ mice, on days 1 and 2 post-exposure, most activated pathways were related to inflammation and the IFN response (Supplementary Fig. S4B and C). Furthermore, *Mgmt^−/−^* mice exhibited permanent activation of IFN signaling, IL-6/JAK/STAT3 signaling, TNFα signaling via NF-κB, and apoptosis from 1 day up to 10 months post-exposure (Fig. 4D). 

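Reactome sets higher at all 5 times in Mgmt−/− livers were interferon gamma signaling, interferon signaling, chemokine receptors bind chemokines, and immunoregulatory interactions between a lymphoid and a non-lymphoid cell, and branched-chain amino acid catabolism was lower at all 5. Without the 2 libraries with kidney transcripts, muscle contraction was also higher at all 5 times, and 9 sets were lower at all 5, among them bile acid and bile salt metabolism, phase 1 functionalization of compounds, and fatty acid, triacylglycerol, and ketone body metabolism. The median log2 fold change of interferon gamma signaling was 0.37, 0.95, 1.00, 0.38 and 0.34 in the order of time, and 0.90 at day 5 without the 2 libraries. In WT livers it was 0.31, 0.21, 0.33, −0.03 and −0.03, of which only day 1 was called by both camera and fry. The apoptosis set had adjusted p-values of 9.9e-05, 0.00329 and 0.00286 at days 1, 2 and 5 in Mgmt−/− livers, 0.00503 at day 5 without the 2 libraries, and 0.402 and 0.38 at week 10 and month 10 by camera; by fry the adjusted p at the last 2 times was 0.00143 and 0.0161, with medians of 0.13 and 0.08. Sets numbered 141 higher and 20 lower at day 5 (135 and 11 under fry; 113 and 20 without the 2 libraries), 42 and 36 at week 10 (42 and 29), and 31 and 26 at month 10 (27 and 24). In WT livers, 34 and 37 sets at day 5, 1 and 0 at week 10, and 97 and 13 at month 10 were called by camera, and of these 1 and 0, 0 and 0, and 0 and 0 held under fry.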

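In Mgmt−/− livers the set of biological oxidations was lower at day 1, with a median log2 fold change of −0.32 over 134 genes (camera, adjusted p = 5.9e-05), and at day 2 with −0.26. Its cytochrome P450 subset was at −0.42 and −0.38 at these times and at −0.46 at week 10 (adjusted p = 2.1e-04), when bile acid metabolism was at −0.56 (1.5e-09). At month 10 fatty acid metabolism was at −0.29. At day 5 the cytochrome P450 set was at 0.78 (adjusted p = 0.0769), and at −0.29 (0.00403) without the 2 saline libraries with kidney transcripts.
Cyp2e1 (chromosome 7, 140763739 to 140774987) fell in Mgmt−/− livers at day 1 from 4375 ± 1645 normalized counts (SD, n = 12) to 403 ± 397 (n = 12), a log2 fold change of −3.76 (limma, adjusted p = 4.7e-08). At day 2 the change was −3.13, at week 10 −1.74 (adjusted p = 1.8e-05) and at month 10 −0.86 (0.00208), where 3888 ± 745 (n = 12) fell to 2272 ± 866 (n = 13). At day 5 it was −0.64 (standard error 1.16, adjusted p = 0.775) over all libraries. Without the 2 saline libraries with kidney transcripts, whose Cyp2e1 was 71.8 and 61.5, it was −2.31 (standard error 0.397, adjusted p = 0.0011), with all 8 NDMA mice below each of the 6 saline mice. In WT livers the change was −2.28 at day 1 (adjusted p = 1.2e-05), −2.07 at day 2 (0.000403) and −1.42 at day 5 (0.00897), and 0.25 at week 10 (0.91) and −0.06 at month 10 (0.899).

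**Figure D2:**
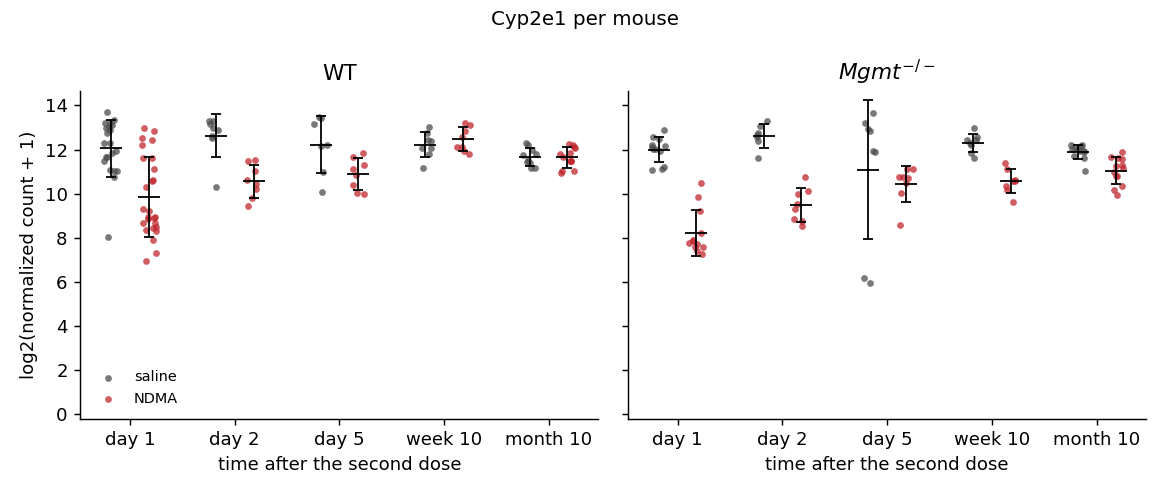
Cyp2e1 as log2(normalized count + 1) in each mouse (points) by time after the second dose, for saline and NDMA, with WT and Mgmt−/− mice in separate panels; black marks are the mean ± SD. The 2 lowest Mgmt−/− saline points at day 5, at 71.8 and 61.5 normalized counts, are the libraries with kidney transcripts.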

Concurrently, metabolic pathways were suppressed (Fig. 4D), including downregulation of *Cyp2E1* (Fig. 4E and Supplementary Fig. S4D), which was further validated at the protein level (Supplementary Fig. S4E) and is consistent with chronic liver injury [48, 49]. Analysis of the total IFN-related genes (Fig. 4F and Supplementary Table S1) and non-hierarchical clustering (Fig. 4G) further demonstrate a strong IFN response that never returned to normal in *Mgmt^−/−^* mice (Supplementary Fig. S4F). Both non-hierarchical clustering of gene expression data (Fig. 4H) and volcano plots (Fig. 4E and Supplementary Fig. S4D) reveal a DDR induction, wherein *Mgmt*^−/−^ were more susceptible. 

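Of the IFN list genes tested, 77 of 233 were higher after NDMA in Mgmt−/− livers at day 1, 120 of 228 at day 2, 102 of 226 at day 5, 40 of 216 at week 10 and 42 of 214 at month 10. Adjusted over the list alone the numbers were 84, 125, 114, 49 and 48. Without the 2 day 5 libraries with kidney transcripts 109 were higher (115 adjusted over the list alone). Lower genes numbered 3, 3, 2, 1 and 1. Among genes with a mean of at least 20 the count was 53 at day 1, 81 at day 2 and 25 at week 10, and with every library scaled to the same total it was 135 at day 2 and 58 at week 10, and higher at day 1 as well.
The mean of log2(normalized count + 1) over the list was 4.64 ± 0.23 (SD, n = 12) after NDMA and 4.09 ± 0.22 (n = 12) after saline at day 1, a difference of 0.55 (two-sided permutation test, p = 4e-05). Within the day 1 batches the difference was 0.71 (8 against 8 mice, exact permutation p = 0.000155) and 0.23 (4 against 4, exact p = 0.229). It was 0.91 at day 2 (4.85 ± 0.18, n = 8, against 3.94 ± 0.06, n = 7) with an exact permutation p of 0.000155, the smallest these groups allow. At day 5 it was 1.03 (exact permutation p = 0.000155), and 0.89 (exact p = 0.000333) without the 2 libraries. At week 10 it was 0.51, all 8 NDMA mice being above all saline mice (exact permutation p = 0.000155, the smallest that 8 against 8 mice allow). At month 10 it was 0.38 (4.36 ± 0.18, n = 13, against 3.98 ± 0.20, n = 12; permutation p = 4e-05), with 13 NDMA mice above the saline median and 6 above the highest saline mouse. From its own numbers of IFN-related genes and its clustering, the paper concludes that the IFN response did not return to normal in Mgmt−/− mice.

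**Figure D3:**
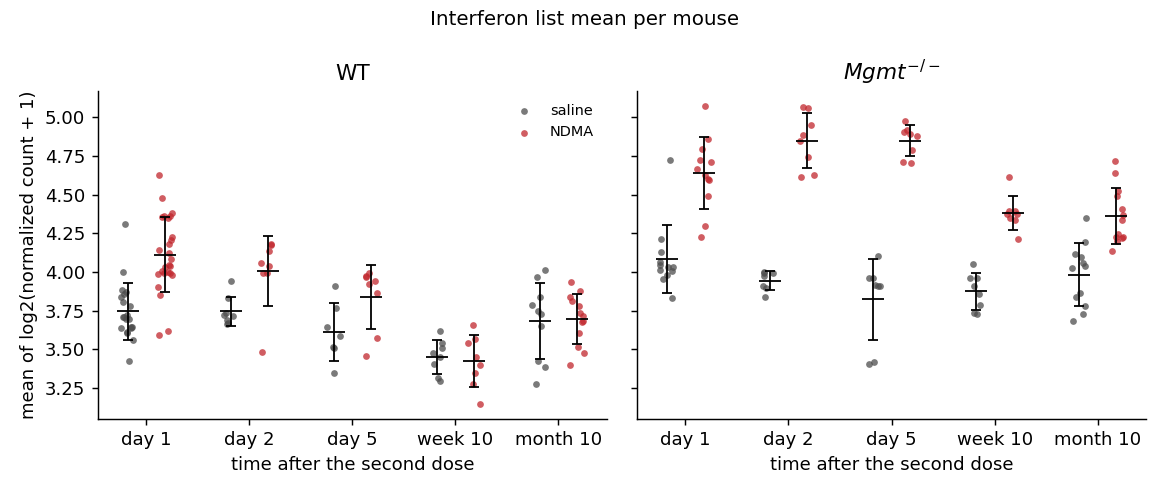
Mean over the IFN list of log2(normalized count + 1) in each mouse (points) by time after the second dose, for saline and NDMA, with WT and Mgmt−/− mice in separate panels; black marks are the mean ± SD. At week 10 all 8 Mgmt−/− NDMA mice lie above all saline mice.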

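The p53 pathway genes circled in Fig. 4E and Supplementary Fig. S4D (Cdkn1a, Ccng1, Btg2, Bax, Mdm2, Phlda3, Aen and Plk2) were read as a list. In Mgmt−/− livers their median log2 fold change was 2.54 at day 1, with 8 of 8 tested genes called higher by limma. It was 3.49 at day 2 (7 of 7), 2.57 at day 5 (7 of 7; 2.71 without the 2 libraries with kidney transcripts), 1.59 at week 10 (5 of 7) and 0.38 at month 10 (2 of 6). In WT livers it was 1.74, 1.74, 1.57, 0.12 and 0.11. The authors circled these genes in plots of the same libraries, so the list is not independent of them. By edgeR the response differed between genotypes for Cdkn1a at week 10 (interaction 4.30, adjusted p = 0.00534) and was not called at day 1 (1.25, adjusted p = 0.286), day 2 (1.24, 0.245), day 5 (0.84, 0.666) or month 10 (0.63, 0.654). The WT mice of day 1 included 2 NDMA libraries with low Cdkn1a, whose sex genes went against their labels, and a saline library with high Cdkn1a.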

Unexpectedly, relatively few genes directly involved in DNA repair were upregulated (Fig. 4I and Supplementary Table S2). However, among those induced, many were functionally significant in response to *O*^6^MeG, including HR-related genes (*Brca1, Rad51*, and *Ercc5*) and, in addition, *Polk* (Fig. 4H), which suppresses *O*^6^MeG-induced toxicity through translesion synthesis [50]. 

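Of the DNA repair list, 13 genes were higher in Mgmt−/− livers at day 1, 19 at day 2, 8 at day 5, 6 at week 10 and 5 at month 10 (13, 15, 6, 3 and 4 adjusted over the list alone). At day 5 the number was also 8 without the 2 libraries with kidney transcripts (7 adjusted over the list alone). In WT livers 4, 6, 2, 0 and 0 were higher (4, 4, 2, 0 and 0 adjusted over the list alone), with 3 list genes at an unadjusted p under 0.05 at week 10 and 12 at month 10. With every library scaled to the same total the number in Mgmt−/− livers was 27 at day 1 and 14 at week 10. As a set the list was not called in any comparison by camera; by fry it was called at day 2 in Mgmt−/− livers (adjusted p = 0.00267, median log2 fold change 0.10).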

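In Mgmt−/− livers at day 1, Polk (chromosome 13, 96480690 to 96542579) rose from 6.70 ± 2.32 (SD, n = 12) to 37.3 ± 11.3 normalized counts (n = 12), a log2 fold change of 2.33 (limma, adjusted p = 6.5e-11). It was 2.47 at day 2 and 2.16 at day 5 (2.41 without the 2 libraries with kidney transcripts). Brca1 (chromosome 11, 101488764 to 101551955) rose from 7.27 ± 2.87 to 11.9 ± 3.43 at day 1, by 0.65 on the log2 scale (adjusted p = 0.0267), by 0.78 at day 2 (0.0288), and was not called at day 5 (0.44, adjusted p = 0.477; 0.30 and 0.619 without the 2 libraries). Ercc5 (chromosome 1, 44147744 to 44181260) rose by 0.87 (adjusted p = 0.00162), 1.05 (0.00329) and 1.29 (0.039) at days 1, 2 and 5, the last being 1.51 (0.00539) without the 2 libraries.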

WT mice exhibited similar but attenuated and more transient fluxes in gene expression (Fig. 4F–I and Supplementary Fig. S4D). 

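In WT livers 60 of 212 tested IFN list genes were higher at day 1, 32 of 210 at day 2, 18 of 201 at day 5 and 0 at week 10 and month 10 (61, 40, 25, 0 and 0 adjusted over the list alone). In WT males alone, a split looked at after the data had been seen, 45 were higher at day 2, 37 at day 5, 0 at week 10 and 6 at month 10 (76, 72, 15 and 55 at an unadjusted p under 0.05), and in females alone 0 at each of these times (37, 23, 5 and 4). The saline females of days 2 and 5 included replicates D215004 and D215012, the highest of their groups in Cdkn1a. The count of 0 at these times therefore does not show that females did not respond. The change of Polk was 1.54 at day 1 (limma, adjusted p = 6.7e-07) and 1.88 at day 2 (0.00234). Ercc5 changed by 0.53 at day 1 (adjusted p = 0.034), below the threshold on fold change. Brca1 was not called at day 1 (0.06, adjusted p = 0.847). A difference between genotypes in the response was called by edgeR for 1 gene at day 1, 377 at day 2 and 82 at day 5 (218 without the 2 libraries with kidney transcripts). IFN list genes with the larger response in Mgmt−/− mice numbered 0, 24 and 19 of these (28 at day 5 without the 2 libraries). At days 2 and 5 no batch held both genotypes, so genotype and batch cannot be told apart. At day 1 the WT mice included the 2 libraries whose sex genes went against their labels and a saline library with high Cdkn1a. The genotype term was not tested without them, so the low count at day 1 does not show that the genotypes responded alike.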

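In WT livers at day 1, Gbp3 (chromosome 3, 142560026 to 142573209) rose from 20.5 ± 19.2 (SD, n = 21) to 64.6 ± 44.4 normalized counts (n = 26), a log2 fold change of 1.73 (standard error 0.319, limma, adjusted p = 6.0e-05), and 23 of 26 NDMA mice were above the saline median. It ranked 222 among the higher genes. Mgmt rose from 40.7 ± 23.6 to 69.0 ± 23.6, by 0.85 on the log2 scale (standard error 0.152, adjusted p = 2.2e-05), and ranked 179. At day 2 the changes were 1.80 for Gbp3 (adjusted p = 0.0076) and 1.36 for Mgmt (0.00969). At day 5 Gbp3 was not called (0.49, adjusted p = 0.533) and Mgmt was (1.25, 0.0145). At week 10 and month 10 Mgmt was not called, with 0.64 (adjusted p = 0.91) and 0.12 (0.856).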

Importantly, both *Gbp3* and *Mgmt* were highly upregulated in WT mice (Supplementary Fig. S4D; 1 day). *Gbp3* is stimulated by the IFN response and interacts with STING to enhance expression of *Mgmt* [51, 52], likely contributing to the relative resistance of WT mice to disease phenotypes.

NDMA-induced genotoxicity biomarkers were considerably overexpressed, with *Cdkn1a* (*p21*) emerging as one of the most significantly upregulated genes across all timepoints in *Mgmt*^−/−^ mice (Fig. 4E). 

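Cdkn1a (chromosome 17, 29090976 to 29100727) rose in Mgmt−/− livers at day 1 from 26.7 ± 10.6 (SD, n = 12) to 557 ± 81.5 normalized counts (n = 12), a log2 fold change of 4.42 (standard error 0.15, limma, adjusted p = 3.7e-23). The change was 3.93 at day 2 and 4.34 at day 5. It was 4.95 at week 10 (194 ± 98.7 against 5.32 ± 2.82, n = 8 each; limma, adjusted p = 1.8e-10) and 2.13 at month 10 (42.1 ± 26.6, n = 13, against 9.21 ± 6.14, n = 12; adjusted p = 2.2e-05). Among the higher genes, ordered by p, it ranked 1, 2, 2, 5 and 26 at the 5 times. Without the 2 day 5 libraries with kidney transcripts its change at day 5 was 4.13 and its rank 42. In WT livers the change was 3.28 at day 1 (adjusted p = 1.1e-09), 3.35 at day 2 (0.00199) and 3.98 at day 5 (0.00346), and was not called at week 10 (1.36, adjusted p = 0.91) or month 10 (1.60, 0.444).

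**Figure D4:**
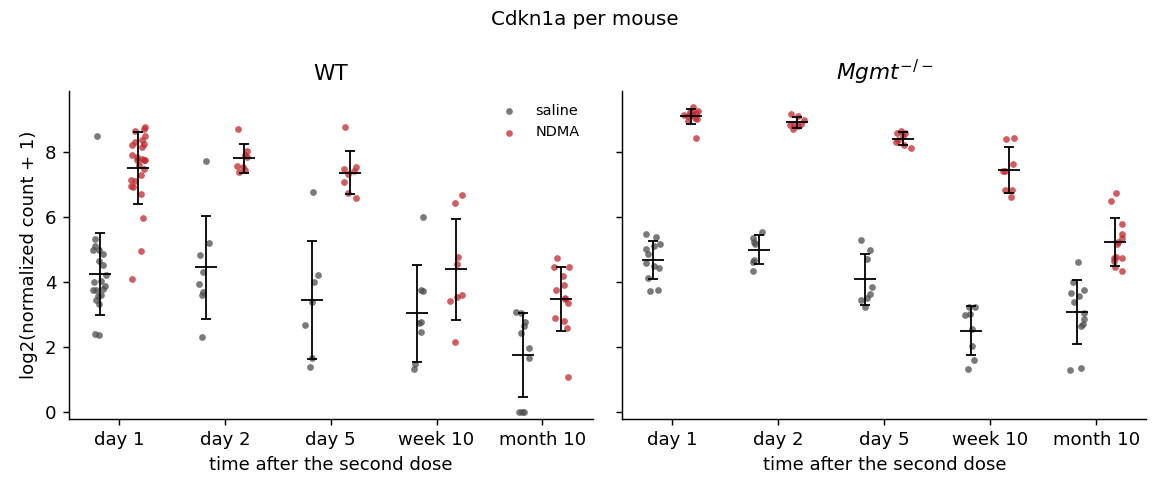
Cdkn1a as log2(normalized count + 1) in each mouse (points) by time after the second dose, for saline and NDMA, with WT and Mgmt−/− mice in separate panels; black marks are the mean ± SD. In Mgmt−/− mice the log2 fold change is 4.95 at week 10 and 2.13 at month 10.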

Volcano plots and GSEA uncovered significant enrichment of the hallmark p53 pathway (Supplementary Fig. S4G) [53]. High levels of p21 are thus likely the result of both p53 and IFN pathway activation [54–56]. Taken together, sustained *Cdkn1a* expression and IFN signaling are signatures of the *Mgmt^−/−^* response to NDMA, consistent with a pro-tumorigenic microenvironment observed in this model (Fig. 1F and G).

### Upstream regulators of the IFN response are persistently activated in *Mgmt*^−/−^ mice

Analysis using the TRRUST database via Enrichr revealed significant enrichment of specific transcription factors. Notably, IFN-responsive factors showed the strongest signal, with orders-of-magnitude higher enrichment in *Mgmt^−/−^* mice (Fig. 5A). QIAGEN IPA of upstream regulators confirmed a persistent activated IFN response in *Mgmt*^−/−^ mice through 10 months post-exposure (Fig. 5B). Specifically, IPA indicated robust induction of both Type I IFN response (IFNα, IFNβ, IFNAR1, IFNAR2, ISGF3, STAT1, STAT2, and IRF9) and Type II IFN response (IFNγ, IFNGR1, JAK1, JAK2, and STAT1 dimer), alongside inhibition of key negative IFN regulators (TREX1, STAT6, IL10RA, USP18, ADAR, SOCS1, and PNPT1) (Fig. 5B) [57, 58]. In contrast, WT mice exhibited a reduced and more transient IFN response that was entirely absent beyond 5 days post-exposure with no significant genes recorded at 10 weeks or 10 months (Fig. 5C). 

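For the regulators named, the transcripts themselves were read. In Mgmt−/− livers Irf9, a regulator of the Type I response, was called higher by limma at days 1, 2 and 5 and at month 10. Of 3 Type II genes tested, Ifngr1 was higher at week 10 and none at the other times. Among the negative regulators Usp18 was higher at all 5 times, with log2 fold changes of 1.22, 1.37, 2.28, 1.37 and 1.16 (1.51 at day 5 without the 2 libraries with kidney transcripts). Trex1 was higher at day 2, day 5 and month 10, Il10ra at days 1, 2 and 5, and Adar at day 2. None of the negative regulators was lower. The calls at day 5 were the same without the 2 libraries. A transcript level is not a measure of a regulator's activity, which the paper inferred from its targets.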

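In WT livers the mean over the IFN list was 4.11 ± 0.24 (SD, n = 26) after NDMA and 3.75 ± 0.18 (n = 21) after saline at day 1, a difference of 0.37 (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give). Within the 3 batches of day 1 it was 0.52 (8 against 8 mice, exact permutation p = 0.000155), 0.43 (12 against 9, exact p = 0.000293) and 0.0093 (6 against 4, exact p = 0.948). The last batch held the 2 libraries whose sex genes went against their labels, and without them its difference was 0.15 (4 against 4, exact permutation p = 0.371). These 4 saline mice still included a library with high Cdkn1a. At day 2 the difference was 0.26 (4.01 ± 0.23 against 3.75 ± 0.10, n = 8 each, exact permutation p = 0.0107), and within its 2 batches 0.32 (exact p = 0.0286) and 0.21 (exact p = 0.257). At day 5 it was 0.23 (3.84 ± 0.21, n = 8, against 3.61 ± 0.18, n = 7, exact permutation p = 0.0474, 0.0592 after Benjamini-Hochberg adjustment over 10 comparisons), and within batches 0.36 (exact p = 0.0857) and 0.12 (exact p = 0.457). At week 10 it was −0.03 (exact permutation p = 0.694). At month 10 it was 0.01 (permutation p = 0.87). Within the 3 batches of month 10 it was 0.32 (exact p = 0.0571), −0.19 (exact p = 0.171) and −0.02 (exact p = 0.893). In the first of these, of 4 against 3 mice, all 4 NDMA mice lay above all saline mice. At an unadjusted p under 0.05, 8 IFN list genes were found by limma at week 10 and 19 at month 10. Without the library under 300000 reads at each time, left out after the data had been seen, the difference was 0.34 at day 2 (exact permutation p = 0.000311), 0.28 at day 5 (exact p = 0.0111), 0.01 at week 10 (exact p = 0.859) and 0.04 at month 10 (p = 0.649).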

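Of the genes of these regulators, Brca1 and Chek2 were higher by limma in Mgmt−/− livers at days 1 and 2, of 6 tested. At day 5 Parp1 was lower, with and without the 2 saline libraries with kidney transcripts (−0.75 without them). None was called at week 10, of 5 tested, or at month 10, of 4 tested.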

IPA also identified activated DNA damage-related upstream regulators (TP53, ATM, BRCA1, PARP1, PARP2, and CHEK2) in *Mgmt*^−/−^ mice (Supplementary Fig. S5A), which diminished over time, unlike the dominant IFN signature.

**Figure 5.**
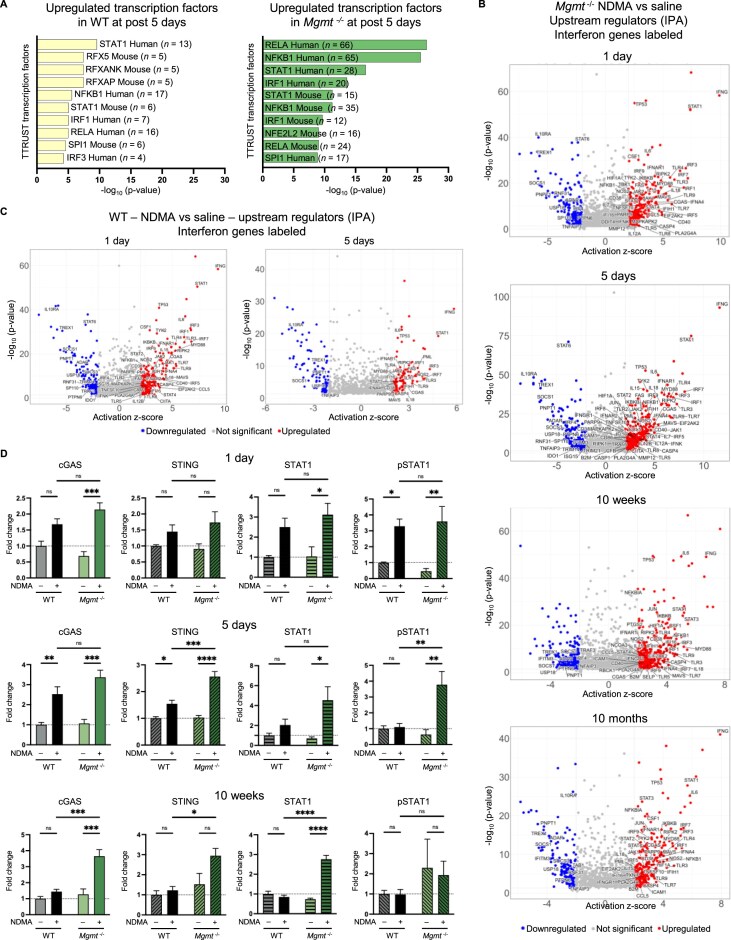
Upstream regulators of the IFN response are persistently activated in *Mgmt*^−/−^ mice. (**A**) Upregulated genes from WT and *Mgmt*^−/-^ livers (5 days post-NDMA treatment) were analyzed for transcriptional regulatory network enrichment using the TRRUST database via Enrichr. Bar graphs display the top 10 enriched transcription factors as ranked by *P*-value. *n* indicates number of genes in pathway. (**B**) IPA of RNA-sequencing data from *Mgmt*^−/-^ mice identified activated (>2.0 *z*-score) and inhibited (<2.0 *z*-score) upstream regulators throughout their lifetime with IFN genes labeled in each plot. (**C**) IPA of RNA-sequencing data for WT mice identified activated and inhibited upstream regulators only at 1 day and 5 days post-exposure. No genes met cutoff thresholds [same as panel (B)] for 10-week or 10-month data. Genes involved in IFN response are labeled. (**D**) IFN pathway protein levels (cGAS, STING, STAT1, and pSTAT1) were quantified by western blot from whole-cell liver tissue at 1 day, 5 days, and 10 weeks post-NDMA exposure. Band intensities normalized to TPS and saline WT controls (set to 1.0 – dashed line). *n* = 4 per group (two males, two females). Statistical comparisons performed by two-way ANOVA with Šídák’s multiple comparisons test. Data are presented as mean ± s.e.m. Statistical significance: *P < .05, **P < .01, ***P < .001, ^****^P < .0001. ns, not significant. All transcriptomic analyses utilized filtering thresholds of *P*-adjusted value < .05 and absolute log_2_ fold change > 0.58.

IFN regulators, such as STAT1, induce transcription of IFN-stimulated genes, which includes cGAS, STING, as well as STAT1 itself, forming a self-reinforcing feedback loop [59]. 

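In Mgmt−/− livers Tmem173, which encodes STING (chromosome 18, 35733679 to 35740554), changed by 0.86 on the log2 scale at day 1 (limma, adjusted p = 0.0493), 1.41 at day 2, 1.36 at day 5 (1.09 without the 2 libraries with kidney transcripts) and 1.04 at week 10 (0.12), and was below the filter on low values at month 10. Cgas (chromosome 9, 78430526 to 78443237) was below the filter at every time in both genotypes, with group means between 0.567 and 2.74 normalized counts. Tmem173 changed by 0.62 at day 1 in WT livers (0.0309).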

Immunoblotting confirmed a persistent upregulation of cGAS, STING, STAT1, and pSTAT1 in *Mgmt*^−/−^ mice, with a transient increase in WT mice (Fig. 5D), mirroring transcriptional profiles. Phosphorylated IRF7, a master regulator of the Type I IFN response, was also significantly increased exclusively in *Mgmt*^−/−^ mice (Supplementary Fig. S5B). These results demonstrate that MGMT deficiency drives a robust and persistent IFN response characterized by concurrent activation of Type I and Type II IFN signaling pathways, a sustained enhancement of effector expression, and key phosphorylation events.

### NDMA induces recombination events indicative of persistent genomic instability

Previous studies have shown that *Mgmt*^−/−^ mice are highly susceptible to point mutations [14, 28, 60]. Here, we quantified another class of mutations, namely HR-driven sequence rearrangements. Specifically, using the RaDR-GFP mouse model, we monitored direct repeat recombination at the RaDR locus, which results in EGFP expression that is indicative of large-scale sequence rearrangement mutations (Fig. 6A and B) [26]. NDMA exposure strongly induced *de novo* recombination events, peaking 10 days post-exposure (Fig. 6C and Supplementary Fig. S6A). While HR frequency was initially comparable between genotypes, *Mgmt*^−/−^ mice exhibited significantly elevated mutations from 30 days onward (Fig. 6C). This divergence coincided with reduced liver lobe size in *Mgmt*^−/−^ mice (Fig. 6D and Supplementary Fig. S6B), reflecting enhanced pathophysiology (Fig. 1E and Supplementary Fig. S1C). We also observed NDMA-induced HR events in the pancreas of *Mgmt*^−/−^ mice (Supplementary Fig. S6C–E), suggesting another potentially affected organ and a subject for future exploration. Results thus demonstrate chronic genomic instability and toxicity as central outcomes of NDMA treatment in *Mgmt*^−/−^ mice.

**Figure 6.**
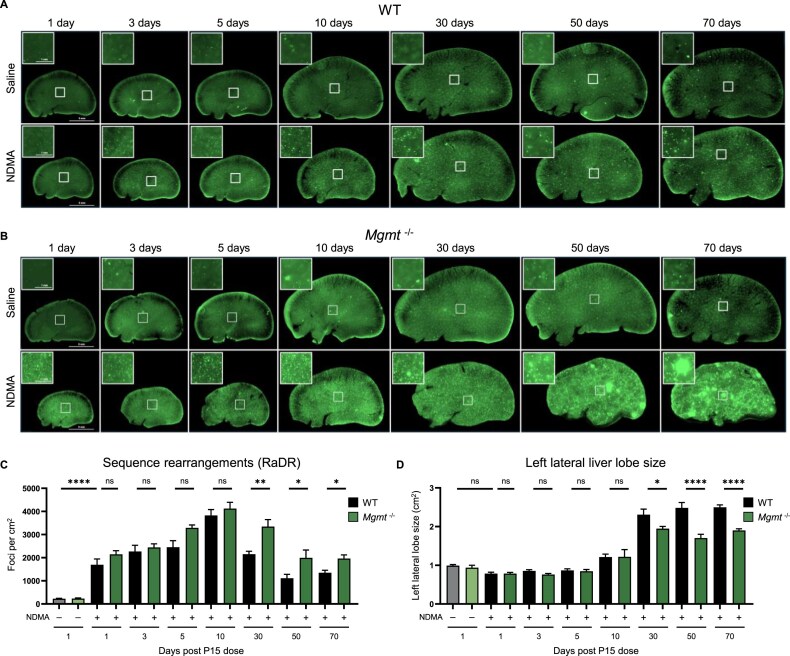
NDMA induces recombination events indicative of persistent genomic instability. (**A**) Representative whole-mount fluorescence images of left lateral liver lobes from WT RaDR-GFP mice at multiple timepoints post-NDMA or saline exposure. eGFP-positive foci indicate large-scale sequence rearrangement mutations. Insets show higher magnification (scale = 1 mm) of boxed regions (scale = 5 mm at 2×). Images are representative of male mice. (**B**) Representative whole-mount fluorescence images of left lateral liver lobes from *Mgmt*^−/−^ RaDR-GFP mice, showing extensive mutation burden and prominent clonal expansion of GFP-positive foci after NDMA treatment. Images are representative of male mice. (**C**) Quantitation of sequence rearrangement mutations (eGFP-positive RaDR foci per cm^2^) in WT (gray/black bars) and *Mgmt*^−/−^ (green bars) livers post-NDMA exposure over time. Foci quantified via machine learning-assisted image analysis. *n* ≥ 10 per group. (**D**) Measurements of total left lateral liver lobe area (cm^2^) in WT (gray/black bars) and *Mgmt*^−/−^ (green bars) mice at various timepoints following NDMA exposure. *n* ≥ 10 per group. Statistical comparisons performed using one-way ANOVA with Šídák’s multiple comparisons test (C, D). Data are presented as mean ± s.e.m. Statistical significance: *P < .05, **P < .01, ***P < .001, ^****^P < .0001. ns, not significant.

### NDMA induces clonal expansion in *Mgmt^−/−^* livers

An advantage to the RaDR-GFP model is that it is possible to track clonal expansion of recombined EGFP-positive cells. Small clonal outgrowths (>500 pixels) were present in NDMA-exposed *Mgmt^−/−^* mice starting at 30 days post-exposure, while almost none were observed in WT mice (Fig. 7A). By 10 weeks, many clones expanded substantially, with a significant proportion exceeding 2000 pixels (Figs 6B and 7B), indicating aggressive clonal expansion for a subpopulation of foci, which may reflect pre-neoplastic changes. These enlarged clones were more frequent in males (Supplementary Fig. S7A), which correlates with males’ increased susceptibility to tumor development, raising the possibility that clonal expansion is a driver of sex-specific vulnerability to tumorigenesis (Supplementary Fig. S1A).

**Figure 7.**
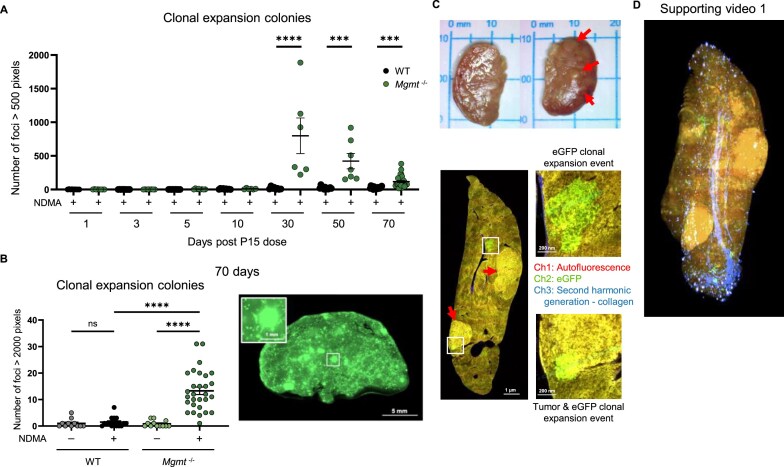
NDMA induces clonal expansion in *Mgmt*^−/−^ livers. (**A**) Quantitation of sequence rearrangement mutations that formed clonal expansion colonies in *Mgmt*^−/−^ (green dots) livers starting at 30 days post-NDMA exposure compared to WT (gray/black bars). A single clonal expansion event was defined as RaDR-GFP foci exceeding 500 pixels in area. *n* ≥ 6 per group. (**B**) At 70 days (10 weeks) post-NDMA exposure, *Mgmt*^−/−^ livers exhibit significantly larger clonal expansion colonies (RaDR-GFP foci > 2000 pixels) compared to WT. A representative eGFP image of a *Mgmt*^−/−^ male mouse liver at 10 weeks post-NDMA exposure highlights clonal expansion colonies. (**C**) 2-photon imaging of a ∼13-month post NDMA treated *Mgmt*^−/−^ female liver shows both eGFP clonal expansion and tumor expression from autofluorescence (yellow), with corresponding insets displaying high-resolution views. Representative gross liver images highlight visible tumors (red arrows). (**D**) 3D reconstruction of sequential 2-photon images from panel (C) visualizes the spatial distribution of eGFP clonal expansion events (green) and tumors (yellow) within a *Mgmt*^−/−^ liver. The vascular network is displayed in blue. See Supporting Video 1. Statistical comparisons performed using Kruskal–Wallis and Dunn’s test (A, B). Data are presented as mean ± s.e.m. Statistical significance: *P < .05, **P < .01, ***P < .001, ^****^P < .0001. ns, not significant.

We next performed two-photon microscopy with serial sectioning and deconvolution to create 3D images for an entire left liver lobe from a female *Mgmt^−/−^* mouse 1 year post-exposure [44]. This revealed numerous fluorescent RaDR-GFP clonal expansion events (Fig. 7C and D; Supplementary Video S1;  Supplementary Fig. S7B and C; and Supplementary Video S2). The fact that green fluorescent cells were adjacent to one another verifies that foci are due to clonal expansion, rather than clustering of smaller foci (Fig. 7D and Supplementary Video S1). With this method, tumors visible on the surface of the liver were detectable as yellow autofluorescence (Fig. 7C and D). An overlap between tumor tissue (yellow) and clonal expansion events (green) indicates clonal expansion within the tumor. Second harmonic generation (blue) visualized vascular networks, revealing spatial relationships among vessels, clones, and tumors. This integrated imaging approach provides unprecedented resolution for mapping clonal dynamics and tumor evolution in intact organs, establishing a transformative platform for studying cancer initiation.

### Spatial transcriptomics of clonal outgrowths and tumors

The RaDR-GFP system provides a unique opportunity to analyze gene expression within clonally expanded fluorescent cell populations. Using 10× Genomics Visium spatial transcriptomics analysis at 10 weeks post-exposure, we found uniform gene expression across liver parenchyma in saline-treated *Mgmt*^−/−^ males (Fig. 8A). Examination of EGFP-positive clonally expanded cells in an NDMA-treated liver revealed significant upregulation of Myc targets, IFN responses, apoptosis, and p53 pathway genes, indicating activation of multiple stress-response mechanisms suggestive of pre-tumor transformation. Histology uncovered chronic portal hepatitis with biliary hyperplasia, consistent with early pathological changes in this pre-tumor stage (Fig. 8A; top right). Additionally, we observed a tumor in a 10-month-old *Mgmt*^−/−^ mouse that exhibited a clearly demarcated boundary when analyzed by H&E staining, spatial transcriptomics, and fluorescence, for which histopathology identified as a hepatocellular adenoma with a few dilated biliary ducts (Fig. 8B). This tumor was composed of several enriched pathways that were similar to the 10-week clone (e.g. Myc targets and apoptosis). However, there was also focal upregulation of mTORC1, KRAS, complement, and cholesterol homeostasis signatures, which are known to be crucial for tumor maintenance and progression. Although the RaDR-GFP reporter was not detected within this particular tumor (consistent with a low recombination frequency at the RaDR locus [26]), its stochastic activation nevertheless enabled the identification and molecular analysis of a clonal expansion event, providing a powerful tool for capturing early changes in gene expression that may precede tumorigenesis.

**Figure 8.**
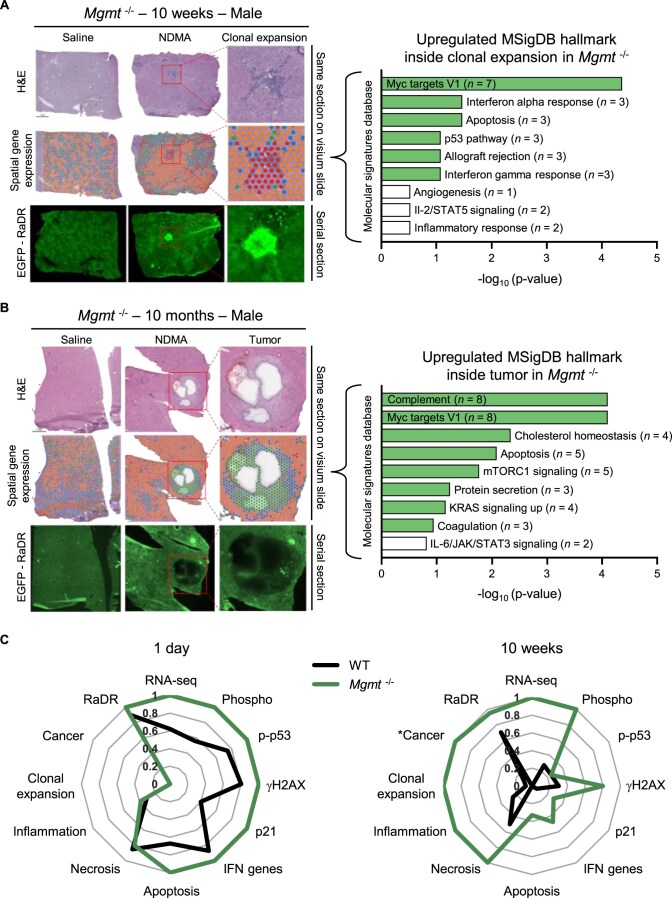
Spatial transcriptomics of clonal outgrowths and tumors. (**A**) Spatial transcriptomic profiling was performed on male *Mgmt*^−/−^ liver samples 10 weeks post-treatment using 10× Genomics Visium technology. Representative male *Mgmt*^−/−^ liver samples 10 weeks post-treatment were analyzed. For each sample, the same liver section was used for H&E staining (row 1) and spatial transcriptomics mapping (row 2), while an adjacent serial section was imaged for eGFP fluorescence (row 3). In saline-treated livers, transcriptomic clusters were uniform, but NDMA treatment revealed distinct clustering, accompanied by histological changes including portal hepatitis and biliary hyperplasia, which overlapped with an intensely GFP-positive colony. One featured clonal expansion (∼0.5 mm^2^) was analyzed for differentially expressed RNA transcripts; upregulated genes from this region were enriched for pathways in the MSigDB Hallmark collection, with the top nine pathways shown. White bars indicate not significant. *n* indicates number of genes in pathway. (**B**) Spatial transcriptomic profiling of male *Mgmt*^−/-^ livers 10 months post-treatment. Analysis used the same tissue section for H&E staining (row 1) and spatial transcriptomics (row 2); a serial section was imaged for eGFP (row 3). Saline controls continued to show uniform transcriptomic clustering, while NDMA treatment resulted in a hepatocellular adenoma with a few dilated bile ducts. DEGs from the tumor region were subjected to MSigDB Hallmark pathway enrichment, with the top nine pathways shown. (**C**) Radar plots summarize key endpoints from this study at 1 day and 10 weeks post-exposure (*cancer at 10 months). Medians or means from each data set were normalized to the highest-scoring group in that analysis method (e.g. NDMA-treated *Mgmt*^−/−^ mice had the highest tumor burden, so medians of all groups were normalized to the median *Mgmt*^−/−^).

### Data integration across endpoints

To synthesize the main findings, we integrated molecular, cellular, and pathological data from 1 day and 10 weeks following NDMA exposure by generating radar plots (Fig. 8C), with each parameter normalized to the highest-scoring group for each particular analysis method. Comprehensive analysis clearly shows that, soon after exposure, *Mgmt^−/−^* mice demonstrate heightened DNA damage signaling (phospho-p53, γH2AX), cell cycle arrest (p21), IFN expression, and apoptosis markers. By 10 weeks, these acute molecular responses diminished, while tissue-level pathologies such as necrosis, inflammation, clonal expansion, and early neoplasia (cancer at 10 months) became more pronounced, reflecting a transition from molecular stress to macroscopic disease. One of the most intriguing findings was the early and persistent responses of transcriptomics, phosphoproteomics, and RaDR mutations in *Mgmt^−/−^* mice, suggesting that these measures may serve as predictive biomarkers. This integrated analysis links molecular changes occurring within days of exposure to tissue pathologies observed many weeks later, highlighting their potential to foreshadow subsequent cancer development.

## Discussion

In this study, we investigated how multi-omics responses unfolded following exposure to the carcinogenic compound NDMA early in life, illuminating the relationship between initial DNA damage and subsequent cancer development. By leveraging the *Mgmt*^−/−^ mouse model, we were able to focus specifically on the biological impacts of DNA damage. Within days, the livers of *Mgmt*^−/−^ mice underwent substantial rewiring, with phosphoproteomics showing a robust ATM-driven DDR linked to parallel transcriptional changes. Although ATR–CHK1 activation has been reported in MGMT-deficient tumor cells treated with temozolomide [61], our phosphoproteomic and transcriptomic analyses did not reveal a prominent ATR–CHK1 signature in NDMA-exposed *Mgmt*^−/-^ livers, so we focused on the ATM–p53–p21 and CHK2-mediated responses in this *in vivo* context. Over 2 months later, the repercussions of these rapid-onset molecular responses manifested as necrosis, inflammation, and other pathologies. Thus, acute exposure to an alkylating agent at a young age can lead to long-term tissue pathology and disease. Processing of *O*^6^MeG by MMR and its conversion into replication-associated DSBs require DNA synthesis, so these effects are expected to be most pronounced when NDMA exposure occurs during periods of high hepatocyte proliferation, such as early life, and substantially attenuated after exposure in fully adult animals [62].

Although unrepaired *O*^6^MeG primarily drives MMR-dependent apoptosis, in *Mgmt*^−/-^ livers, chronic DNA damage is associated with NDMA hepatotoxicity, and this tissue damage likely contributes indirectly to progressive necrosis and inflammation, rather than a direct *O*^6^MeG-driven necroptotic program. In this chronically inflamed context, inflammation-associated reactive oxygen and nitrogen species may further sustain DSBs, as they are known to promote long-lived DNA damage in liver disease [20, 63–65]. In our study, we detected persistent damage using γH2AX, which marks DSBs, including those arising from replication stress and fork collapse. Increased NDMA-induced proliferation in *Mgmt*^−/−^ livers may enhance replication fork encounters with unrepaired lesions, thereby exacerbating replication-associated DSBs and contributing to persistent DDR signaling [17, 66]. Consistent with this sustained DDR and inflammatory environment, pathway analysis revealed several upregulated processes, wherein the IFN response was the most significant and enduring. To our knowledge, this study is among the first to demonstrate a direct link between a methylating agent and the induction of a robust IFN response. The observation that DNA damage elicited a sustained IFN response, from 1 day to 10 months after exposure, highlights the potential for a burst of DNA damage to initiate a persistent immune response that promotes liver damage.

Comprehensive pathway analyses highlighted both Type I and Type II IFN responses as potential drivers of hepatocellular microenvironment reprogramming in response to NDMA. These responses were likely driven by cGAS-STING or other cytosolic DNA sensors [67–69]. The observation that over a 100 genes related to the IFN response were upregulated along with phosphorylation of IRF7 (a key mediator of the IFN response) demonstrated a mechanistic link between DNA methylation damage and innate immune activation [70]. IFN responses have been previously implicated in DNA damage responses [23, 71, 72], and our study demonstrated their robust and sustained activation *in vivo* in mice exposed transiently to DNA damage.

However, the IFN response to NDMA exposure can have opposing effects. Early on, there were DNA-protective mechanisms, such as induction of *p21* (mediating cell cycle arrest), *Isg15* (enhancing p53 activity [73]), and, in WT mice, *Gbp3* (promoting *Mgmt* expression [51, 52]). While these responses are beneficial in the short term, a persistent IFN response could promote chronic pro-inflammatory responses, e.g. via activation of NF-kB [74], which was observed through IPA at 10 months post-exposure in *Mgmt*^−/−^ mice. Furthermore, IPA also identified several Toll-like receptors (TLRs) and their adaptor protein MYD88, which are upstream regulators of the IFN response [75]. Importantly, TLR4-KO mice become resistant to inflammation and hepatic fibrosis following exposure to the ethylating agent diethylnitrosamine [24]. It remains to be established whether diminished TLR activity offers similar protection against methylation-induced IFN activation and ensuing liver toxicity. Future promoter-level motif analyses (e.g. HOMER) applied to subsets of persistently deregulated genes may help pinpoint the specific transcription factor binding events downstream of *O*^6^MeG-induced signaling.

MGMT silencing is common in tumors that are sensitive to temozolomide (TMZ), whereas MGMT-proficient tumors tend to be resistant [76–78]. Clinical trials have explored the use of IFN agonists to promote immunogenic tumor cell death, in some cases in combination with traditional chemotherapies [79, 80]. However, for methylating agents like TMZ, IFN agonists may have limited efficacy in treating MGMT-silenced tumors, as we demonstrated that methylation damage alone induced an IFN response in *Mgmt*^−/−^ mice. In contrast, IFN agonists could be beneficial in MGMT-proficient tumors, since MGMT expression could suppress TMZ-induced IFN responses. Thus, patient stratification by a tumor’s MGMT status may be critical when combining methylating agents with IFN agonists, which carry their own risks.

In our model, both WT and *Mgmt*^−/−^ mice initially exhibited similar intensity across numerous phenotypes, including levels of γH2AX, recombination frequency, IFN activation, and markers of pathophysiology, although phosphoproteomic and transcriptomic responses were strikingly different between WT and *Mgmt*^−/−^. This immediate hyperactivation of signal transduction and gene expression, together with persistent IFN signaling, may underlie the predictive power for methylation-driven carcinogenesis. Analysis of temporal dynamics revealed a marked divergence by 10 weeks, with all phenotypes significantly stronger in *Mgmt*^−/−^ mice. Thus, disease prediction based on these phenotypes relied primarily on delayed rather than immediate responses.

Our multi-omics approach enabled an integrated look at HR. Phosphoproteomics showed that some of the most frequently phosphorylated proteins are directly involved in HR. Notably, HR-related genes were also upregulated at the transcriptional level, and IPA further identified activated genes in this pathway through its integration of extensive upstream regulator networks. Consistent with these observations, RaDR-GFP quantification revealed significant induction of HR-mediated sequence rearrangement mutations. Taken together, this work demonstrated that *O*^6^MeG is recombinogenic *in vivo*, which is consistent with *in vitro* studies showing HR to be a critical defense against *O*^6^MeG-induced DSBs [81, 82].

We validated that the RaDR-GFP model detects clonal expansion by demonstrating shared spatially constrained gene expression patterns, as well as adjacent fluorescent cells within clonal outgrowths when visualized in 3D. As such, RaDR-GFP offers a visual model for detecting this early stage of tumorigenesis. By peering into clonal expansion events via spatial transcriptomics, we revealed localized IFN activation and concurrent immune modulation. Oncogenic pathways were also upregulated within clonal events, including Myc, p53, mTORC1, and KRAS. These may be driven by *O*^6^MeG-induced mutations, which have been observed in MGMT-silenced malignancies such as hepatobiliary, lung, and gastric cancers [76, 77]. Further, longitudinal analysis identified conserved transcriptomic dysregulation in proliferative signaling, connecting early clonal expansions to late tumorigenesis.

A key limitation of our study is that the NDMA dosing regimen is orders of magnitude higher than typical human environmental exposures and was chosen to define mechanisms after an acute early-life insult rather than to model low-dose, chronic exposure scenarios quantitatively. Nevertheless, the pathways we identify are relevant to human cancer risk. NDMA and related nitrosamines are classified as probable human carcinogens and can contribute to cancer risk through contaminated drinking water, pharmaceuticals, and other sources, while MGMT loss or silencing is common in multiple human malignancies in which unrepaired *O*^6^MeG lesions drive mutation accumulation. Thus, the sequence of *O*^6^MeG formation, replication-associated DSBs, sustained IFN-driven inflammation, and clonal expansion that we define in *Mgmt*^−/−^ mice provides a mechanistic framework for understanding how repeated or episodic alkylation insults in MGMT-compromised tissues could influence carcinogenesis, even when real-world exposure levels and timing differ from our experimental model. For these studies, we treated mice with two doses of NDMA as this regimen had been shown previously to induce tumors [11, 29]; however, a limitation of this approach is that responses to the first dose overlap with responses to the second dose, likely obscuring detailed response kinetics such as RaDR-GFP recombination events. Ongoing single-dose and chronic lower-dose studies will further refine our understanding of the timing and dose-dependence of these responses.

Collectively, our findings demonstrated that an early and transient alkylation insult in an MGMT-deficient context elicited immediate activation of DDRs as well as unrelenting IFN signaling. Such persistent IFN activation may have driven toxicity that enabled clonal expansion and microenvironment remodeling to promote tumor development. Within the classical initiation–promotion framework, NDMA-induced *O*^6^MeG and resultant mutations represent the initiating genotoxic events, whereas sustained IFN signaling and associated inflammatory remodeling act primarily as tumor-promoting forces on these initiated clones. These results implicate rewiring of phosphorylation events, disruption of transcription, and sustained IFN-driven processes as critical events early in carcinogenesis and highlight their potential utility as predictive biomarkers and targets for disease mitigation.

## Supplementary Material

zcag014_Supplemental_Files

## Data Availability

The data generated in this study are publicly available at the MIT Superfund Research Program Fairdom hub at https://fairdomhub.org/studies/1187. The accession number for the mass spectrometry proteomics data reported in this paper is ProteomeXchange Consortium via the PRIDE (Perez-Riverol *et al*., 2019) partner repository: PXD021142. RNA-seq and spatial transcriptomic data have been deposited in the NCBI data repository Gene Expression Omnibus (GEO) under accession numbers GSE332646 and GSE332601, respectively. The RaDR foci counting algorithm is available on Github at https://github.com/dushanw/RPN_RCN_roiExtractor or at figshare at https://figshare.com/articles/software/RPN_RCN_roiExtractor/29581370?file=56318189

# Supplementary material for: Persistent interferon signaling and clonal expansion mark early events in DNA methylation damage-induced liver cancer
**Source:** NAR Cancer. 2026 Jun 23;8(2):zcag014. doi: 10.1093/narcan/zcag014
**Supplement:** zcag014_Supplemental_Files

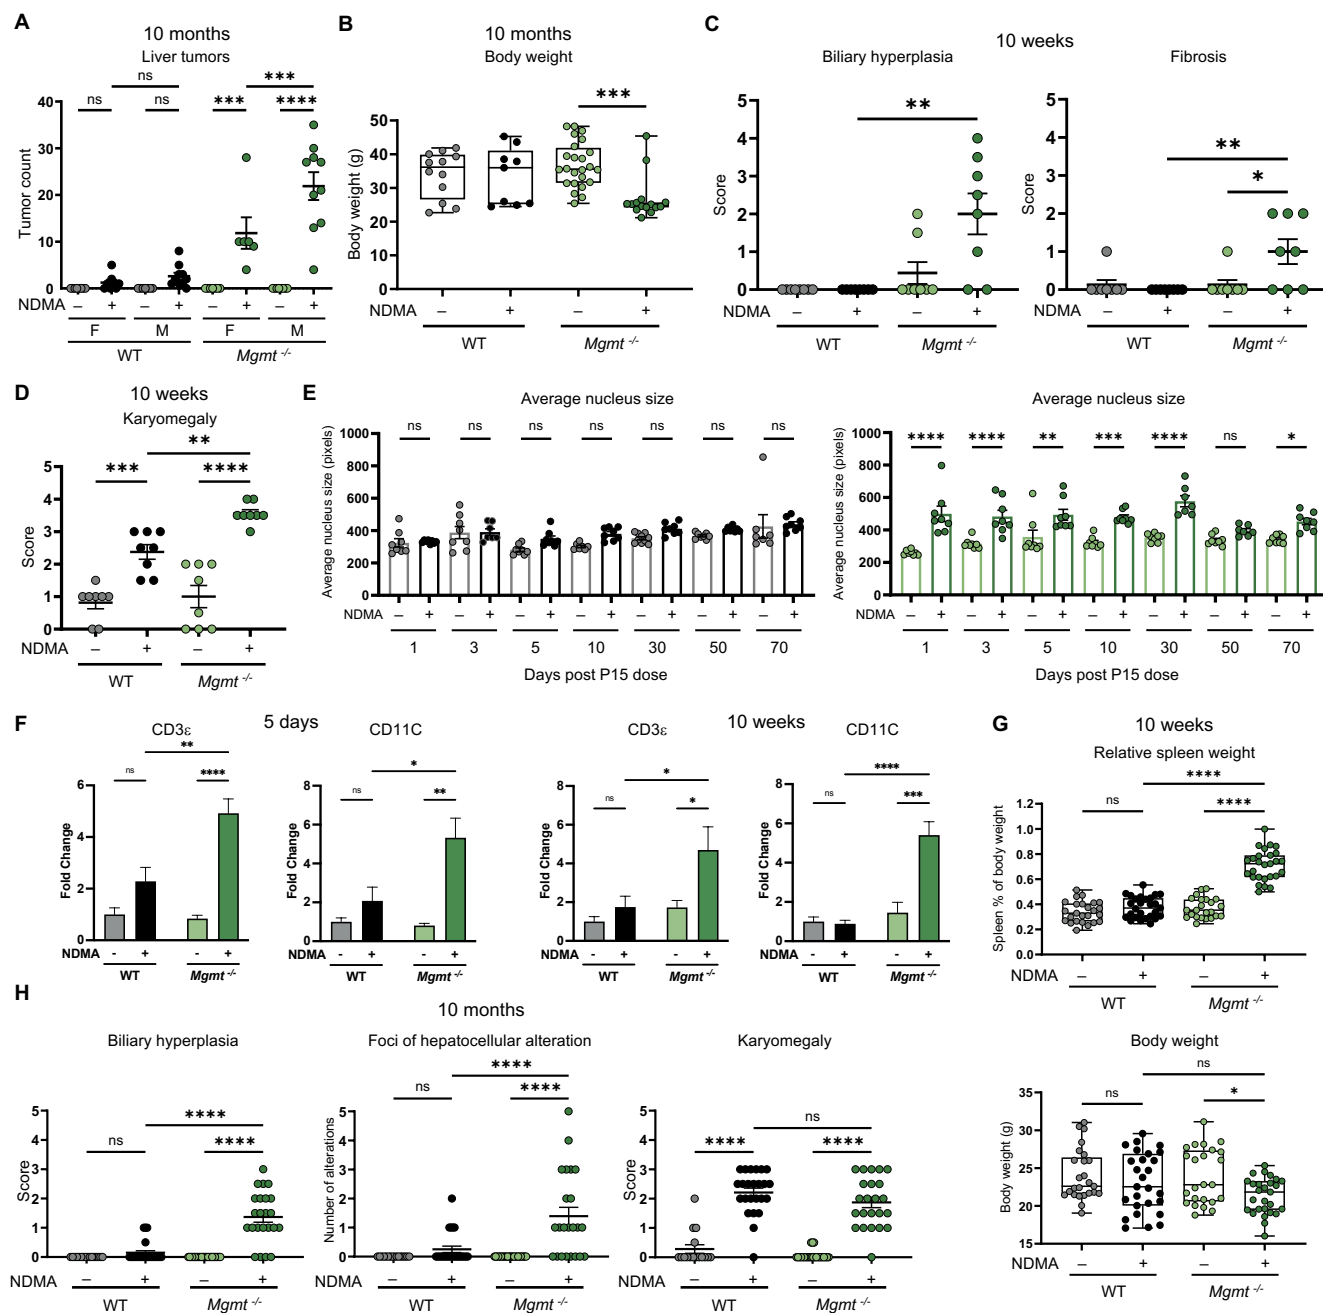

**Figure S1. MGMT deficiency exacerbates NDMA-induced liver injury and tumorigenesis.**

(A) Liver tumor counts at 10 months post-treatment in WT and *Mgmt*<sup>-/-</sup> mice, grouped by sex.  $n \geq 6$  per group. (B) Mouse body weight at 10 months post-treatment (males and females combined).  $n \geq 9$ . Box plots indicate median, upper and lower quartiles, and whiskers showing maximum/minimum values. (C) Histopathological scores for liver morphologies, biliary hyperplasia and fibrosis, in WT and *Mgmt*<sup>-/-</sup> mice at 10 weeks post-treatment, assessed by H&E staining (sexes combined).  $n \geq 8$ . (D) Histopathological scores of karyomegaly in WT and *Mgmt*<sup>-/-</sup> mice at 10 weeks post-treatment, assessed by H&E staining (sexes combined).  $n \geq 8$ . (E) Quantification of mean nuclear size in liver cells by DAPI fluorescence. WT saline- (gray) and NDMA-treated (black). *Mgmt*<sup>-/-</sup> saline- (light green) and NDMA-treated (dark green). See Fig. 2C for images.  $n \geq 7$ . (F) Protein levels were measured via western blot to support T-cell activation (CD3ε & CD11C) in *Mgmt*<sup>-/-</sup> and WT livers at 5 days and 10 weeks post-exposure.  $n = 4$  (2 males, 2 females). (G) Relative spleen weight (to body weight) and absolute body weight at 10 weeks post-treatment.  $n \geq 23$ . Box plots as described in (B). (H) Histopathological scores for biliary hyperplasia and karyomegaly and number of foci hepatocellular alterations in WT and *Mgmt*<sup>-/-</sup> mice at 10 months post-treatment, assessed by H&E staining (sexes combined).  $n \geq 16$ . Data are presented as mean  $\pm$  s.e.m. Statistical comparisons performed using one-way ANOVA with Šidák's multiple comparisons test (A,B,E-G) and Kruskal-Wallis and Dunn's test (C,D,H). Statistical significance: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . ns, not significant.

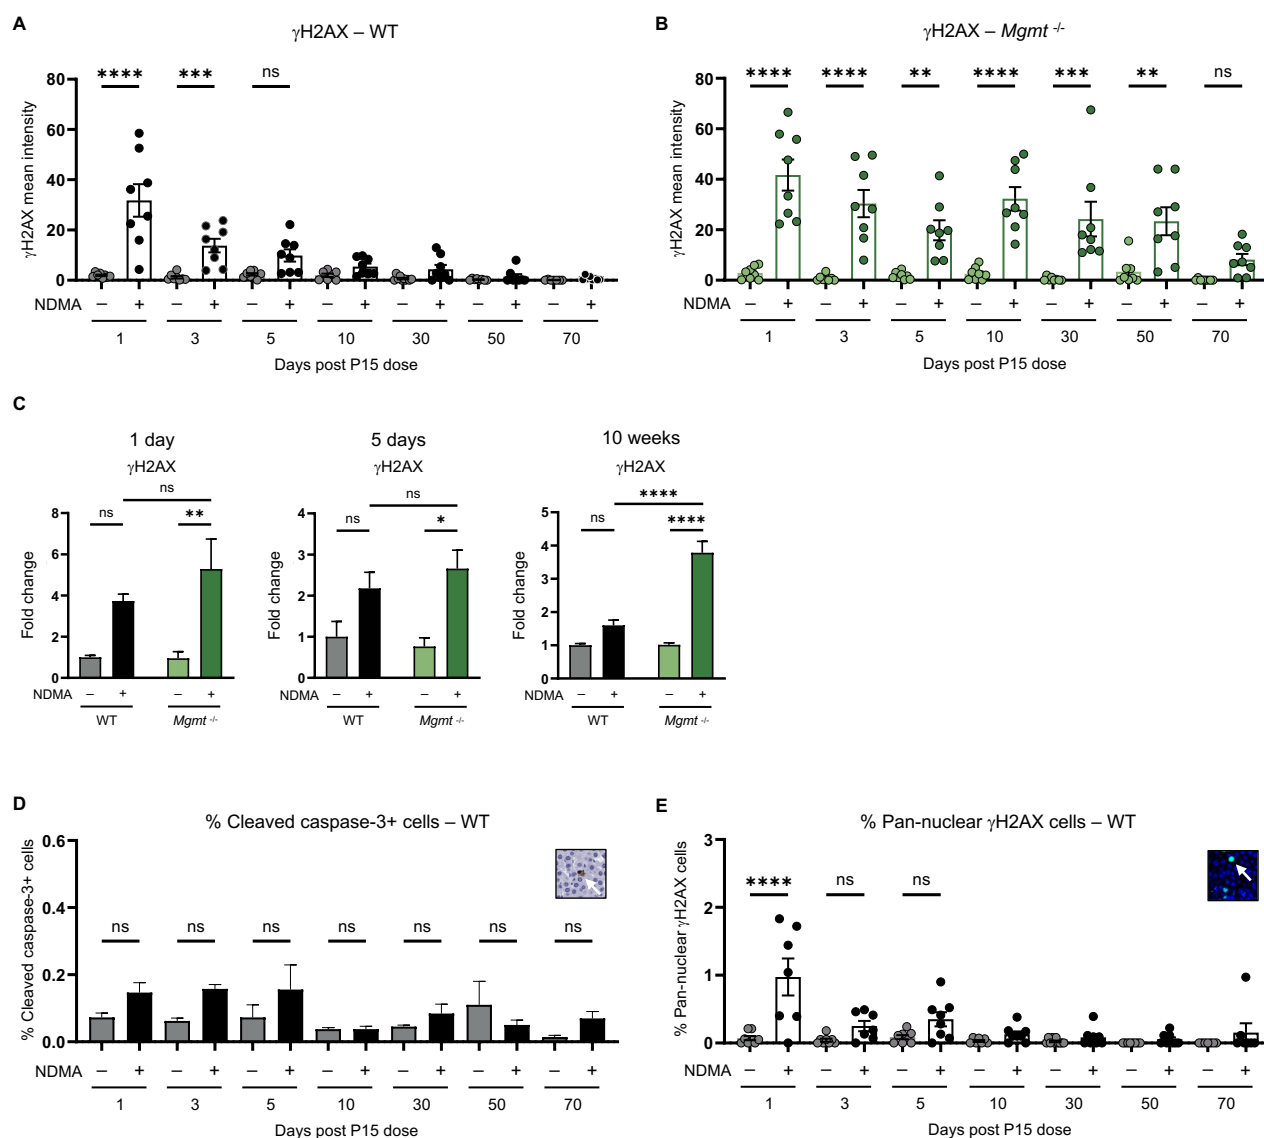

**Figure S2. MGMT suppresses DNA damage retention, toxicity, and compensatory proliferation.**

(A) Quantification of mean  $\gamma$ H2AX fluorescence intensity per nucleus in WT livers, comparing saline-treated (gray) and NDMA-treated (black) groups.  $n \geq 7$  per group.

(B) Quantification of mean  $\gamma$ H2AX fluorescence intensity per nucleus in *Mgmt*<sup>-/-</sup> livers, comparing saline-treated (light green) and NDMA-treated (dark green) groups.  $n \geq 7$  per group.

(C) Western blot analysis of  $\gamma$ H2AX in whole-cell liver lysates at 1 day, 5 days, and 10 weeks post-exposure. Band intensities normalized to TPS and saline WT controls.  $n = 4$  per group (2 males, 2 females).

(D) Quantification of apoptosis via cleaved caspase-3 positive cells as a percentage of total cells in WT livers at indicated timepoints, measured by IHC. Inset (white arrow) shows representative cleaved caspase-3 staining.  $n \geq 7$ .

(E) Quantification of apoptosis via immunofluorescence of pan-nuclear  $\gamma$ H2AX-positive cells as a percentage of total cells in WT livers. Inset (white arrow) provides representative pan-nuclear  $\gamma$ H2AX staining.  $n \geq 7$ .

Data are presented as mean  $\pm$  s.e.m. Statistical comparisons performed using one-way ANOVA with Šídák's multiple comparisons test (A,B,D,E) and two-way ANOVA (C). Statistical significance: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. ns, not significant.

A

## Phosphoproteomics – 1 day post-exposure – STRING

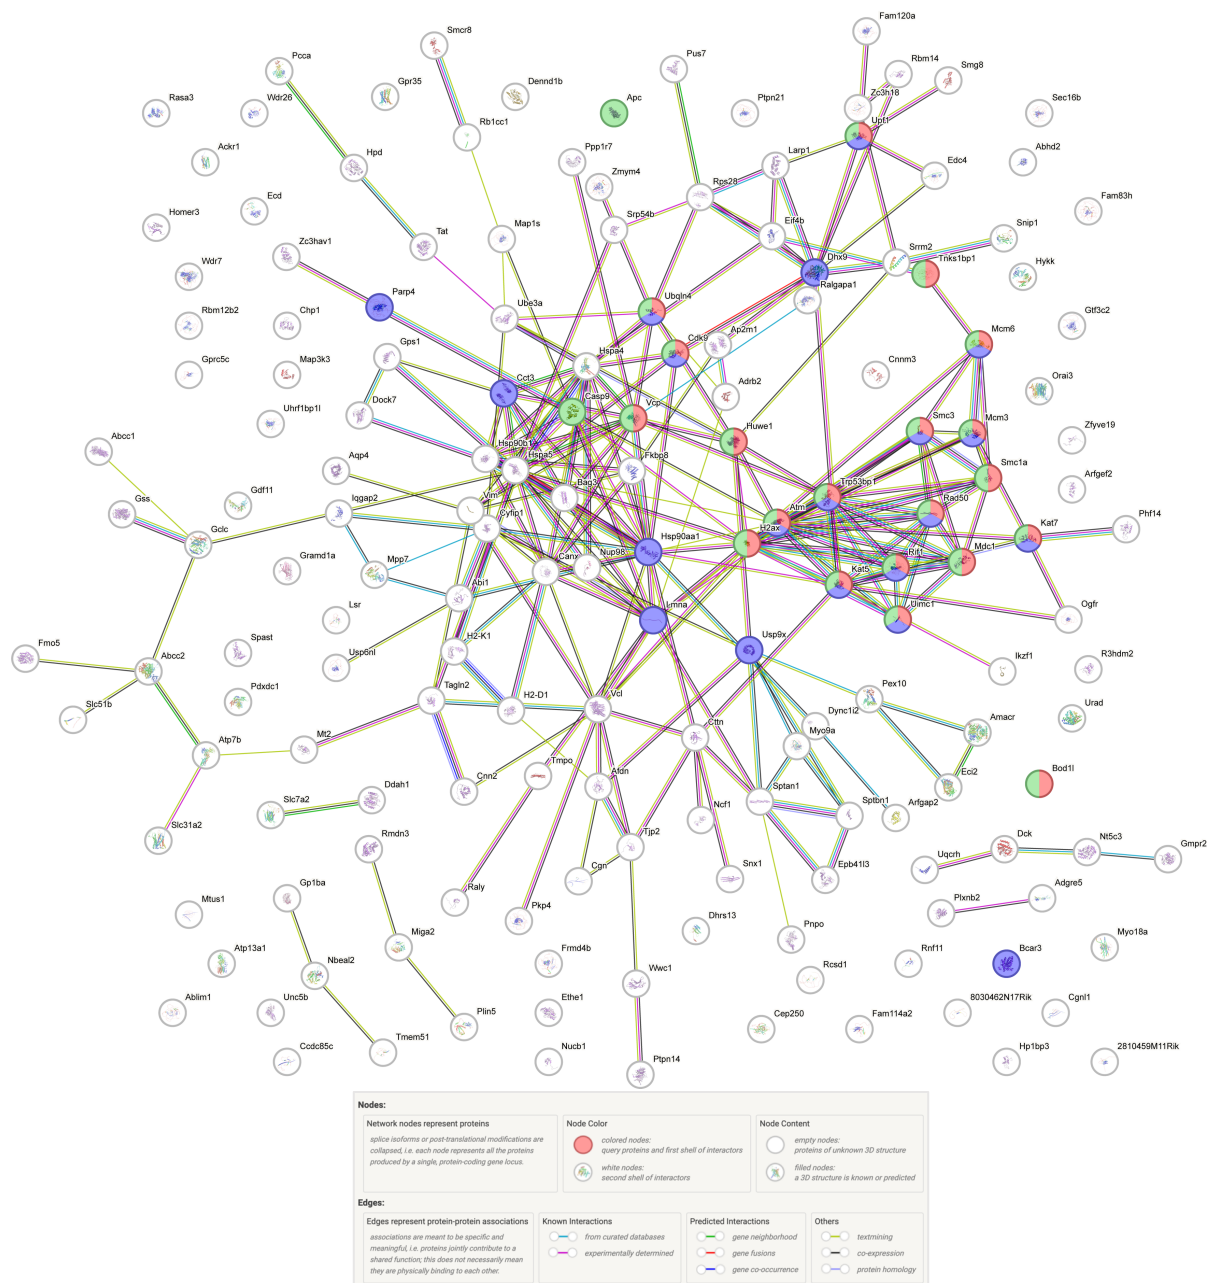

**Figure S3.** Immunoblotting and phosphoproteomics reveal an NDMA-induced DDR.

(A) STRING database analysis of top-expressed phosphoproteins at 1 day post-exposure. DNA repair clusters as shown in **Figure 3I** from biological processes in gene ontology are shown here. Colored nodes match the functional enrichments shown in the bar graph in **Figure 3I**: red = DNA repair, purple = regulation of DNA metabolic process, and green = cellular response to DNA damage stimulus. STRING key displayed for all other descriptions.

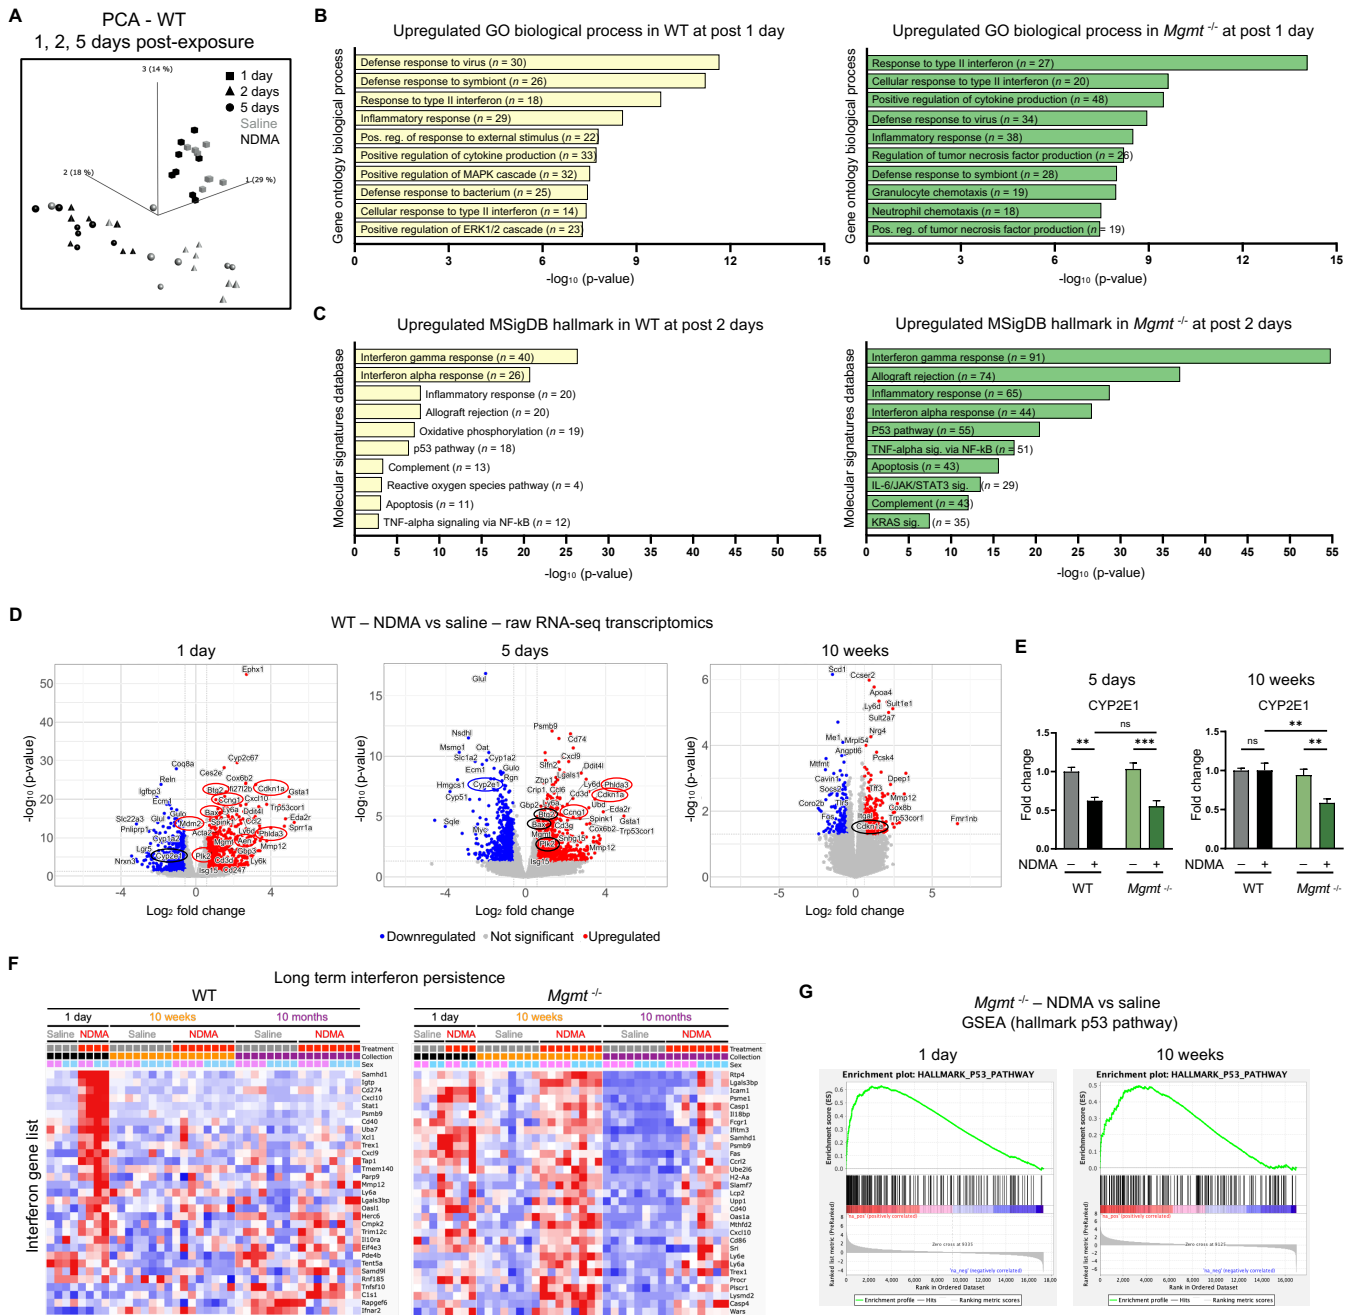

**Figure S4.** NDMA induces persistent transcriptome dysregulation and an IFN response. **(A)** PCA of WT liver samples collected at days 1, 2, and 5 post-saline or NDMA exposure. RNA was extracted from liver tissue and analyzed by RNA-seq;  $n \geq 7$  per group (males and females combined). **(B)** Upregulated genes from NDMA-treated WT and *Mgmt*<sup>-/-</sup> liver samples (1 day post-exposure) were analyzed using Enrichr for Gene Ontology (GO) Biological Process enrichment. The top 10 enriched pathways are shown, ranked by Fisher exact test p-values.  $n$  = indicates number of genes in pathway. **(C)** Upregulated genes from NDMA-treated WT and *Mgmt*<sup>-/-</sup> liver samples (2 days post-exposure) were analyzed using Enrichr for MSigDB Hallmark gene set enrichment. The top 10 pathways are displayed, ranked by Fisher exact test p-values. **(D)** Volcano plots present differentially expressed genes in WT liver (NDMA vs saline) across selected timepoints (1 day, 5 days, and 10 weeks), with  $-\log_{10}$  p-value plotted against  $\log_2$  fold change. Genes circled in red belong to the GSEA Hallmark p53 pathway data set; Cyp2e1 is circled in blue. Differential expression was determined using an adjusted p-value cutoff of  $< 0.05$  and absolute  $\log_2$  fold change cutoff of  $> 0.58$ . **(E)** CYP2E1 protein abundance was assessed by western blot in liver samples at 5 days and 10 weeks post-exposure. Band intensities normalized to TPS and saline WT controls.  $n = 4$  per group (2 males, 2 females). Statistical comparisons (two-way ANOVA with Šidák's multiple comparisons). Data are presented as mean  $\pm$  s.e.m. Statistical significance: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . ns, not significant. **(F)** Heatmaps display expression of a curated interferon response gene list in WT and *Mgmt*<sup>-/-</sup> livers at 1 day, 10 weeks, and 10 months post-exposure, demonstrating persistence of IFN signaling in *Mgmt*<sup>-/-</sup> samples. Sex: pink = female and light blue = male. **(G)** Gene Set Enrichment Analysis (GSEA) on *Mgmt*<sup>-/-</sup> liver at 1 day and 10 weeks post-NDMA exposure highlights enrichment of the Hallmark p53 pathway compared to saline controls.

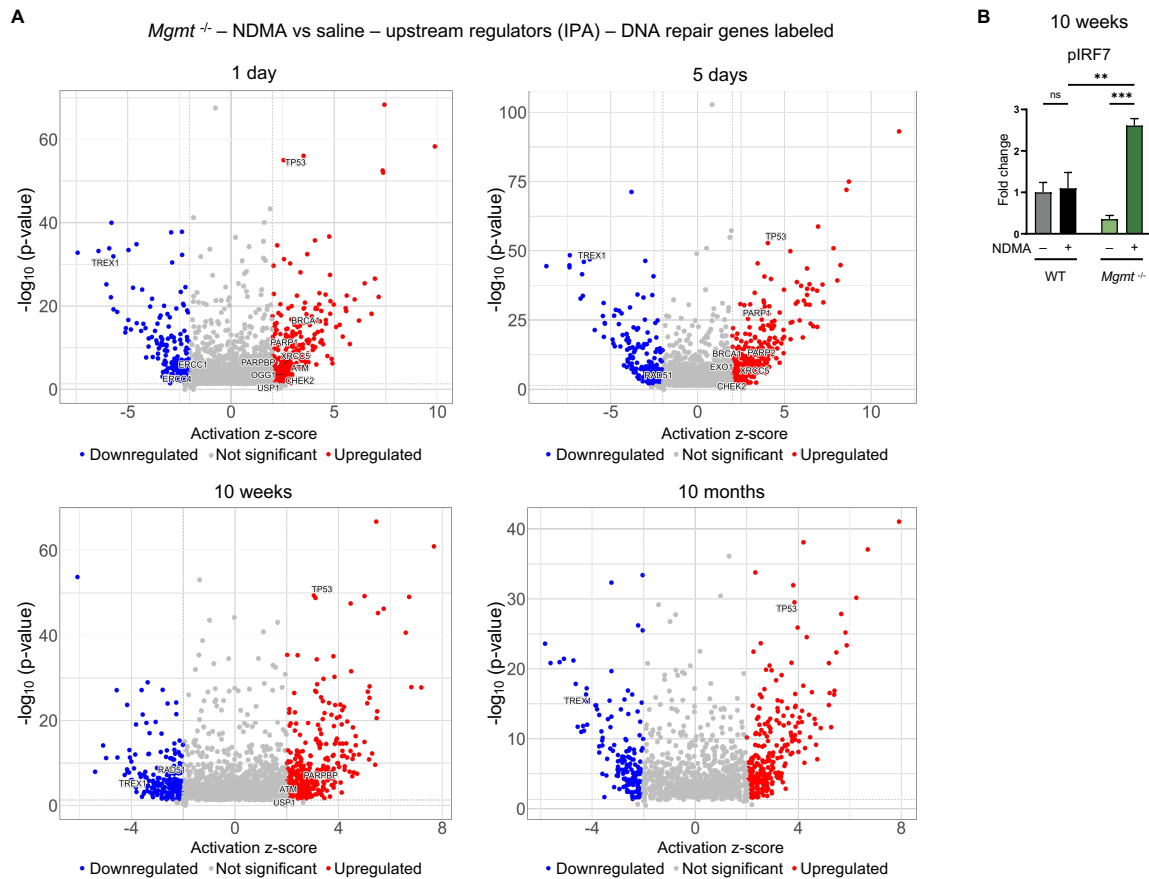

**Figure S5.** Upstream regulators of the IFN response are persistently activated in *Mgmt*<sup>-/-</sup> mice.

(A) Ingenuity Pathway Analysis (IPA) of RNA-sequencing data from *Mgmt*<sup>-/-</sup> mice identified few activated ( $> 2.0$  z-score) and inhibited ( $< 2.0$  z-score) upstream regulators throughout their lifetime pertaining to DNA repair genes (labeled in each plot). Analysis included transcripts with p-adjusted values  $< 0.05$  and  $\log_2$  fold change  $> 0.58$ .

(B) Phosphorylated IRF7 (pIRF7) protein levels were measured via western blot at 10 weeks post-exposure. Band intensities normalized to TPS and saline WT controls.  $n = 4$  per group (2 males, 2 females). Statistical comparisons performed by two-way ANOVA with Šídák's multiple comparisons test. Data are presented as mean  $\pm$  s.e.m. Statistical significance: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . ns, not significant.

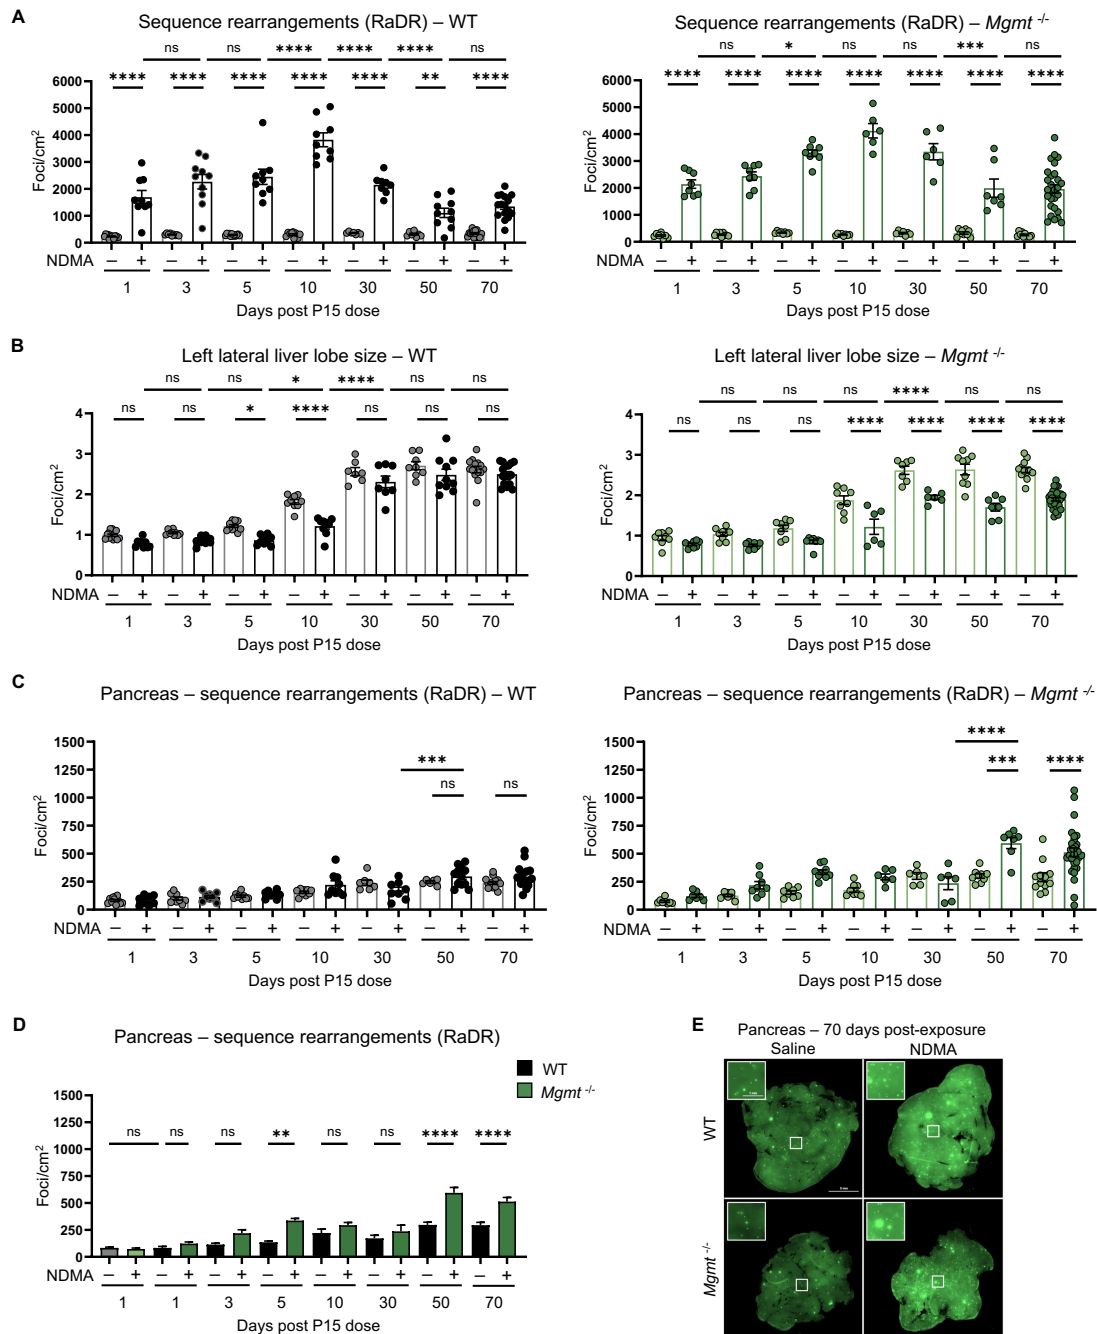

**Figure S6.** NDMA induces recombination events indicative of persistent genomic instability. **(A)** Quantification of sequence rearrangement mutations in liver samples of WT (left, gray/black bars) and *Mgmt*<sup>-/-</sup> (right, green bars) mice following NDMA or saline exposure at multiple timepoints, shows a peak at 10 days. RaDR foci (eGFP expression) per cm<sup>2</sup> quantified using machine learning image analysis.  $n \geq 10$  per group. **(B)** Measurements of total left lateral liver lobe size (cm<sup>2</sup>) in WT (left) and *Mgmt*<sup>-/-</sup> (right) mice across NDMA and saline groups. Significant reductions are observed in NDMA-treated WT mice at 5 and 10 days, and in *Mgmt*<sup>-/-</sup> mice from 10 to 70 days post-exposure.  $n \geq 10$  per group. **(C)** Quantitation of sequence rearrangement mutations in the pancreas, shown for WT (left) and *Mgmt*<sup>-/-</sup> (right) mice. RaDR foci per cm<sup>2</sup> quantified by machine learning. Significant increases are detected in *Mgmt*<sup>-/-</sup> mice after NDMA exposure at 50- and 70-days post-dose, but not in WT controls.  $n \geq 10$  per group. **(D)** Direct comparison of pancreatic sequence rearrangement mutations post-NDMA exposure reveals significantly increased RaDR foci per cm<sup>2</sup> in *Mgmt*<sup>-/-</sup> (green bars) compared to WT (gray/black bars) at 50 and 70 days.  $n \geq 10$  per group. **(E)** Representative whole-mount fluorescence images of pancreatic tissue from WT and *Mgmt*<sup>-/-</sup> RaDR-GFP mice 70 days after NDMA or saline treatment. Insets show higher magnification (scale = 1 mm) of boxed regions (scale = 5 mm at 2x) where areas are with GFP-positive foci indicating mutations. Statistical comparisons performed using one-way ANOVA with Šidák's multiple comparisons test (A–D). Data are presented as mean  $\pm$  s.e.m. Statistical significance: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . ns, not significant.

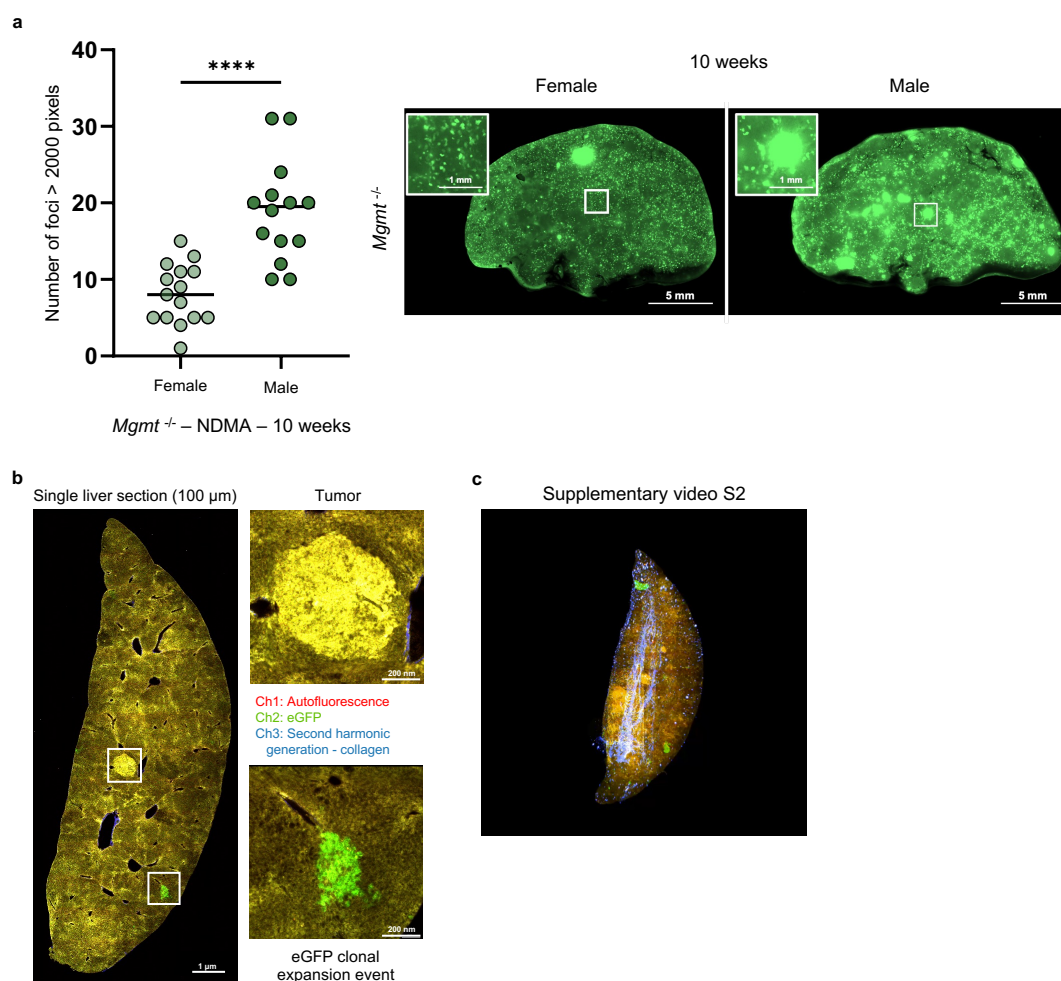

**Figure S7.** NDMA induces clonal expansion in *Mgmt*<sup>-/-</sup> livers.

(A) At 10 weeks post-NDMA exposure large clonal expansion events are significantly greater in male *Mgmt*<sup>-/-</sup> livers compared to females. A single large clonal expansion event was defined as RaDR-GFP foci exceeding 2000 pixels in area. Representative whole-mount eGFP images highlight the significant difference between female and male *Mgmt*<sup>-/-</sup> livers.  $n \geq 14$  per group. Statistical comparisons performed using Mann-Whitney test. Data are presented as mean  $\pm$  s.e.m. Statistical significance: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . ns, not significant.

(B) 2-photon microscopy of a liver section (100  $\mu$ m thick) from a ~13-month post-NDMA *Mgmt*<sup>-/-</sup> female mouse visualizes both eGFP-positive clonal expansion events (green, lower boxes) and tumor areas detected by tissue autofluorescence (yellow, upper box). Insets display high-magnification images of the indicated regions.

(C) 3-dimensional reconstruction of sequential 2-photon images from (B) visualizes the spatial distribution of eGFP clonal expansion events (green) and tumors (yellow) within a *Mgmt*<sup>-/-</sup> liver. The vascular network is displayed in blue. See **Supplementary Video S2**.

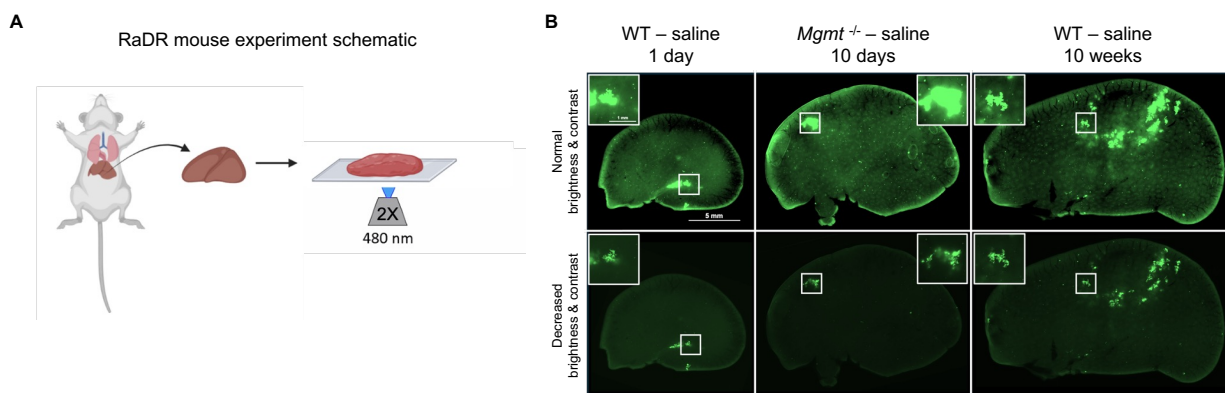

**Figure S8.** RaDR-GFP imaging.

(A) Schematic illustration of the RaDR-GFP mouse experiment. Freshly collected liver tissue is collected and mounted on a glass slide for GFP imaging at 2x magnification, with excitation at 480 nm. This protocol enables direct visualization of recombination reporter signals in liver tissue.

(B) Representative GFP fluorescence images of whole livers from WT and *Mgmt*<sup>-/-</sup> RaDR mice at 1 day, 10 days, and 10 weeks post-saline treatment, imaged at consistent exposure and emission settings. In rare cases (~2%), spontaneous recombination of the direct repeat substrate occurs early in development which can lead to EGFP expression in many daughter cells. Early recombination events can be distinguished from the majority by the presence of a jagged edge with a decrease in brightness and contrast. Out of 327 mice, this was observed in 7 samples, and these were eliminated from analysis. Insets highlight regions of interest.

A

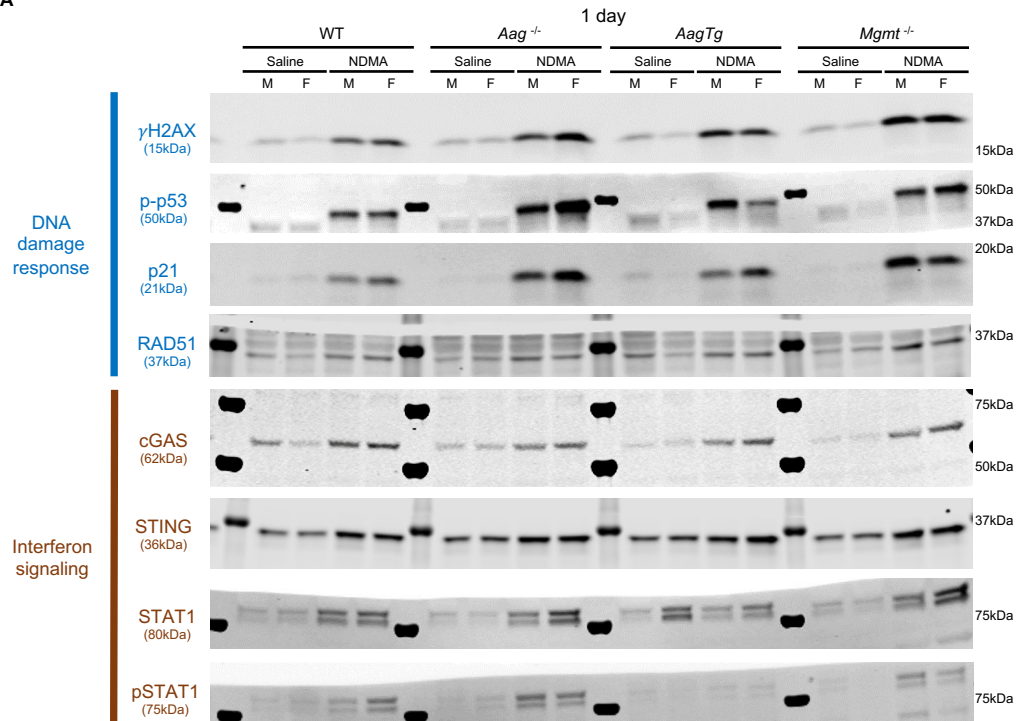

**Figure S9.** Western Blot Images.

(A) Whole-cell lysates from liver tissue collected at 1 day post-exposure from WT and *Mgmt*<sup>-/-</sup> mice (analyzed in this study) and from *Aag*<sup>-/-</sup> and *AagTg* mice (included for a separate project) were analyzed by western blot. Only WT and *Mgmt*<sup>-/-</sup> samples were discussed in the present manuscript. DNA damage response proteins for  $\gamma$ H2AX (**Supplementary Figure S2C**), p-p53, p21, and RAD51 (**Figures 3A–3C**). Interferon signaling proteins for cGAS, STING, STAT1, and p-STAT1 (**Figure 5D**). Densitometry images provided. M = Male and F = Female.

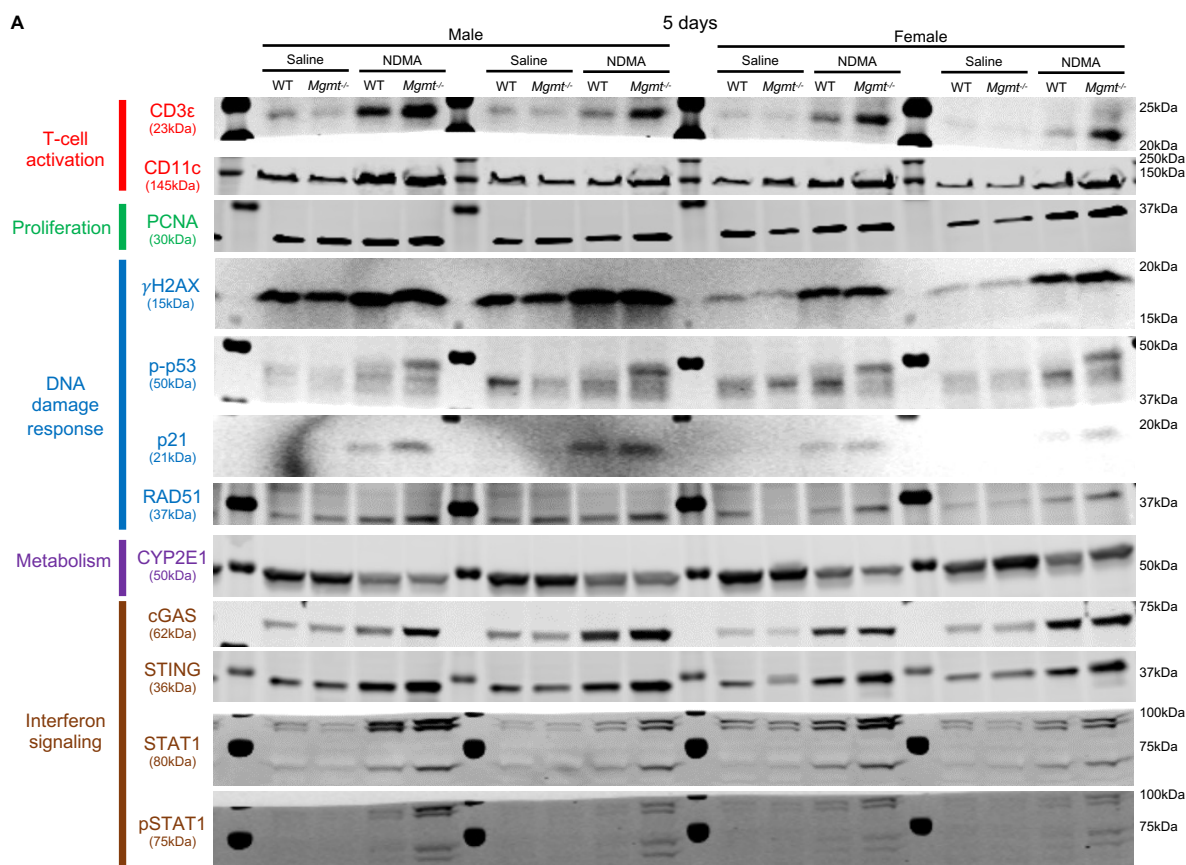

**Figure S10.** Western Blot Images.

(A) Whole-cell lysates from liver tissue collected at 5 days post-exposure from WT and *Mgmt*<sup>-/-</sup> mice were analyzed by western blot. T-cell activation proteins for CD3ε and CD11c (**Supplementary Figure S1D**). Proliferation protein for PCNA (**Figure 2H**). DNA damage response proteins for γH2AX (**Supplementary Figure S2C**), p-p53, p21, and RAD51 (**Figures 3A–3C**). Metabolism protein for CYP2E1 (**Supplementary Figure S4D**). Interferon signaling proteins for cGAS, STING, STAT1, and p-STAT1 (**Figure 5D**). Densitometry images provided.

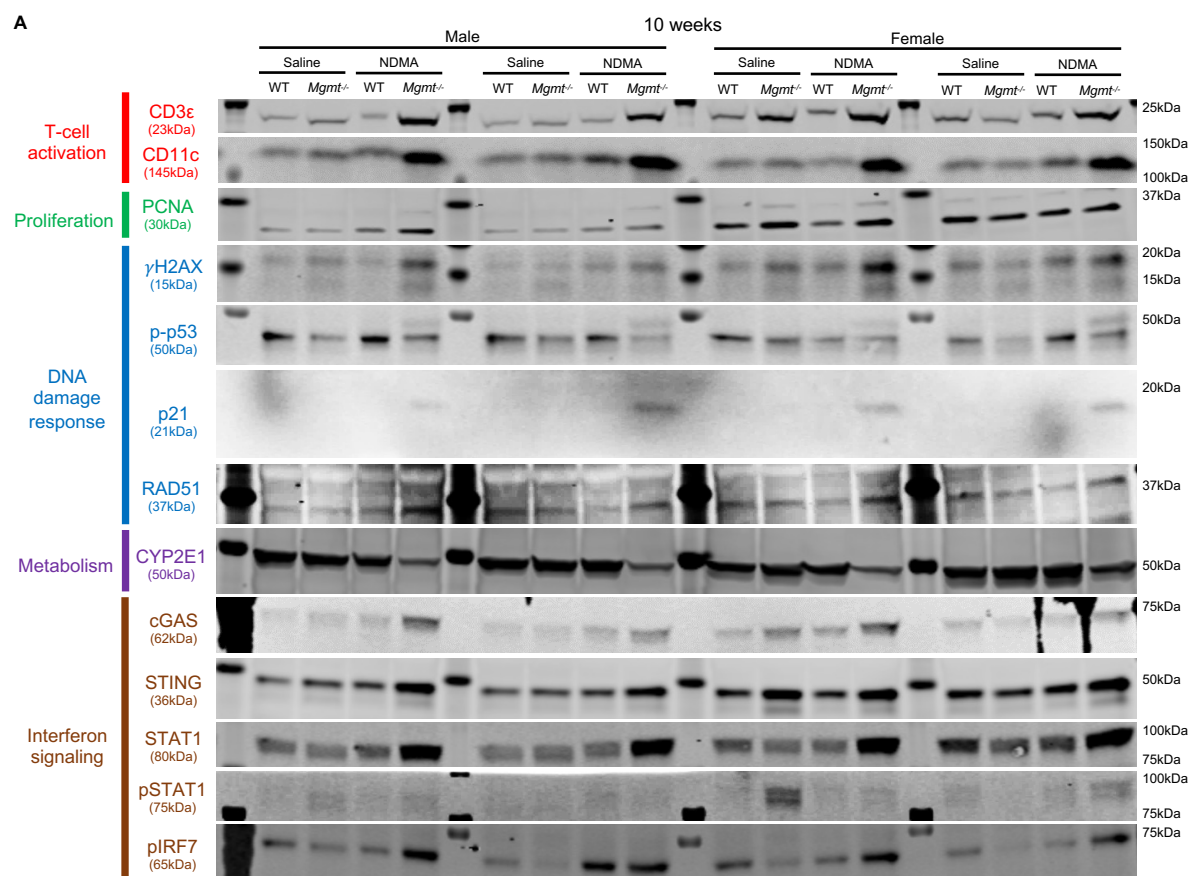

**Figure S11.** Western Blot Images.

(A) Whole-cell lysates from liver tissue collected at 10 weeks post-exposure from WT and *Mgmt*<sup>-/-</sup> mice were analyzed by western blot. T-cell activation proteins for CD3ε and CD11c (**Supplementary Figure S1D**). Proliferation protein for PCNA (**Figure 2H**). DNA damage response proteins for γH2AX (**Supplementary Figure S2C**), p-p53, p21, and RAD51 (**Figures 3A–3C**). Metabolism protein for CYP2E1 (**Supplementary Figure S4D**). Interferon signaling proteins for cGAS, STING, STAT1, and p-STAT1 (**Figure 5D**), and pIRF7 (**Supplementary Figure S5B**). Densitometry images provided.

# Supplementary material for: Persistent interferon signaling and clonal expansion mark early events in DNA methylation damage-induced liver cancer
**Source:** NAR Cancer. 2026 Jun 23;8(2):zcag014. doi: 10.1093/narcan/zcag014
**Supplement:** zcag014_Supplemental_Files

**Supplementary Video S1.** 3D reconstruction of a ~13-month post NDMA treated *Mgmt*^-/-^ female left liver lobe using sequential 2-photon images allows visualization of the spatial distribution of eGFP clonal expansion events (green), tumors (yellow) and the vascular network (blue).

**Supplementary Video S2.** 3D reconstruction of a ~13-month post NDMA treated *Mgmt*^-/-^ female left liver lobe using sequential 2-photon images allows visualization of the spatial distribution of eGFP clonal expansion events (green), tumors (yellow) and the vascular network (blue).

How the deposited data were processed for this re-analysis (not part of the article)

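The data are 3′ digital gene expression libraries of mouse liver RNA, 214 by their labels and 213 with values, from WT and Mgmt−/− mice given saline or NDMA and collected at 5 times. The values of each file are signal, that is, the gene counts that the authors divided by 1 DESeq2 size factor per library, with each genotype normalized by itself. The authors aligned reads to GRCm38/mm10 with STAR and counted them per gene with ESAT. The paper states that sample metadata, sex among them, were incorporated, but its text does not name which of them entered the DESeq2 model, nor the tool versions, the gene annotation or the type of shrinkage in lfcShrink. In 209 columns all values are whole multiples of 1 step, so whole reads were recovered. In the other 4 (3 WT saline libraries at day 2 and 1 Mgmt−/− NDMA library at day 1) the step is too near to 1 to be told from rounding, and these were left out of tests on counts. The WT data hold 18647 genes and the Mgmt−/− data 19540.

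Sample conditions were taken from the labels, which also give sex and library batch, and the annotation lines of the files matched the labels in 213 of 213 columns. Replicate numbers do not pair mice, so no paired test was made. Depth was between 150038 and 4791649 reads in WT and between 713584 and 7740710 in Mgmt−/− libraries. Counting error for single libraries was given as 95% Poisson intervals.

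Differential expression was tested with limma 3.58.1 (trend and robust empirical Bayes) on log2(value + 1), with treatment, sex and library batch as terms, in R 4.3.3. Genes needed a mean of at least 5 over the samples of a comparison. The p-values were adjusted by the Benjamini-Hochberg method and are two-sided. A call needed an adjusted p under 0.05 and an absolute log2 fold change over 0.58. Persistent genes are those called in the same direction at day 1, week 10 and month 10. The means over the interferon list were compared by two-sided permutation tests, exact where a group held fewer than 10 mice and with 100000 resamples otherwise. Separation by treatment used the 1000 most variable genes. The genotype by treatment term was tested with edgeR 4.0.16 (quasi-likelihood, TMM) on whole reads of both genotypes with sex and, where it could be fitted, batch as terms. The sex by treatment term was tested with limma within each genotype and time. Reactome sets of 10 to 300 tested genes, from fgsea 1.28.0, were tested with camera and fry. Tables were handled and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

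The tests, covariates, thresholds, lists and most alternatives were set before the data were examined. These alternatives were pseudocounts of 0.5 and 5, no filter or a mean of at least 20, no covariates, every library scaled to the same total, edgeR, DESeq2 1.42.0 with treatment alone and shrunken fold changes, a single batch at day 1, and no fold change threshold. Other alternatives were chosen after seeing the data. They were DESeq2 without shrinkage, leaving out the 4 columns named above, leaving out libraries under 300000 reads, leaving out the 2 libraries whose sex genes went against their labels, log2 of the total reads as a term, a total without the 50 most abundant genes, leaving out each replicate in turn where groups held at most 8 mice and in the sex results, leaving out the 2 Mgmt−/− saline day 5 libraries with kidney transcripts, and the settings tried for Reactome sets and marker lists.

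The genes named individually were set by a rule. They are the genes whose transcripts the results section names, the p53 pathway genes circled in Fig. 4E and Supplementary Fig. S4D, the interferon regulators as a summary, the 3 genes with the largest and the 3 with the smallest mean log2 fold change among genes called in the same direction at all 5 times in Mgmt−/− mice, and the sex genes. Some of these genes are not reported here. The genes named for the sex by treatment term, Cyp2c69 among them, and the kidney and liver genes were chosen after their values were seen. The kidney and liver lists were written after kidney transcripts had been noticed in the 2 libraries.

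Marker lists of T cells, B and plasma cells, macrophages and Kupffer cells, neutrophils, cholangiocytes, stellate cells and fibroblasts, endothelial cells, proliferation, pericentral hepatocytes and periportal hepatocytes were written beforehand and tested by their median log2 fold change, camera and fry. Gene positions are from GENCODE vM21 on GRCm38, counted from 1. The planned set test of the interferon list was not run, because the copy of Supplementary Table S1 holds 336 of the paper's 337 entries. The Hallmark, gene ontology and IPA analyses of the paper were not repeated here.

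The tests were checked on simulated data with 200 changed genes. Each was given a log2 fold change of 2, up or down, and had a mean of at least 20 reads before the change. Recovery of changes nearer the threshold of 0.58, or of genes with fewer reads, was not checked. With limma, 86.5% were recovered in the layout of Mgmt−/− day 5, which used all libraries, and 100% in that of WT day 1, with 2.81% and 3.38% of the calls false. With edgeR 82.5% and 99.5% were recovered. With DESeq2 91.5% and 100% were recovered, with 10.7% of the calls false in the first layout. The sex by treatment test recovered 90.5% in the layout of Mgmt−/− day 1. The genotype by treatment test was run in the layout of both genotypes at day 5, with 200 genes changed in each. It called 344 genes, 4.94% of them false, and recovered 85.8% of the 381 tested genes changed differently in the 2 genotypes and 86.6% of the 186 changed in Mgmt−/− mice alone.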

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

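The tests of depth, counting error, mislabelling and another tissue in this part were chosen only after the results were seen, and so was the comparison without the 2 libraries with kidney transcripts.

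In 65 tests of a highest or lowest sample in groups of 4 to 10, 7 samples lay far from the others, where about 3 would by chance. The group means and SDs in the text include these mice. No biological explanation was tested for any single mouse.

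In WT NDMA mice at day 5, Cdkn1a was 434.5 normalized counts in 1 female and between 95.8 and 187 in the other 7. Its library held 202626 reads, 53 of them on the gene, and the lower end of the 95% Poisson interval is 325, above the intervals of the others, which reach at most 226 and so argue against counting error. In WT saline mice at day 2, Cyp2e1 was 1267 in 1 female and between 5883 and 10070 in the other 7. The upper end of its interval is 1410 and the lowest interval of the others with recovered reads starts at 6170, which also argues against counting error. The same library had Cdkn1a at 212, where the next highest saline mouse had 35.8. A mislabelled sample could give this pair of values but was not tested, since the deposited values hold no marker of treatment independent of the response.

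In WT saline mice at week 10, Gbp3 was 0 in 1 male and between 6.62 and 44.8 in the other 7. With 1239377 reads the count of 0 allows up to 5.53, and the next lowest mouse, with 6 reads, has an interval from 2.43, so counting error is not excluded there. In Mgmt−/− NDMA mice at day 5, Cyp2e1 was 383.1 in 1 male, with an interval up to 416, and between 1045 and 2246 in the others. The lowest interval among these others starts at 985, which argues against counting error. In Mgmt−/− NDMA mice at week 10, the mean over the interferon (IFN) list was 4.616 in 1 male and between 4.216 and 4.397 in the others, and no cause was tested.

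In WT NDMA mice at day 2, the mean over the IFN list was 3.482 in 1 female, whose library held 150038 reads, and between 3.991 and 4.181 in the other 7. When the other 7 libraries were thinned at random to the same reads, their means ran from 3.435 to 3.713, so its depth may account for its low mean.

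In Mgmt−/− saline mice at day 5, Gbp3 was 7.393 in 1 female and between 18.0 and 28.8 in the others, and the upper end of its interval is 11.3, where the lowest interval of the others starts at 11.1, so counting error is not excluded. This is 1 of the 2 libraries in which kidney transcripts were abundant. The mean of 5 kidney genes (Kap, Umod, Slc34a1, Slc12a1 and Fxyd2) was 4432 and 4983 in these 2 libraries, and at most 4.30 in the other Mgmt−/− libraries. Kap was 6147 and 7562, Fxyd2 13430 and 14770, and Umod 592 and 700. Of a second list of 6 kidney genes, among them Aqp2, Slc22a6 and Slc22a8, 6 were above every other Mgmt−/− library in both. The mean of the 5 liver genes in the higher of the 2 libraries was 0.683% of the median of the other 6 saline libraries, which argues against a mixture with a sizeable share of liver RNA. A candidate explanation is that the RNA of these 2 libraries came from kidney, although they are labelled as liver. How this arose was not tested.

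These 2 libraries stand in the saline group of the Mgmt−/− day 5 comparison. Without them 1661 genes were called in place of 1005, and 900 of the 1005 were still called in the same direction, which argues against RNA of another tissue as the cause of the day 5 calls as a whole. In 100 splits of the mice without them, including the real one, 1 gave as many differentially expressed genes, 1 as many higher IFN list genes and 1 as many higher DNA repair genes.

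A response to NDMA that differed between the sexes was called for 11 genes in Mgmt−/− mice at week 10, Sult3a1, Cyp3a44, Cyp2c69, Cib3 and Cyp2b9 having the smallest p, and for 34 at month 10, led by Cyp2b13, Lgals3, Sult2a2, Cd53 and Ifi47 (limma, Benjamini-Hochberg adjusted p under 0.05). Among 100 relabellings of sex within treatment, 4 gave as many genes at week 10 and 4 at month 10. At both times 0 libraries had sex genes against their label. With log2 of the total reads as a term, all 11 stayed called at week 10 and 15 of 34 at month 10, so at month 10 depth may account for part of the genes. Leaving out 1 mouse gave 7 to 13 genes at week 10 and 5 to 404 at month 10, where NDMA replicate D209015 alone took the count from 34 to 404 and saline replicate D209014 to 5. In the 8 other comparisons 0 genes were called, and 100 of 100 relabellings gave as many. Genes at an unadjusted p under 0.05 there ranged from 127 to 715. A biological difference between the sexes stays open and was not tested further.

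A response that differed between genotypes was called by edgeR for 1 gene at day 1, 377 at day 2, 82 at day 5, 509 at week 10 and 137 at month 10. In 40 splits at each time, 3 gave as many genes at day 1 and 1 at each other time. IFN list genes with the larger response in Mgmt−/− mice numbered 0, 24, 19, 16 and 8. Among the libraries of at least 300000 reads, the term was called for 506, 101, 573 and 216 genes at day 2, day 5, week 10 and month 10. After thinning these libraries to the same reads it was called for 228, 56, 382 and 109 genes. In 40 relabellings of treatment within genotype on the thinned reads, including the real one, 1 gave as many at each of these times, which argues against depth as the cause of the genes called at equal depth. At day 1 the term was called for 1 gene in these libraries and for 7 after thinning. The WT libraries of day 1 included those whose sex genes went against their labels and a saline library with high Cdkn1a. The term was not tested without them, so the low count does not show that the genotypes responded alike. At days 2 and 5 and at week 10 the number of batches that held both genotypes was 0, so genotype and batch cannot be told apart there. Without the 2 libraries with kidney transcripts 218 genes were called at day 5. A biological difference between the genotypes stays open.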

How the results depend on the processing

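The tests with DESeq2 without shrinkage, without the 4 libraries whose reads were not recovered, without libraries under 300000 reads, with the total reads as a term, without the 2 libraries with kidney transcripts, without single replicates, and with other settings for Reactome sets and marker lists were chosen only after the results were seen.

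Most values kept their direction and their side of the threshold. Numbers of differentially expressed genes stayed within 1.5 times the reported count in 109 cases and left it in 22. For the IFN list the same held in 124 cases and not in 7, and for the DNA repair list in 107 and 24. Persistently higher genes stayed within this range in 27 cases and left it in 1, and persistently lower genes in 26 and 2. In WT mice the persistent counts were 0 under every setting, so those cases say little about stability. The same holds for higher genes of both lists in WT mice at week 10 and month 10, which were 0 throughout. The difference in the mean over the IFN list kept its direction and side of the threshold in 49 cases, was weaker in 3 and reversed in 4. For the genes named individually 634 values were unchanged in this sense, 32 were weaker and 3 stronger. Numbers of genes with a sex by treatment term stayed within 1.5 times in 37 cases and left it in 27. Medians of sex-biased genes were unchanged in 54 cases, weaker in 4, stronger in 5 and reversed in 21. In fits without 1 replicate, numbers of differentially expressed genes stayed within 1.5 times in 74 cases and left it in 20. Separation by treatment kept p = 1e-05 in all 9 alternatives tried, with shares from 9.10% to 19.0% in WT mice (14.33%) and from 23.6% to 44.65% in Mgmt−/− mice (34.15%), the last without the 2 libraries with kidney transcripts. The difference in the mean over the IFN list within the day 1 batch of the fewest mice moved by less than the larger SD of its groups in all 19 fits that left out mice. In Mgmt−/− mice that difference ran from 0.15 to 0.40 (0.23) over the fits that each left out 1 mouse. In this part the value under each alternative is followed by the reported value in parentheses. Where no cause is given, the cause was not tested.

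With a pseudocount of 5, differentially expressed genes numbered 522 (830) in WT day 1 mice. Higher DNA repair list genes numbered 2 (4) in WT day 1 mice and 8 (13) in Mgmt−/− day 1 mice. The exact or resampled permutation test gave, for the difference in the mean over the IFN list, −2.5e-04 (0.014; p = 0.996) in WT month 10 mice. Genes with a sex by treatment term numbered 76 (34) in Mgmt−/− month 10 mice. Higher Reactome sets numbered 3 (1) in WT week 10 mice. Lower Reactome sets numbered 3 (0) in WT week 10 mice. Among genes with a mean of at least 20, where fewer genes are tested, differentially expressed genes numbered 418 (830) in WT day 1 mice, 1 (2) in WT week 10 mice, 1166 (1780) in Mgmt−/− day 1 mice, 1241 (1880) in Mgmt−/− day 2 mice, 640 (1005) in Mgmt−/− day 5 mice and 509 (779) in Mgmt−/− month 10 mice. Higher IFN list genes numbered 34 (60) in WT day 1 mice and 25 (40) in Mgmt−/− week 10 mice. The number of higher DNA repair list genes was 1 (4) in WT day 1 mice, 6 (13) in Mgmt−/− day 1 mice, 8 (19) in Mgmt−/− day 2 mice, 4 (8) in Mgmt−/− day 5 mice and 3 (5) in Mgmt−/− month 10 mice. Persistently higher genes numbered 91 (162) in Mgmt−/− mice. Without the fold change threshold, which admits more genes, differentially expressed genes numbered 1903 (830) in WT day 1 mice. There were 10 (4) in WT day 1 mice and 21 (13) in Mgmt−/− day 1 mice for higher DNA repair list genes. Persistently lower genes numbered 104 (63) in Mgmt−/− mice. With every library scaled to the same total, higher DNA repair list genes numbered 7 (4) in WT day 1 mice, 27 (13) in Mgmt−/− day 1 mice, 5 (8) in Mgmt−/− day 5 mice and 14 (6) in Mgmt−/− week 10 mice. The number of persistently lower genes was 30 (63) in Mgmt−/− mice. The exact or resampled permutation test gave, for the difference in the mean over the IFN list, 0.21 (0.23; p = 0.13) in WT day 5 mice and −0.035 (0.014; p = 0.769) in WT month 10 mice. The median of periportal hepatocyte genes in Mgmt−/− week 10 mice was 0.060 (−0.15; fry p = 0.293), and that of endothelial genes in Mgmt−/− week 10 mice was 0.36 (0.15; fry p = 0.0244).

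Within the single day 1 batch of 8 mice per group, higher DNA repair list genes numbered 7 (4) in WT day 1 mice. Without the 4 libraries whose reads were not recovered, differentially expressed genes numbered 156 (534) in WT day 2 mice. The number of higher IFN list genes was 15 (32) in WT day 2 mice. Higher DNA repair list genes numbered 2 (6) in WT day 2 mice. Without the libraries under 300000 reads, differentially expressed genes numbered 871 (534) in WT day 2 mice and 794 (312) in WT day 5 mice. There were 31 (18) in WT day 5 mice for higher IFN list genes. The exact or resampled permutation test gave, for the difference in the mean over the IFN list, 0.011 (−0.028; p = 0.859) in WT week 10 mice. With log2 of the total reads as a further term, differentially expressed genes numbered 284 (534) in WT day 2 mice and 40 (312) in WT day 5 mice. The number of higher DNA repair list genes was 3 (6) in WT day 2 mice, 0 (2) in WT day 5 mice, 3 (6) in Mgmt−/− week 10 mice and 3 (5) in Mgmt−/− month 10 mice. Higher IFN list genes numbered 7 (18) in WT day 5 mice. The number of genes with a sex by treatment term was 16 (34) in Mgmt−/− month 10 mice. With DESeq2, higher IFN list genes numbered 18 (32) in WT day 2 mice. There were 3 (6) in WT day 2 mice for higher DNA repair list genes. Differentially expressed genes numbered 0 (2) in WT week 10 mice and 1598 (1005) in Mgmt−/− day 5 mice.

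With DESeq2 without shrinkage, higher IFN list genes numbered 21 (32) in WT day 2 mice. Higher DNA repair list genes numbered 3 (6) in WT day 2 mice. The number of differentially expressed genes was 0 (2) in WT week 10 mice and 1632 (1005) in Mgmt−/− day 5 mice. Without a filter on low values, higher DNA repair list genes numbered 2 (6) in WT day 2 mice. Without covariates, higher DNA repair list genes numbered 3 (6) in WT day 2 mice. There were 150 (312) in WT day 5 mice and 0 (2) in WT week 10 mice for differentially expressed genes. The number of higher Reactome sets was 33 (56) in WT day 2 mice and 0 (1) in WT week 10 mice. The median of T cell genes in Mgmt−/− week 10 mice was 0.91 (0.91; fry p = 0.0749). With edgeR, higher DNA repair list genes numbered 3 (6) in WT day 2 mice. Differentially expressed genes numbered 595 (312) in WT day 5 mice and 0 (2) in WT week 10 mice. There were 1 (0) in WT month 10 mice, 7 (11) in Mgmt−/− week 10 mice and 17 (34) in Mgmt−/− month 10 mice for genes with a sex by treatment term. Without the 2 Mgmt−/− saline day 5 libraries with kidney transcripts, differentially expressed genes numbered 1661 (1005) in Mgmt−/− day 5 mice. Genes with a genotype by treatment term numbered 218 (82) at day 5. With a pseudocount of 0.5, the exact or resampled permutation test gave, for the difference in the mean over the IFN list, 0.23 (0.23; p = 0.0953) in WT day 5 mice. With only the list genes whose source is GSEA, the exact or resampled permutation test gave, for the difference in the mean over the IFN list, 0.21 (0.23; p = 0.0678) in WT day 5 mice and −0.013 (0.014; p = 0.876) in WT month 10 mice. Without sex and batch as terms, genes with a genotype by treatment term numbered 309 (509) at week 10 and 28 (137) at month 10.

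For genes biased between the sexes in saline Mgmt−/− mice at month 10, an absolute log2 fold change over 2 in place of 1 moved the median response to NDMA (4 against 4 mice of a sex at week 10, 7 against 4 males at month 10; p from fry). The medians were female-biased genes in Mgmt−/− week 10 males 0.71 (0.29; p = 0.00131), male-biased genes in Mgmt−/− week 10 males −0.88 (0.024; p = 0.0179), female-biased genes in Mgmt−/− week 10 females −0.43 (0.064; p = 0.00846), male-biased genes in Mgmt−/− week 10 females 0.47 (−0.0025; p = 0.195) and female-biased genes in WT week 10 males 0.32 (0.047; p = 0.0096). They were also male-biased genes in WT week 10 males 0.25 (−0.052; p = 0.382), female-biased genes in WT week 10 females 0.28 (−0.081; p = 0.253), male-biased genes in WT week 10 females 0.065 (−0.036; p = 0.719), female-biased genes in WT month 10 males 0.63 (0.068; p = 0.03) and male-biased genes in WT month 10 males 0.42 (0.20; p = 0.106).

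Across the fits that each left out 1 replicate, the number of genes with a sex by treatment term ran from 7 to 13 at week 10 and from 5 to 404 at month 10 in Mgmt−/− mice, the last without NDMA replicate D209015. The medians of the sex-biased genes over such fits ran from 0.18 to 0.54 for female-biased genes in Mgmt−/− week 10 males, −0.29 to 0.15 for male-biased genes in Mgmt−/− week 10 males, −0.049 to 0.074 for male-biased genes in Mgmt−/− week 10 females, −0.023 to 0.098 for female-biased genes in WT week 10 males. They ran from −0.078 to 0.024 for male-biased genes in WT week 10 males, −0.13 to 0.11 for female-biased genes in WT week 10 females, −0.055 to 0.0087 for male-biased genes in WT week 10 females and 0.13 to 0.24 for male-biased genes in WT month 10 males. Without saline replicate D209001 the medians in Mgmt−/− males at week 10 were 0.54 (fry p = 0.00371) and −0.29 (fry p = 0.00495).

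In fits that each left out 1 replicate at day 2, day 5 or week 10, the number of differentially expressed genes ran from 369 to 871 (534) in WT day 2 mice, 116 to 794 (312) in WT day 5 mice, 0 to 3 (2) in WT week 10 mice, 1754 to 1957 (1880) in Mgmt−/− day 2 mice, 814 to 1051 (1005) in Mgmt−/− day 5 mice, 864 to 1328 (1080) in Mgmt−/− week 10 mice. Higher IFN list genes ran from 28 to 42 (32) in WT day 2 mice, 11 to 31 (18) in WT day 5 mice, 0 to 0 (0) in WT week 10 mice, 112 to 121 (120) in Mgmt−/− day 2 mice, 92 to 103 (102) in Mgmt−/− day 5 mice, 31 to 51 (40) in Mgmt−/− week 10 mice. At day 5 in WT mice 116 genes were called without saline replicate D202009, with 11 on the IFN list, 572 without saline replicate D215012 and 794 without NDMA replicate D215014, with 31 on the IFN list. At day 2 in WT mice 782 were called without saline replicate D215004 and 871 without NDMA replicate D215006. At week 10 in WT mice 0 genes were called in each fit that left out 1 of the 8 males. The fits without females D215018, D215019 or D215024 also gave 0, and those without another female gave 2 or 3.

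The least sequenced WT libraries of days 2 and 5, NDMA replicates D215006 and D215014, held 150038 and 202626 reads, and more genes were called without each of them. No paired analysis was possible because the replicate numbers do not pair mice.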

Differences from the paper's values

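In this part the settings named as added were chosen after seeing the values. Numbers of genes follow the paper's thresholds, except under the setting without a fold change threshold.

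In WT mice at day 1 the paper's number of higher genes is 685 and the one here 452. Of the alternatives set before the data were examined, a pseudocount of 0.5 (457), no filter (610), the same total (519), edgeR (471), DESeq2 (554), a single batch (485) and no fold change threshold (994) came within 1.5 times, and the others did not. The added settings DESeq2 without shrinkage (675) and without the 2 libraries whose sex genes went against their labels (524) also did, chosen after seeing the values.

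In WT mice at day 2 the paper's numbers are 435 higher and 400 lower, and here 285 and 249. For higher genes, a pseudocount of 5 (295), the same total (387) and no fold change threshold (362) came within 1.5 times, and the others set before the data were examined did not. For lower genes, a pseudocount of 5 (287), a mean of at least 20 (269), edgeR (276) and no fold change threshold (297) did. Without libraries under 300000 reads, chosen after seeing the values, the numbers were 461 and 410. Of the fits that left out 1 other replicate, also chosen after seeing the values, those without saline replicate D215004 (402 and 380) and without NDMA replicate D215005 (305 and 306) came within 1.5 times. WT males alone (449 and 359), a split also chosen after seeing the values, did too.

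In WT mice at day 5 the paper's numbers are 292 higher and 295 lower, and here 192 and 120. For higher genes, a pseudocount of 5 (224), a mean of at least 20 (208), edgeR (275) and no fold change threshold (196) came within 1.5 times, and of the others DESeq2 without shrinkage (206), chosen after seeing the values. For lower genes, edgeR (320) and DESeq2 (205) did, and, chosen after seeing the values, DESeq2 without shrinkage (227) and leaving out libraries under 300000 reads (320). Of the fits that left out 1 replicate, also chosen after seeing the values, the one without saline replicate D215012 (342 higher and 230 lower) came within 1.5 times for both, and those without NDMA replicates D215013 (200) and D215016 (204) for higher genes. At week 10 in WT mice the paper's numbers are 6 higher and 2 lower, and here 2 and 0, with 350 genes at an unadjusted p under 0.05. WT males alone gave 8 and 3 there, within 1.5 times, a split chosen after seeing the values, and no other setting did.

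In Mgmt−/− mice at day 5 the paper's number of lower genes is 611 and the one here 306. Of the alternatives set before the data were examined, edgeR (420) and DESeq2 (669) came within 1.5 times. Chosen after seeing the values, DESeq2 without shrinkage gave 681 and leaving out the 2 libraries with kidney transcripts 624. At week 10 the paper's numbers are 1086 higher and 630 lower, and here 704 and 376. For higher genes a pseudocount of 5 (736), no filter (991), the same total (1162) and DESeq2 (853) came within 1.5 times, and, chosen after seeing the values, DESeq2 without shrinkage (868) and a total without the 50 most abundant genes (886). For lower genes edgeR (476) and DESeq2 (459) did, and DESeq2 without shrinkage (486), chosen after seeing the values. Leaving out saline replicate D209001 (858 and 470), also chosen after seeing the values, did for both.

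The paper's number of higher interferon list genes in WT mice at day 2 is about 50 in Fig. 4F, read by eye, and here it is 32. A pseudocount of 5 (34), the same total (39) and edgeR (35) came within 1.5 times, and, chosen after seeing the values, leaving out libraries under 300000 reads (41), saline replicate D215004 (42) or NDMA replicates D202006 (34), D202007 (35) or D215007 (38), or taking males alone (45). The paper's number of higher DNA repair genes in WT mice at day 1 is about 7 in Fig. 4I, read by eye, and here it is 4. No covariates (5), the same total (7), edgeR (6), DESeq2 (5), a single batch (7) and no fold change threshold (10) came within 1.5 times of it, and, chosen after seeing the values, DESeq2 without shrinkage (6) and without the 2 libraries whose sex genes went against their labels (5).

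For log2 fold changes, the paper's value for Cdkn1a in WT mice at day 2 is 2.73 and the one here 3.35. A pseudocount of 5 (3.05) and edgeR (2.67) fell within the error, and, chosen after seeing the values, leaving out the 4 libraries whose reads were not recovered (3.07), leaving out libraries under 300000 reads (3.25) and the total reads as a term (2.72). For the log2 fold change of Cyp2e1 in WT mice at day 1 the paper's value is −1.78 and the one here −2.28. Of the settings, edgeR (−1.79) fell within the error, and DESeq2 without shrinkage (−1.46), chosen after seeing the values. For Polk in WT mice at day 1 the paper's value is 1.79 and the one here 1.54. A pseudocount of 0.5 (1.67), the same total (1.58), edgeR (1.82) and a single batch (1.93) fell within the error, and, chosen after seeing the values, DESeq2 without shrinkage (1.71), leaving out the 2 libraries (1.68) and the total reads as a term (1.69). For Usp18 in Mgmt−/− mice at week 10 the paper's value is 0.97 and the one here 1.37, and no setting closed the gap.

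The paper says that cGAS and STING proteins, blotted at day 1, day 5 and week 10, follow their transcripts. In Mgmt−/− mice Tmem173 (STING) rose at days 1, 2 and 5, as given above, and was not called at week 10 (limma, 1.04, adjusted p = 0.12). It was below the filter on low values at month 10, a time without a blot. Cgas was below the filter throughout, so its transcript was not tested and allows no comparison. The paper lists apoptosis among the pathways active up to month 10, from Hallmark sets enriched among its persistent genes. Here another gene set was tested at each time over all its tested genes, which is an unlike measure. The Reactome apoptosis set was not called here by camera at week 10 (adjusted p = 0.402) or month 10 (0.38), and was called higher at both by fry (0.00143 and 0.0161). The paper lists Usp18, Trex1, Il10ra and Adar among negative regulators that were inhibited. Their transcripts were higher or uncalled in Mgmt−/− mice, Usp18 by 2.28 at day 5 (1.51 without the 2 libraries with kidney transcripts). The paper inferred their activity from their targets, which a transcript level does not measure, so these values do not contradict it.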

Other observations

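The tests of depth, scaling, batch, cell types and mislabelling in this part were chosen only after the results were seen, apart from the splits of the samples.

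The number of differentially expressed genes was compared with 100 splits of the same mice, the real one included. As many genes came from 1 split in WT mice at days 1, 2 and 5 and from 1 in Mgmt−/− mice at each of the 5 times. At week 10 in WT mice 2 splits gave 2 or more genes, and at month 10, where 0 genes were called and 757 had an unadjusted p under 0.05, all 100 did. For higher IFN list genes 1 split gave as many in each comparison, except WT week 10 and month 10 with 100 each, where the counts were 0. For the DNA repair list 1 split did in each comparison, except 2 in WT mice at day 5 and 100 each at WT week 10 and month 10. For persistent genes 1 split gave as many in Mgmt−/− mice and 100 in WT mice, where the count was 0. The largest counts in other splits were 1396 in Mgmt−/− mice at day 2, 560 at day 1, 250 at week 10 and 248 in WT mice at day 5.

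Library depth was weighed by adding log2 of the total reads to the model. Of the called genes, 662 of 830 at day 1, 258 of 534 at day 2, 33 of 312 at day 5, 2 of 2 at week 10 and 0 of 0 at month 10 stayed called in WT mice. In Mgmt−/− mice 1517 of 1780, 1853 of 1880, 953 of 1005, 871 of 1080 and 594 of 779 did. Since few WT calls stayed at day 5, where log2 depth and treatment had a correlation of −0.533 (−0.311 at day 2), the 13 libraries of WT day 2 whose reads were recovered and all 15 of day 5 were thinned to the same reads and tested again by limma. At day 2 148 genes were then called, where all reads of the same 13 libraries gave 156, and at day 5 171 in place of 312. In 100 splits of the thinned libraries, including the real one, 1 gave as many genes at day 2 and 1 at day 5, with at most 22 and 113 in the other splits, which argues against depth as the cause of the genes called at equal depth. Of the calls from all libraries, 140 of 534 at day 2 and 139 of 312 at day 5 were among them, and for the rest depth is not excluded. The number of genes called at days 2 and 5 in WT mice moved to 871 and 794 without the libraries under 300000 reads.

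Scaling to a total without the 50 most abundant genes kept 77 of 77, 120 of 120, 99 of 102, 40 of 40 and 42 of 42 of the higher IFN list genes in Mgmt−/− mice in the order of time, which argues against a few abundant genes as their cause. Genes called at day 1 in the batch of 8 mice per group alone were read in the mice of the other batches. In Mgmt−/− mice 91.81% of 1698 genes had the same sign in the batch of 4 against 4 mice, as many as in 1 of 36 relabellings of treatment within sex, the real one included. In WT mice 92.04% of 942 had it in the batch of 12 against 9, as many as in 1 of 1000. Both argue against the batch as the source of the calls. In the WT batch of 6 against 4 mice 78.56% had the same sign, as many as in 14 of 100 relabellings, with a median of 0.248 times the change. This batch held the libraries whose sex genes went against their labels and a saline library with high Cdkn1a, and all of them were kept. In these mice the batch as a source stays open, and mislabelling is not excluded as a cause of the smaller change.

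The WT mice at day 1 in the batch of 6 NDMA and 4 saline mice differed by only 0.0093 in the mean over the IFN list. This batch held the 2 libraries whose sex genes went against their label, and the library labelled WT saline day 1 female with Cdkn1a at 359, where the next highest saline mouse had 38.8. That pair, labelled NDMA, had Cdkn1a at 30.0 and 16.3. Without the pair the difference was 0.15, below the 0.43 and 0.52 of the other batches but within the spread of its saline mice. The 4 saline mice of that comparison still included the library with high Cdkn1a, and their SD was 0.299 against 0.0457 in the NDMA mice. A comparison without both this library and the pair was not made. Whether mislabelling made the difference small therefore stays open. Leaving out any 1 mouse moved the difference between −0.069 and 0.15, the last without the saline library with high Cdkn1a. Another library labelled WT saline, of day 5, had Cdkn1a at 109, where the next highest had 17.6.

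Marker lists were read in Mgmt−/− mice. At week 10 the median log2 fold change was 0.91 for T cells (2 genes tested, fry BH p = 0.1), 1.46 for B and plasma cells (2, 0.00152), 1.01 for macrophages and Kupffer cells (14, 1.8e-04), 1.37 for neutrophils (5, 0.0225), 0.84 for cholangiocytes (3, 0.00145), 1.79 for stellate cells and fibroblasts (11, 1.8e-07), 0.15 for endothelial cells (11, 0.278) and 1.79 for proliferation (9, 5.4e-05). Pericentral hepatocyte genes were at −0.86 (17, 8.6e-04) and periportal ones at −0.15 (20, 0.836; 0.06 with every library scaled to the same total). At month 10 the medians were 0.26 (B and plasma cells, 0.731), 0.92 (macrophages and Kupffer cells, 0.0172), 0.67 (neutrophils, 0.424), 0.28 (cholangiocytes, 2.5e-04), 0.45 (stellate cells and fibroblasts, 0.012), 0.23 (endothelial cells, 0.0282), 0.62 (proliferation, 0.0127), −0.59 (pericentral hepatocytes, 0.00226) and −0.08 (periportal hepatocytes, 0.172). No T cell gene passed the filter at month 10.

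A lower share of hepatocytes would raise the markers of all other cell types alike. Their medians were all above 0 and lay 1.64 apart at week 10 and 0.692 at month 10. Of 10000 relabellings of treatment within sex and batch, a share of 0.0242 put them as far apart at week 10 and 0.608 at month 10, and of 10000 shufflings of the genes between the lists 0.412 and 0.614. The lists hold too few genes to decide, so a lower share of hepatocytes stays open as a source of the higher IFN list genes at both times. It would also lower both zones of hepatocytes alike, but the periportal median exceeded the pericentral one by 0.707 at week 10 (shares of 0.0061 and 1e-04) and 0.515 at month 10 (0.013 and 0.0054), which argues against it as the cause of the lower pericentral genes. A change in pericentral expression or in single cell types may remain, and was not tested.

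Genes biased between the sexes were defined in saline Mgmt−/− mice at month 10 (375 female-biased and 278 male-biased at an absolute log2 fold change over 1). In male Mgmt−/− mice at week 10 the female-biased genes had a median response of 0.29 (fry p = 0.0912, BH 0.547) and the male-biased genes of 0.02 (fry p = 0.635). With a threshold of 2 the medians were 0.71 (fry p = 0.00131, BH 0.0157) and −0.88 (fry p = 0.0179, BH 0.0537). In female Mgmt−/− mice at week 10 the medians at the threshold of 2 were −0.43 (fry p = 0.00846, BH 0.0384) and 0.475 (fry p = 0.195, BH 0.292). Without saline replicate D209001 the medians in males at the threshold of 1 were 0.54 (fry p = 0.00371) and −0.29 (fry p = 0.00495). These point the same way as those in males at 2. A shift of males towards the expression of the other sex may be part of the response. But the thresholds give different results and 1 replicate changes them, so neither chance nor such a shift is excluded.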
